# Lithium rescues cultured rat metatarsals from dexamethasone-induced growth failure

**DOI:** 10.1038/s41390-024-03192-6

**Published:** 2024-04-29

**Authors:** Ondrej Soucek, Ondrej Cinek, Lilly Velentza, Valerij Semjonov, Martin Bezdicka, Farasat Zaman, Lars Sävendahl

## Abstract

**Background:**

Glucocorticoids are commonly used in children with different chronic diseases. Growth failure represents a so far untreatable undesired side-effect. As lithium chloride (LiCl) is known to induce cell renewal in various tissues, we hypothesized that LiCl may prevent glucocorticoid-induced growth failure.

**Methods:**

We monitored growth of fetal rat metatarsals cultured ex-vivo with dexamethasone and/or LiCl, while molecular mechanisms were explored through RNA sequencing by implementing the differential gene expression and gene set analysis. Quantification of β-catenin in human growth plate cartilage cultured with dexamethasone and/or LiCl was added for verification.

**Results:**

After 14 days of culture, the length of dexamethasone-treated fetal rat metatarsals increased by 1.4 ± 0.2 mm compared to 2.4 ± 0.3 mm in control bones (*p* < 0.001). The combination of LiCl and dexamethasone led to bone length increase of 1.9 ± 0.3 mm (*p* < 0.001 vs. dexamethasone alone). By adding lithium, genes for cell cycle and Wnt/β-catenin, Hedgehog and Notch signaling, were upregulated compared to dexamethasone alone group.

**Conclusions:**

LiCl has the potential to partially rescue from dexamethasone-induced bone growth impairment in an ex vivo model. Transcriptomics identified cell renewal and proliferation as candidates for the underlying mechanisms. Our observations may open up the development of a new treatment strategy for bone growth disorders.

**Impact:**

- LiCl is capable to prevent glucocorticoid-induced growth failure in rat metatarsals in vitro.
- The accompanying drug-induced transcriptomic changes suggested cell renewal and proliferation as candidate underlying mechanisms.
- Wnt/beta-catenin pathway could be one of those novel mechanisms.

## Introduction

Glucocorticoids (GCs) have both anti-inflammatory and immunosuppressive effects and are commonly used in many different pediatric diseases, including asthma, nephrotic syndrome, inflammatory bowel disease, Duchenne muscle dystrophy and acute leukemia.^1^ However, their use often results in undesired side-effects involving the skeletal system, such as osteoporosis and suppression of longitudinal bone growth in children.^2,3^ Besides the well-described systemic growth-inhibiting effects mediated mainly through the suppression of the growth hormone/insulin-like growth factor 1 axis,^4^ many studies have reported the direct adverse effects of GCs in the growth plate cartilage, the main site of linear bone growth. It has been previously reported that one of the mechanisms governing these local side-effects of GCs is the induction of apoptosis in growth plate chondrocytes,^5^ through an increase in the expression of the pro-apoptotic protein Bax.^6^

Interestingly, exogenous GCs have been also shown to impair osteoblast and chondrocyte differentiation via downregulating the Wnt/β-catenin pathway, another key signaling cascade implicated in bone development and local growth plate regulation.^7,8^ Wingless-related integration site proteins (Wnt:s) belong to a family of secreted cysteine-rich glycoproteins which signal via the Wnt/β-catenin pathway by binding to the membrane receptor complex.^9^ Glycogen synthase kinase 3 beta (GSK3β) represents one of the intracellular modulators of the Wnt/β-catenin pathway. GSK3β is an active compound of a larger molecular complex that phosphorylates β-catenin and thus causes its degradation. Stimulation of GSK3β leads to inhibition of Wnt/β-catenin signaling, whereas the inhibition causes increased (non-phosphorylated) β-catenin concentration and its translocation into the nucleus, where it increases target gene transcription.

Lithium chloride (LiCl) is a known GSK3β inhibitor and the treatment with LiCl increases the proliferation of human mesenchymal stem cells^10^ and also rescues from glucocorticoid-induced apoptosis of spontaneously immortalized murine calvarial osteoblasts.^11^ Lithium has been used as a mood stabilizer in clinical practice for decades,^12^ its neuroprotection in psychotic patients was documented^13^ and is also used in pediatric patients to treat bipolar disorder.^14^

Based on the importance of Wnt signaling in bone development and the properties of LiCl as a Wnt modulator, we here aimed to investigate the potential of LiCl to rescue from growth failure caused by a clinically used glucocorticoid, dexamethasone, while trying to explore the molecular mechanisms behind the effects of the two drugs. In this study we used a well-established ex vivo model of cultured fetal rat metatarsal bones where growth can be tracked in a real-time manner^15,16^ and a unique model of cultured human growth plate cartilage.^17^ We utilized RNA sequencing (RNA-seq) in rat metatarsal tissue to comprehensively explore molecular pathways that govern the observed effects of dexamethasone and LiCl on longitudinal bone growth.

## Material and methods

### Fetal rat metatarsal bone cultures

The pregnant Sprague-Dawley rats (day 19 after mating/fertilization) were euthanized with CO_2_, and the fetuses were excised and euthanized by decapitation. The paws were collected in sterile medium (DMEM/F12 with 40 μM Gentamicin and 2.7 μM Fungizone) and transferred on ice. The three middle metatarsal bones were dissected from the fetuses’ hind paws as described earlier.^17^ Immediately after dissection, metatarsal bones were kept in the incubator (37 °C, 5.0% CO_2_) in the culture medium (DMEM/F12 with 40 μM Gentamicin, 0.2% Bovine serum albumin, 1 mM β-Glycerolphosphate and 285 μM Ascorbic acid). Each bone was then transferred in a separate well of the 24-well plate containing 1.0 mL culture media.

In the first experiments, we established the dosing of lithium chloride: metatarsal bones were randomly distributed into 8 treatment groups: Control, Dexamethasone (1 μM), LiCl (0.1 mM), LiCl (1 mM), LiCl (10 mM) and both drugs combined (all three LiCl concentrations).

Based on the observed dose-dependent effect of LiCl, subsequent experiments were designed with four treatment groups: (1) Control, (2) Dexamethasone only (1 μM), (3) LiCl only (10 mM) and (4) Dexamethasone (1 μM) + LiCl (10 mM). Culture media was changed every 2-3 days and digital pictures were taken (a microscope with CCD camera) at days 0, 2, 5, 7, 9, 12, and 14 (termination of culture). The length of bones was measured from captured pictures by using ImageJ software (freely available NIH project).^18^ The length of each bone at each time point was measured, and the increase in length from day 0 was calculated. Each bone was cultured separately and regarded as an independent observation as previously detailed.^17^ As three rats were processed for the growth study, mixed effects model was first used to test the random intercept related to the source of the bone. The variability proportion of bone length increase denoted to rat source was only 4.2% at day 14 (the endpoint). Hence, we conducted our analysis using linear regression model. The *p*-values for group differences were obtained from the linear model with bone length increase from day 0 at days 2, 5, 7, 9, 12 and 14, respectively, as a response and treatment group as an explanatory variable. *P*-values were adjusted using FDR correction.

Three additional consequent experiments on freshly dissected metatarsals served for gene expression analysis: RNA was extracted from the bones after 72 h of culture (random distribution of 20 bones/treatment group/experiment).

### RNA extraction and sequencing

The metatarsal bones of each treatment group were combined and the TRIzol reagent protocol (Life Technologies, #15596-026) was used for RNA extraction (0.5 mL of Trizol per sample, i.e. per treatment group). The tissue homogenization (2 × 45 s with Speed 2) was performed by using the bead-beating technology (Minilys device, Precellys Lysing kit MK28-R, Bertin). Chloroform (Sigma Aldrich, #C2432-25mL), 70%-ethanol and spin columns with ready-to-use buffers and clean water (Thermo Fisher Scientific, PureLink RNA Mini Kit, #12183018A) were used to extract RNA. The RNA concentration and purity were assessed with a spectrophotometer (Thermo Fisher Scientific, NanoDrop One^C^). The RNA yield ranged between 26–94 ng/µL and purity (A260/A280 ratio) was 1.6–1.9.

The RNAseq libraries were prepared as follows: 300 ng of total RNA was subjected to library synthesis using the SureSelect strand-specific mRNA library preparation kit (protocol version E0). The RNA was enriched for the Poly-A mRNA and reverse transcribed to double-stranded cDNA. The cDNA was end-repaired, adenylated, and ligated with Illumina indexes prior to 14 cycles of PCR. The final concentration of prepared RNAseq libraries was 2.7–3.0 pM. Sequencing was performed on Illumina NextSeq 500 instrument using the High Output kit (Illumina) and 2 × 75 paired-end cycles.

### Differential gene expression and pathway analysis

The transcriptome profiles were analyzed using the BRB-SeqTools framework (https://brb.nci.nih.gov/seqtools/): reads were aligned using Subread, duplicated reads eliminated by Picard, and genes counted by HTSeq-count.^19^ The gene counts tables and the sample metadata were assembled into a DESeq2 DESeqDataSet object,^20^ and mutual distances of technical replicates were inspected in a PCA plot. Upon verification of their similarity, technical replicates were merged, which resulted in libraries having 9.0–21.9 million reads. Genes were filtered for having 60 reads or more in at least 2 different samples - 12,592 genes were retained. Global differences in gene expression between the four conditions were assessed on ordination plots, and particular differentially expressed genes sought for using a negative binomial regression model in DESeq2. There were four conditions in a factorial design which was reflected in the analyzed contrasts. Results were visualized using the MA-plots, volcano plots, heatmaps and count plots of the genes of interest. The DESeq test *P* values were corrected for multiple testing using Benjamini–Hochberg method. A minimum of 2-fold increase or decrease in expression, and a corrected *P* value of <0.05 was needed for a gene to be considered. Gene count tables and raw sequencing data were deposited at NCBI Gene Expression Omnibus (GEO), and Sequencing Reads Archive (SRA) databases under accession number GSE186104.

Web-based application Reactome (https://reactome.org) was used to perform gene set (pathway) analysis. Camera was selected as the analysis method (correlation adjusted mean rank), which is based on two-sided t-test allowing for correlation.^21^ The test statistic is modified by variance inflation factor estimated from the data. Hence, it takes into account inter-gene correlation. It is tested whether the fold-differences as a result of treatment with both dexamethasone and LiCl differ between the gene set of interest and the background. Dexamethasone alone group is taken as a reference group. FDR approach is applied to adjust for multiple testing procedure. The threshold for FDR- adjusted *P*-value was set to 0.05.

### Immunohistochemistry of metatarsals

A limited number of spare metatarsals that were left from the first two growth experiments were used for immunohistochemistry staining (i.e., 1 metatarsal/treatment group/rat). Paraffin sections of fetal rat metatarsal bones (5 μm) were deparaffinized and rehydrated in graded ethanols. Next, antigen retrieval was performed with citrate buffer (10 mM, pH 6.0 at 75 °C for 15 min) or trypsin solution (for the activated β-catenin antibody; 37 °C for 10 min), followed by blocking with 2% goat serum for 1 h. The slides were incubated overnight with the primary antibody at 4 °C. The following antibodies were used: Proliferative cell nuclear antigen (PCNA; 1:2000; Abcam Cat# ab18197, RRID: AB_444313), B-cell lymphoma 2 antigen (BCL-2; 1:50; Abcam Cat# ab196495, RRID: AB_2924862), Non-phospho (Active) β-Catenin (Ser33/37/Thr41) (D13A1) (1:50; Cell Signaling Technology Cat# 8814, RRID:AB_11127203). The secondary antibodies (Abcam Cat# ab97049, RRID: AB_10679577 or Abcam Cat# ab6788, RRID: AB_954885) were added for 1 h, followed by incubation with horseradish peroxidase (HRP)-conjugated streptavidin (VECTASTAIN® ABC-HRP Kit, VECTOR Laboratories and 3,3’ diaminobenzidine (DAB) development (Dako K3468). Alcian blue solution was used as counterstain. The plugin Immunohistochemistry Image Analysis Toolbox in Image J software (NIH, Bethesda, MD) was used to quantify each bone’s area of active-β-catenin staining in the total area of the metatrsal bone (in percent).

### Human growth plate tissue

Samples were collected from 4 constitutionally tall stature patients (2 boys and 2 girls, aged 11–14 years, pubertal stages 2–4 according to Tanner) during their epiphysiodesis surgery. A previously published protocol was used to handle human growth plate tissue.^22^ The cylinder specimens were transferred in the collection medium (DMEM with 25 mM HEPES, 4 mM Glutamine, 25 mM Glucose and 21 µM Gentamicin) on ice. Thin transverse slices (0.5–1.0 mm), cut under a dissection microscope in sterile conditions in a laminar flow box, were randomly sorted into 4 groups (4–5 slices per group) and placed in 2.0 mL culture media (collection medium with 285 µM Ascorbic acid, 1 mM β-Glycerolphosphate and 0.2% Bovine serum albumin) per group on a 24 well plate. The treatment groups included Control, Dexamethasone (1 μM) and LiCl (1 mM) alone or in combination. After 24 h of treatment in the incubator (37 °C, 5.0% CO_2_), medium was removed, growth plate slices were washed with 1X PBS and fixed with 4% paraformaldehyde for 24 h at 4 °C. The slices were then decalcified with 10% EDTA for 24 h at 4 °C and afterwards stored in 70% ethanol. Paraffin embedment was used to prepare glass-mounted histologic sections.

### Immunohistochemistry and signal intensity evaluation

After deparaffinization, sections were treated with active β-catenin rabbit mAb (Cell Signaling Technology, #8814). Cyanin 3-labeled (CY3), anti-rabbit secondary Ab produced in donkey (Jackson ImmunoResearch Laboratories, Inc., #711-165-152) was used for immunofluorescent visualization. Nuclei were counterstained with DAPI (Vector laboratories, #H-1200). Confocal microscope with fluorescent filters (Nikon ECLIPSE E8000) connected to CCD camera (Olympus DP 70) was used to gain digital pictures of the sections through 20× magnification lens (Nikon Plan Apo, DIC, M, ∞/0.17, WD 1.0). The images were processed by ImageJ software. The staining intensity was assessed by calculating the total β-catenin-positive area (μm^2^) normalized to the number of DAPI-stained nuclei within the same area of the growth plate. Two-sample two-tailed t-tests were used to compare the results between two groups (dexamethasone vs. control, lithum vs. control and dexamethasone + lithum vs. dexamethasone alone). FDR method was used for multiple comparison adjustment.

### Statistical analyses

All analyses were performed and all figures were created using the statistical computing environment R, version 3.6.1.^23^ The significance threshold was *p* = 0.05. Whenever boxplots were used, it summarized the median (line inside the box), first and third quartile (i.e. Q1 and Q3, respectively; lower and upper box margin), minimum and maximum (Q1–1.5 × IQR and Q3 + 1.5 × IQR, where IQR means interquartile range; whiskers) and, eventually, outliers (<Q1–1.5 × IQR or >Q3 + 1.5 × IQR).

### Ethical approvals

The animal experiments involving ex vivo culture of fetal rat metatarsal bones were approved by the local ethical committees (Permit No:N637/12, Stockholm North Animal Ethics Committee, and Permit No: MSMT-15719/2016-2, Ministry of Education Youth and Sports Ethics Committee, Prague). Three Rs principle (replacement, reduction, refinement) was followed accordingly.^24^ The collection of human growth plate tissue was approved by the local ethics committee (Permit No: 97–214, Karolinska Institutet Research Ethics Committee North at the Karolinska University Hospital, Stockholm, Sweden). Informed consent was obtained from each individual and their legal guardians according to the Helsinki Declaration and documented in the original hospital records.

## Results

### Effects of dexamethasone and LiCl on fetal rat metatarsal bone growth

Dexamethasone-treated metatarsals grew similar as control bones up to day 5 of culture. Thereafter, dexamethasone-treated bones grew less than control (Fig. 1). The bone length increased by 1.44 ± 0.18 mm (mean ± standard deviation) in the dexamethasone group and by 2.43 ± 0.25 mm in the control group during the 14 day-period of culture (Fig. 1). Bones treated with LiCl alone grew similarly as control (2.55 ± 0.18 mm, 2.64 ± 0.28 mm and 2.59 ± 0.33 mm increase, for 0.1 mM, 1.0 mM and 10 mM LiCl concentration, respectively; versus 2.43 ± 0.25 mm increase for control bones; Fig. 2). Interestingly, the highest LiCl concentration (10 mM) significantly prevented dexamethasone-induced growth retardation (1.89 ± 0.34 mm increase for dexamethasone + LiCl group versus 1.44 ± 0.18 mm increase in the dexamethasone group; Fig. 2). The growth rescuing effect was partial amounting to 56% (95% confidence interval 40–71%) of the dexamethasone-induced growth reduction. The addition of the two lower LiCl concentrations (0.1 mM and 1 mM) to dexamethasone did not rescue bone growth when compared to dexamethasone alone (1.51 ± 0.18 mm and 1.49 ± 0.21 mm increase in growth, respectively, versus 1.44 ± 0.18 mm in the dexamethasone group; Fig. 2).

**Fig. 1:**
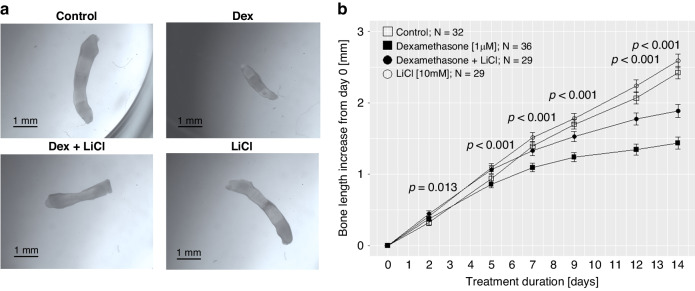
In vitro growth of fetal rat metatarsal bones in culture. Lithium chloride (LiCl) prevented dexamethasone-induced growth failure. **a** Representative images of metatarsal bones at day 14. **b** Growth curves of metatarsals over 14 days in culture for the four treatment groups. Means and their 95% confidence intervals were calculated from a linear regression model which explored the association between bone length increases (in mm) from day zero at day 2, 5, 7, 9, 12, and 14 (as response), respectively, and the four different treatment groups (as explanatory variable). The *p*-values correspond to the comparisons between Dexamethasone and Dexamethasone + LiCl groups and were adjusted using FDR correction. Dex dexamethasone, LiCl lithium chloride.

**Fig. 2:**
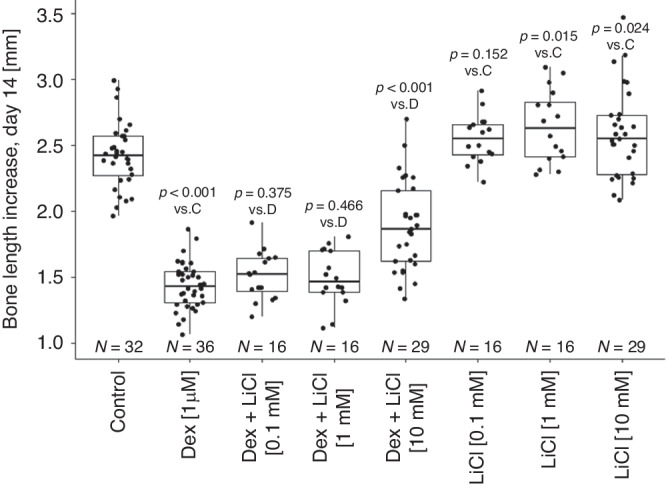
Fetal rat metatarsal bone length increase after 14 days of culture. The 10 mM concentration of LiCl prevented approx. 56% of the growth retardation caused by dexamethasone alone. Boxplots of treatment groups are shown with individual data points. *P*-values were obtained from linear model with bone length increase at day 14 as a response and treatment group as an explanatory variable. *P*-values were adjusted using FDR correction. Boxplots show the median (line inside the box), first and third quartile (i.e. Q1 and Q3, respectively; lower and upper box margin), minimum and maximum (Q1–1.5 × IQR and Q3 + 1.5 × IQR, where IQR means interquartile range; whiskers) and, eventually, outliers (<Q1–1.5 × IQR or >Q3 + 1.5 × IQR). Dex dexamethasone, LiCl lithium chloride.

### Effects of dexamethasone and LiCl on transcriptome of metatarsal bones

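Gene expression was measured by RNA sequencing (RNA-seq), which counts the transcripts of each gene. Metatarsals of fetal rats (embryonic day 19) were cultured for 72 h in 4 conditions. These were control medium, medium with the synthetic glucocorticoid dexamethasone (1 µM), medium with the lithium salt LiCl (10 mM), and medium with both drugs at those concentrations (dexamethasone + LiCl). Each condition had 3 libraries, each made from a pool of bones, so that n = 3 pools per condition and every test measures the spread between pools, not between single bones. Total counts per library were 10761816 to 21953446 in control (median 20069564), 9263078 to 11685463 with dexamethasone (median 10057103), 13866588 to 20644093 with LiCl (median 18651019) and 9055581 to 17872189 with dexamethasone + LiCl (median 10941818). The authors aligned the reads with Subread, removed duplicated reads with Picard, counted reads per gene symbol with HTSeq-count and merged technical replicates. The deposited counts already include these steps, and removal of duplicates can limit the counts of the most abundant transcripts. The genome build behind the counts is not settled, because the submitters' notes name a human build for these rat libraries. From the counts, genes with at least 60 counts in at least 2 of the 12 libraries were kept, which left 12602 genes. Library sizes were scaled with edgeR's trimmed mean of M-values (TMM), and all 12 libraries were fitted together with edgeR's quasi-likelihood model with condition as its only term. P-values were adjusted over the 12602 genes with the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and a fold difference above 2 or below 0.5, the limits stated in the paper's methods. Members of 41 gene lists were counted as higher or lower at an adjusted p under 0.05 with no fold minimum. Each list was also tested as a whole against the other genes with limma's camera, with the correlation between genes estimated from the data and p adjusted over the 41 lists. Levels are given as CPM, a gene's counts scaled to a common library total, with the mean ± SD of the 3 pools, and changes as log2 fold changes with their standard error (SE). The count filter and the fold minimum are the choices that could change the counts of genes most.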

Transcriptome profiles of the cultured fetal rat metatarsal bones differed depending on which drug (or its combination) was added into the culture medium. A total of 355 genes were significantly affected by dexamethasone (fold difference >2.0 or <0.5 and false-discovery rate-corrected *P* < 0.05, Supplementary Table 1), of which 204 were up-regulated and 151 were down-regulated (the cross-tabulation of gene expression counts can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186104), as compared to control metatarsals. 

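Dexamethasone raised genes that the glucocorticoid receptor is known to activate and lowered markers of blood vessel cells. Of 24 measured target genes of the receptor, 21 were higher than in control and none was lower at an adjusted p under 0.05 from edgeR (21 higher when adjusted over the list alone), with a median log2 fold change of 1.47. The list as a whole had an adjusted p = 4.2e-04 with an estimated correlation (limma's camera). Fkbp5, a co-chaperone that restrains the receptor, was at 238 ± 25.2 CPM (SD, n = 3 pools) with dexamethasone and at 32.8 ± 1.3 CPM in control. This is a log2 fold change of 2.86 (SE 0.10, adjusted p = 3.0e-10 from edgeR's quasi-likelihood test). The clock gene Per1 rose by 2.23 (SE 0.09) and the transcription factor Klf15 by 2.26 (SE 0.10) on the log2 scale, and all 3 dexamethasone pools lay above all 3 control pools for these 3 genes. Of 21 endothelial markers, 18 were lower and none was higher (18 lower when adjusted over the list alone), with a median log2 fold change of -1.33 and an adjusted p = 0.00656 with an estimated correlation (limma's camera). Kdr, a receptor for vascular endothelial growth factor, fell from 30.8 ± 3.76 to 5.24 ± 1.14 CPM, and the endothelial surface protein gene Cd93 fell by 1.92 on the log2 scale (SE 0.13).
Most single markers of osteoclasts, the cells that resorb cartilage and bone, fell, although the list as a whole did not pass, and macrophage markers went both ways. Of 7 osteoclast markers, 5 were lower and none was higher (5 lower when adjusted over the list alone), with a median log2 fold change of -1.66 and an adjusted p = 0.231 with an estimated correlation (limma's camera). Mmp9, a protease that degrades matrix at the growth plate, fell from 47.9 ± 1.95 to 2.58 ± 0.958 CPM, and Acp5, the tartrate-resistant acid phosphatase, fell from 18.6 ± 1.51 to 5.98 ± 1.89 CPM. Of 15 macrophage markers, 6 were higher and 3 lower (6 higher and 6 lower when adjusted over the list alone). Their median log2 fold change was -0.41 but their mean was 0.67, and the test of the whole list pointed up with an adjusted p = 0.845 with an estimated correlation (limma's camera). The scavenger receptor gene Cd163 was at 15.2 ± 2.72 CPM with dexamethasone and at 0.015 ± 0.026 CPM in control, the mannose receptor gene Mrc1 rose by 2.11 (SE 0.21) and the complement gene C1qb by 2.14 (SE 0.20) on the log2 scale.
Within the IGF axis, which drives growth of the growth plate, 6 of 16 genes were higher and 1 was lower (8 higher and 1 lower when adjusted over the list alone). The growth hormone receptor gene Ghr rose by 0.79 (SE 0.08), the binding protein gene Igfbp2 by 1.28 (SE 0.16) and Igf1 itself by 0.53 (SE 0.10) on the log2 scale. The list's adjusted p was 0.0399 with an estimated correlation (limma's camera), and it was 0.0515 to 0.0960 with any 1 of the 12 libraries left out and 0.112 with the replicate number as a term (replicate block). Of 6 epidermis markers, 4 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.18 and the same adjusted p = 0.0399 with an estimated correlation, which was 0.0515 to 0.118 with any 1 library left out and 0.112 with the replicate block. The desmosome genes Ppl and Evpl rose by 2.24 (SE 0.24) and 1.15 (SE 0.19) on the log2 scale. Of 14 skeletal muscle markers, 5 were higher and 1 was lower (6 higher and 2 lower when adjusted over the list alone), with an adjusted p = 0.496 with an estimated correlation. The muscle genes Tnni1 and Ldb3 rose by 3.66 (SE 0.31) and 2.18 (SE 0.15) on the log2 scale. In all, edgeR called 358 genes, 199 up-regulated and 159 down-regulated. The number called was 546 with edgeR's filterByExpr in place of the count filter, 652 with no filter and 1379 with no fold minimum.

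**Figure D1:**
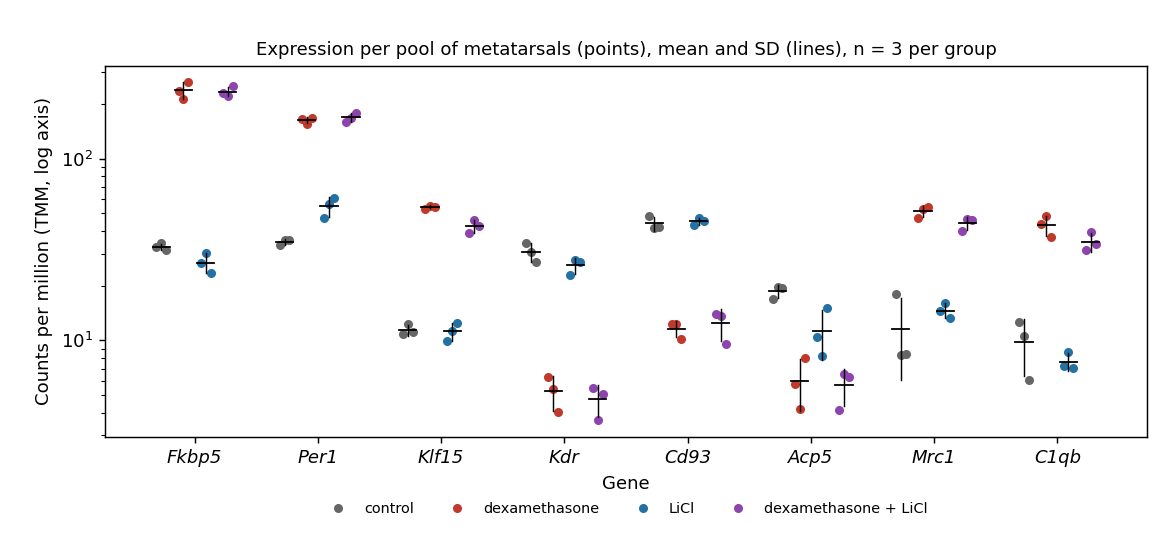
Levels in CPM (log axis) of Fkbp5, Per1, Klf15, Kdr, Cd93, Acp5, Mrc1 and C1qb in the 4 conditions, with a point for each library and the mean with its SD for each group of 3 pools. The dexamethasone pools of Fkbp5 (mean 238 CPM) all lie above the control pools (mean 32.8 CPM), and those of Kdr all lie below.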

Lithium influenced the expression of 184 genes, of which 98 were up-regulated and 86 were down-regulated (Supplementary Table 2). 

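LiCl alone raised single targets of Wnt signaling and lowered some elastic fibre genes and some markers of adipocytes, osteoclasts and macrophages, while secreted Wnt antagonists went both ways and no list passed as a whole. Of 18 Wnt target genes, 10 were higher and 3 lower than in control at an adjusted p under 0.05 from edgeR (10 and 3 when adjusted over the list alone), with a median log2 fold change of 0.58 and an adjusted p = 0.0888 with an estimated correlation (limma's camera). Nkd2, a feedback inhibitor of the pathway, rose from 19.1 ± 1.02 to 54.4 ± 2.07 CPM (SD, n = 3 pools), a log2 fold change of 1.50 (SE 0.09, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test). Notum, a secreted enzyme that inactivates Wnt proteins, rose from 14.3 ± 3.11 to 47.5 ± 3.76 CPM. The pathway's feedback gene Axin2 rose by 0.68 (SE 0.15) and the hyaluronan receptor gene Cd44 by 1.04 (SE 0.13) on the log2 scale. Of 9 secreted Wnt antagonists, 3 were higher and 4 lower (3 and 5 when adjusted over the list alone), with a median log2 fold change of -0.44 and an adjusted p = 0.391 with an estimated correlation. Frzb, an antagonist made by chondrocytes, fell from 251 ± 33.2 to 61.3 ± 3.22 CPM, and Sfrp2 fell by 1.29 on the log2 scale (SE 0.08).
Of 24 target genes of the tumour suppressor p53, 7 were higher and none was lower (9 higher when adjusted over the list alone), with a median log2 fold change of 0.17 and an adjusted p = 0.147 with an estimated correlation (limma's camera). The p53 targets Zmat3, Aen and Cdkn1a, which encode regulators of RNA, of apoptosis and of the cell cycle, rose by 1.11 (SE 0.10), 1.03 (SE 0.11) and 0.84 (SE 0.12) on the log2 scale. Of 14 skeletal muscle markers, 11 were higher and 1 was lower (12 and 2 when adjusted over the list alone), with a median log2 fold change of 1.01 and an adjusted p = 0.147 with an estimated correlation. The skeletal actin gene Acta1 rose from 0.754 ± 0.463 to 7.17 ± 1.53 CPM. Of 23 elastic fibre genes, 1 was higher and 11 were lower (1 and 14 when adjusted over the list alone), with a median log2 fold change of -0.30 and an adjusted p = 0.147 with an estimated correlation. Eln, which encodes elastin, fell from 650 ± 133 to 332 ± 47.9 CPM, and Fbln5, a fibulin that assembles the fibres, fell by 1.05 on the log2 scale (SE 0.10). Among 21 genes of the complement cascade, 8 were lower and none was higher (8 lower when adjusted over the list alone), with a median log2 fold change of -0.37 and an adjusted p = 0.147 with an estimated correlation.
Of 10 adipocyte markers, none was higher and 6 were lower (1 higher and 6 lower when adjusted over the list alone), with a median log2 fold change of -0.94 and an adjusted p = 0.147 with an estimated correlation (limma's camera). The fatty acid carrier gene Fabp4 fell by 2.20 on the log2 scale (SE 0.28), and the adipokine gene Adipoq was at 0.0238 ± 0.0413 CPM with LiCl and at 4.76 ± 2.24 CPM in control. Of 7 osteoclast markers 6 were lower and none was higher (6 lower when adjusted over the list alone), with a median log2 fold change of -0.73 and an adjusted p = 0.188 with an estimated correlation. The collagen-degrading protease gene Ctsk fell by 0.42 on the log2 scale (SE 0.08). Of 15 macrophage markers 6 were lower and none was higher (8 lower when adjusted over the list alone), with a median log2 fold change of -0.59 and an adjusted p = 0.331 with an estimated correlation. The lysosomal gene Cd68 fell by 0.68 (SE 0.11). Of 28 genes of the amino acid response driven by the transcription factor ATF4, 7 were lower and none was higher (9 lower when adjusted over the list alone), with a median log2 fold change of -0.29 and an adjusted p = 0.396 with an estimated correlation. The folate enzyme gene Mthfd2 fell by 0.50 on the log2 scale (SE 0.08). Col10a1, the collagen of hypertrophic chondrocytes, fell from 2630 ± 235 to 1300 ± 116 CPM. In all, edgeR called 199 genes, 102 up-regulated and 97 down-regulated. The number called was 330 with filterByExpr, 406 with no filter and 1338 with no fold minimum. None of the 41 lists passed with an estimated correlation, 10 had an unadjusted p under 0.05, and 23 passed with the correlation preset at 0.01 and 19 with limma's fry, which tests whether a list's genes move 1 way without a comparison with other genes.

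**Figure D2:**
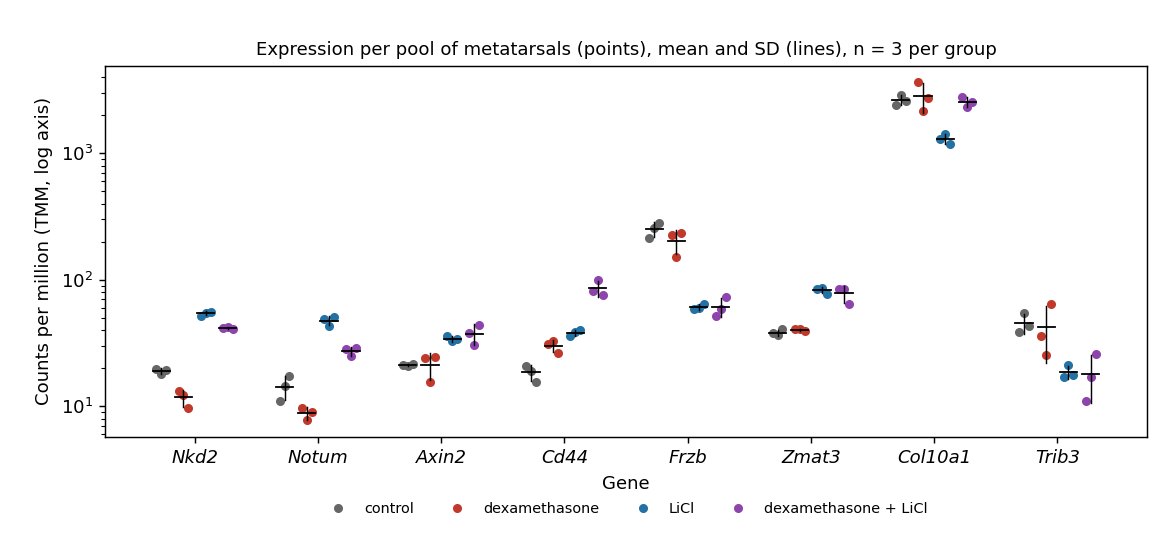
Levels in CPM (log axis) of Nkd2, Notum, Axin2, Cd44, Frzb, Zmat3, Col10a1 and Trib3 in the 4 conditions, with a point for each library and the mean with its SD for each group of 3 pools. The LiCl pools of Nkd2 (mean 54.4 CPM) all lie above the control pools (mean 19.1 CPM), and those of Frzb (mean 61.3 CPM) all lie below (mean 251 CPM).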

Metatarsals treated with dexamethasone plus lithium together showed 177 differentially expressed genes when compared to the dexamethasone alone group (Supplementary Table 3) and 536 differentially expressed genes when compared to control group (Supplementary Table 4). 

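With LiCl added to dexamethasone, skeletal muscle markers and some glycolysis genes rose and the matrix protease gene Mmp3 fell, while most changes brought by dexamethasone stayed. Of 14 skeletal muscle markers, 10 were higher and none was lower than with dexamethasone alone at an adjusted p under 0.05 from edgeR (12 higher when adjusted over the list alone), with a median log2 fold change of 1.44. Acta1 rose from 1.49 ± 0.170 to 17.5 ± 2.85 CPM (SD, n = 3 pools), and the myosin genes Myl1 and Myh3 rose by 3.68 (SE 0.26) and 3.26 (SE 0.32) on the log2 scale. Of 19 glycolysis genes, 8 were higher and 1 was lower (16 and 1 when adjusted over the list alone), with a median log2 fold change of 0.63 and an adjusted p = 0.183 with an estimated correlation (limma's camera). The phosphofructokinase genes Pfkp and Pfkl, which control the pathway, rose by 1.50 (SE 0.19) and 0.79 (SE 0.12) on the log2 scale. Mmp3, which encodes stromelysin, fell from 30.1 ± 4.33 to 6.43 ± 1.59 CPM, a log2 fold change of -2.26 (SE 0.18, adjusted p = 3.9e-06 from edgeR's quasi-likelihood test). Lrrn1, a neuronal cell surface protein gene, fell from 37.2 ± 3.22 to 9.50 ± 1.01 CPM. In this comparison edgeR called 172 genes, 97 up-regulated and 75 down-regulated, and 313 with no count filter or 1084 with no fold minimum. Against control, dexamethasone + LiCl gave 551 calls, 286 up-regulated and 265 down-regulated, and 927 with filterByExpr, 1080 with no filter or 2848 with no fold minimum. Of the 358 genes called with dexamethasone alone, 255 were also called in the same direction with dexamethasone + LiCl, 155 up and 100 down. Independent lists of these sizes would share 7.86, a number that leaves out the control libraries that both comparisons use. Across all genes the covariance of the log2 fold changes in these comparisons was 0.154, against 0.012 in simulated libraries without drug effects. Of the 24 glucocorticoid receptor targets, 19 were higher than in control and 1 was lower (19 and 1 when adjusted over the list alone), with a median log2 fold change of 1.44 and an adjusted p = 0.00219 with an estimated correlation (limma's camera). The transcription factor gene Zbtb16, a glucocorticoid target, was at 36.2 ± 4.66 CPM with both drugs and at 1.66 ± 0.817 CPM in control. Of the 21 endothelial markers, 17 were lower and none was higher (18 lower when adjusted over the list alone), with a median log2 fold change of -1.20 and an adjusted p = 0.0243 with an estimated correlation, which was 0.0568 without control replicate 1 and 0.0566 with the replicate number as a term (replicate block). The muscle list against control had 11 members higher and 1 lower (12 and 1 when adjusted over the list alone), a median of 2.19 and an adjusted p = 0.0474 with an estimated correlation, or 0.0566 with the replicate block. It passed only without dexamethasone + LiCl replicate 3 (0.0277), dexamethasone replicate 3 (0.0403) or dexamethasone + LiCl replicate 2 (0.0443) among the 12 fits with 1 library left out.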

The Supplementary Tables 1–4 list the genes along with the fold-differences and FDR-adjusted *p*-values for all the four comparisons of interest. The overlap of genes expressed in an opposite direction for particular comparisons of interest are presented on Venn diagrams in Fig. 3. These genes are involved in cell attachment (Ablim3, Pcdh8, Perp, Vit), cytokine production (RGD1311892, Cytl1), chemokine binding (Ackr4), G protein-coupled receptor signaling (Adora2a, Grm4, Ackr4), transcription activity (Dlx3, Sox7, Rasgrp1) or cell kinesis (Kif19, Srl, Tppp3, Vit, Mtus2). 

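The genes changed by dexamethasone and changed the opposite way when LiCl was added included genes of an iron-carrier-binding protein, a dehydrogenase and a nucleotide-degrading enzyme. Lcn2, which encodes lipocalin, rose from 5.06 ± 0.598 CPM (SD, n = 3 pools) in control to 39.5 ± 2.74 CPM with dexamethasone and was at 17.2 ± 1.61 CPM with dexamethasone + LiCl. Adhfe1, a mitochondrial dehydrogenase gene, rose by 1.90 (SE 0.16) and then fell by 1.06 (SE 0.16) on the log2 scale. Entpd3, which degrades nucleotides outside the cell, was at 6.03 ± 0.220 CPM in control, 2.49 ± 0.781 CPM with dexamethasone and 15.5 ± 4.02 CPM with dexamethasone + LiCl. In all, 12 genes were called down with dexamethasone and up with LiCl added to it by edgeR, and 12 genes were called up and then down, where independent lists of these sizes would share 1.22 and 1.18 genes, numbers that leave out the dexamethasone libraries that both comparisons use. Across all genes the covariance of these log2 fold changes was -0.0141, against -0.0139 in simulated libraries without drug effects. The simulations left out the pairing of libraries by replicate number, so this comparison cannot decide what the shared libraries alone give. The count of genes down and then up was 6 without dexamethasone replicate 3 and 7 without dexamethasone + LiCl replicate 3. Genes called down with dexamethasone and up with LiCl alone numbered 5, but 2 without control replicate 2 and 3 without dexamethasone replicate 1, dexamethasone replicate 3 or LiCl replicate 1. Genes called up with dexamethasone and down with LiCl alone numbered 6. Of the 24 genes called in opposite directions with dexamethasone and with LiCl added to it, 16 did not differ from control with dexamethasone + LiCl at an adjusted p under 0.05 from edgeR, and 4 were still called in the direction of dexamethasone.

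**Figure D3:**
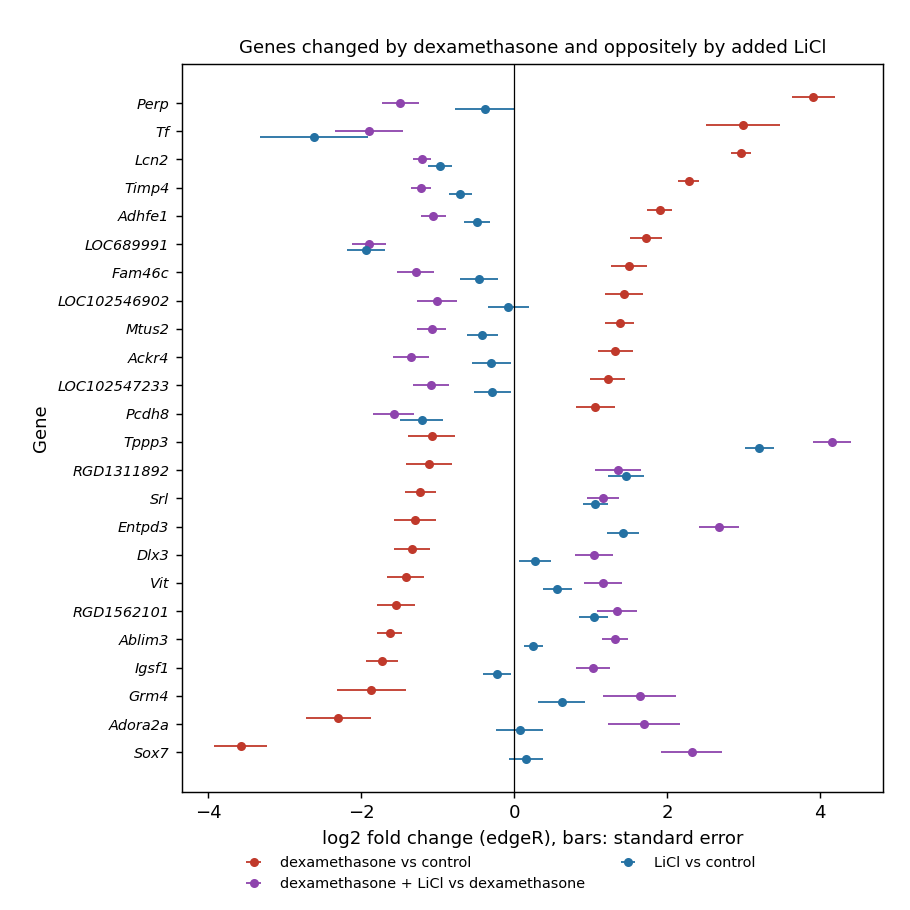
Log2 fold changes with their SE of the 24 genes called in opposite directions, in dexamethasone against control, dexamethasone + LiCl against dexamethasone, and LiCl against control. Each point is 1 gene in 1 comparison of 3 pools with 3 pools, and 23 of the 24 genes lie on the same side of 0 in both comparisons that test LiCl.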

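Among the cell attachment genes, the actin-binding gene Ablim3 and the matrix gene Vit fell with dexamethasone and rose when LiCl was added, while Perp and Pcdh8 did the opposite. Ablim3 was at 10.5 ± 0.747 CPM (SD, n = 3 pools) in control, 3.43 ± 0.558 CPM with dexamethasone and 8.56 ± 0.842 CPM with dexamethasone + LiCl. Vit fell by 1.42 (SE 0.24) and then rose by 1.16 (SE 0.25) on the log2 scale. Perp, which encodes a desmosome protein, was at 0.642 ± 0.265, 10.5 ± 0.892 and 3.70 ± 0.515 CPM in control, with dexamethasone and with dexamethasone + LiCl. The protocadherin gene Pcdh8 rose by 1.06 (SE 0.25, adjusted p = 0.0117 from edgeR) with dexamethasone, a call that ended without dexamethasone replicate 1 (adjusted p = 0.0765 from edgeR), and fell by 1.58 (SE 0.27) when LiCl was added. Cytl1, a cytokine-like gene of cartilage, rose from 42.8 ± 9.94 to 144 ± 47.5 CPM with dexamethasone and fell by 1.81 on the log2 scale with LiCl alone. With LiCl added to dexamethasone it had a log2 fold change of -0.29 (SE 0.27, adjusted p = 0.577 from edgeR). RGD1311892 rose by 1.36 (SE 0.30, adjusted p = 0.0113 from edgeR) with LiCl added to dexamethasone, and its call ended without dexamethasone replicate 3 or dexamethasone + LiCl replicate 3 (highest adjusted p = 0.0661 from edgeR). Ackr4, a receptor that scavenges chemokines, was at 2.88 ± 0.0936 CPM in control, 7.21 ± 0.666 CPM with dexamethasone and 2.82 ± 0.976 CPM with dexamethasone + LiCl. The adenosine receptor gene Adora2a and the glutamate receptor gene Grm4 fell by 2.30 (SE 0.43) and 1.87 (SE 0.45) on the log2 scale with dexamethasone. With LiCl added they rose by 1.69 (SE 0.47, adjusted p = 0.0352 from edgeR) and 1.64 (SE 0.48, adjusted p = 0.0451 from edgeR). The call of Adora2a ended without any 1 of the 6 libraries compared or LiCl replicate 3 (up to 0.131), and that of Grm4 without control replicate 3, dexamethasone replicate 2 or 3, LiCl replicate 1 or 2, or dexamethasone + LiCl replicate 2 or 3 (up to 0.200). Dlx3, a homeobox gene, fell by 1.34 (SE 0.24) and then rose by 1.04 (SE 0.25, adjusted p = 0.0189 from edgeR), a call that ended without replicate 2 or 3 of either group (up to 0.0937). Sox7, a transcription factor gene of endothelial cells, fell from 5.19 ± 0.587 to 0.393 ± 0.329 CPM and was at 2.19 ± 0.380 CPM with dexamethasone + LiCl. Rasgrp1, which activates Ras proteins, reached 60 counts in 1 library only and was not among the genes tested. With filterByExpr its log2 fold change was 2.94 (SE 0.35, adjusted p = 2.6e-05 from edgeR) with dexamethasone and -1.15 (SE 0.31, adjusted p = 0.0346 from edgeR) when LiCl was added. Among the genes of cell kinesis, Tppp3, which binds microtubules, was at 0.758 ± 0.138 CPM with dexamethasone and 13.6 ± 0.748 CPM with dexamethasone + LiCl. Srl, a calcium-binding gene of muscle, fell by 1.23 (SE 0.20) and then rose by 1.16 (SE 0.21), and the microtubule gene Mtus2 rose by 1.38 (SE 0.19) and then fell by 1.08 (SE 0.19) on the log2 scale. The kinesin gene Kif19 rose by 1.41 (SE 0.27) with dexamethasone and fell by 1.05 with LiCl alone (adjusted p = 0.0412 from edgeR), a call that ended without control replicate 1 or 3, LiCl replicate 1 or 2, or dexamethasone + LiCl replicate 1 (up to 0.135).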

When looking at the whole transcriptome level, ordination (principal component analysis, PCA) showed an excellent clustering of the biological replicates of the transcriptomes into four clearly separated groups corresponding to the four distinct contents of the culture medium (Fig. 4). Thus, much higher variability was confirmed between the treatment groups than within single groups.

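The main axis of variation parted the pools with dexamethasone from those without it, and the next axis parted the pools with LiCl from those without it. Over the 500 most variable genes the first principal component held 56.4% of the variance and the second 28.7%. Of the variance along the first component 99.8% lay between conditions, and of that along the second 97%. On the first component the 6 pools without dexamethasone scored -10.3 to -6.03 and the 6 with it 7.26 to 8.71. On the second, the 6 pools with LiCl scored -6.65 to -4.29 and the 6 without it 4.19 to 8.54. The first component held 55.4% to 61.3% with any 1 library left out and 36.5% over all 12602 genes.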

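Distances between pools of different conditions in the space of the 500 most variable genes were larger than those between pools of 1 condition. The mean distance was 7.54 between control pools, 7.66 between dexamethasone pools, 5.60 between LiCl pools and 6.10 between dexamethasone + LiCl pools. Control and dexamethasone pools lay 18.9 apart on average, control and dexamethasone + LiCl pools 21.4, and LiCl and dexamethasone pools 19.8. LiCl and dexamethasone + LiCl pools, which differ by dexamethasone, lay 15.9 apart. The distances for LiCl were smaller, with a mean of 13.3 between LiCl and control pools and of 13.3 between dexamethasone + LiCl and dexamethasone pools. The smallest distance between 2 pools of different conditions was 11.4, and the largest between 2 pools of the same condition was 9.82, in the dexamethasone group. From the clustering of the replicates in the ordination, the paper concludes that variability between the treatment groups was higher than within them.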

**Fig. 3:**
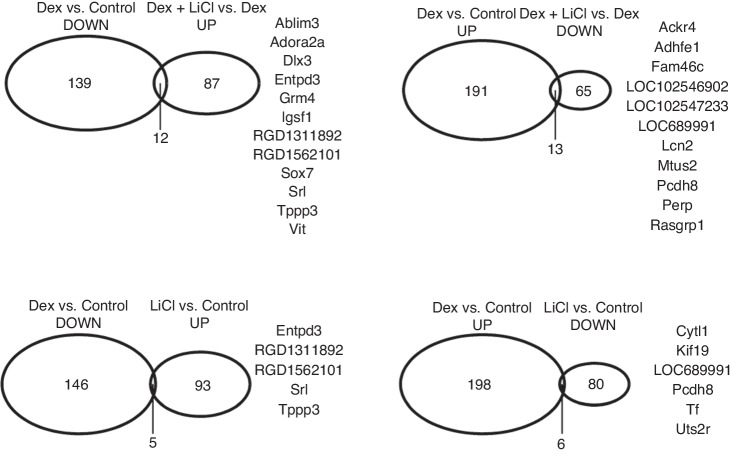
Venn diagrams illustrating the overlap of significantly differentially expressed genes in metatarsals. The number of overlapping genes is given in the intersection of the ellipses and they are listed on the side. Dex dexamethasone, LiCl lithium chloride.

**Fig. 4:**
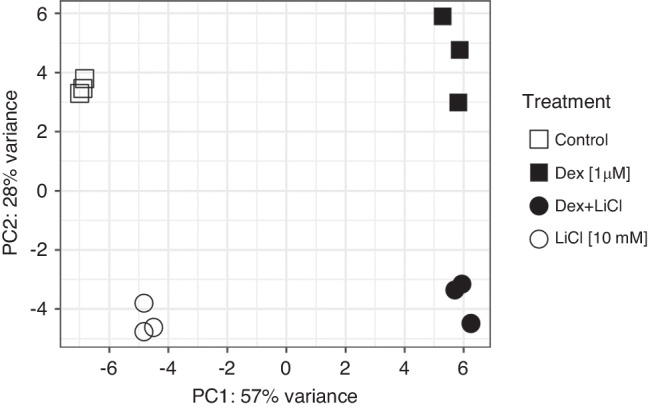
Principal component analysis plot showing the distribution of metatarsal transcriptome profiles. Each point represents transcriptome of a pool of metatarsals from one rat (and treatment group), three rats were used. The samples clustered according to the treatment group, thus within group variance was much less compared to intergroup variability. Dex dexamethasone, LiCl lithium chloride.

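Conditions accounted for 86.6% of the variance of the 500 most variable genes, and 13.4% lay within conditions (one-sided permutation test over 100000 regroupings of the 12 libraries, p = 1.3e-04). Over all genes that met the count filter, 66.3% lay between conditions. On the log2 CPM scale of edgeR in place of the variance-stabilized counts, 82.2% of the variance of the 500 genes did.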

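With LiCl added to dexamethasone, 3 groups of genes passed as higher. Skeletal muscle markers passed with and without the replicate number in the fit, and Wnt target genes and enzymes of cholesterol biosynthesis only without it. Passing only without it does not show that a group did not rise. More single genes had an adjusted p under 0.05 from edgeR with the number in the fit (1581) than without it (1084). Of 18 Wnt target genes, 9 were higher and none was lower at an adjusted p under 0.05 from edgeR (9 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.52. Their adjusted p was 0.0309 with an estimated correlation (limma's camera), and it was 0.0644 without dexamethasone + LiCl replicate 1, 0.0704 without control replicate 2 and 0.0814 with the number as a term (replicate block). Of 22 genes of cholesterol biosynthesis, 7 were higher and none was lower (11 higher when adjusted over the list alone), with a median log2 fold change of 0.23 and an adjusted p = 0.0453 with an estimated correlation. This list passed only without LiCl replicate 2 (0.0438) or control replicate 3 (0.0475) among the 12 fits with 1 library left out, where it reached up to 0.129, and it had 0.0979 with the replicate block. Sqle and Dhcr7, which encode enzymes of sterol synthesis, rose by 0.61 (SE 0.08) and 0.65 (SE 0.09) on the log2 scale. The 14 muscle markers also had an adjusted p = 0.0453 with an estimated correlation, and of the 12 fits they passed only without dexamethasone + LiCl replicate 3 (0.0324), with up to 0.0835 in the others. With relative log expression (RLE) scaling in place of TMM both lists reached 0.0519. These 3 were the lists that passed of 41 tested, all of them higher, and 1 passed with the replicate block, the muscle markers (0.0404). Of the 41, 22 passed with the correlation preset at 0.01 and 21 with limma's fry. The membership of the Reactome pathways was not used here, and the lists hold genes known for each process.

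**Figure D4:**
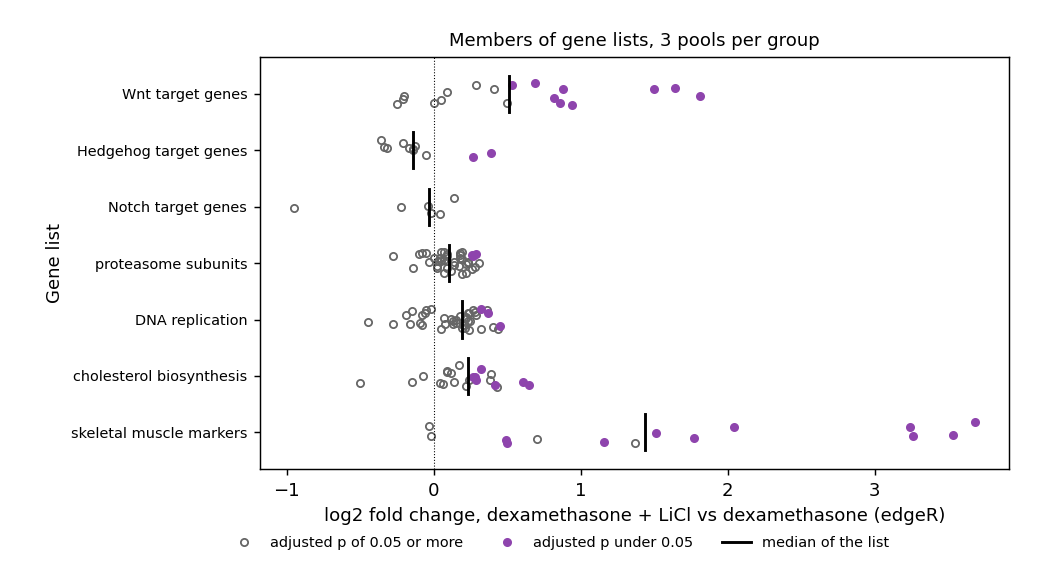
Log2 fold changes in dexamethasone + LiCl against dexamethasone of the members of 7 gene lists (Wnt targets, Hedgehog targets, Notch targets, proteasome, DNA replication, cholesterol biosynthesis and skeletal muscle), with a point for each gene, filled at an adjusted p under 0.05 from edgeR, and a line at each list's median. The medians of the Wnt target and cholesterol lists are 0.52 and 0.23.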

Gene set analysis showed that 55 pathways were significantly regulated in the dexamethasone + LiCl group versus dexamethasone alone group. Of those, 43 were upregulated (Table 1a) and 12 were downregulated (Table 1b). 

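Other groups of genes rose or fell in part without passing as a whole. Of 24 p53 target genes, 7 were higher and 1 was lower than with dexamethasone alone at an adjusted p under 0.05 from edgeR (8 and 1 when adjusted over the list alone), with an adjusted p = 0.132 with an estimated correlation (limma's camera). The p53 targets Zmat3 and Phlda3, the latter an inhibitor of growth factor signaling, rose by 0.95 (SE 0.10) and 0.89 (SE 0.12) on the log2 scale. Of 18 hypoxia-inducible genes, 3 were higher and none was lower (9 higher when adjusted over the list alone), with a median log2 fold change of 0.54 and an adjusted p = 0.385 with an estimated correlation. Of 24 glucocorticoid receptor targets, 2 were higher and 5 were lower (2 and 8 when adjusted over the list alone), with a median log2 fold change of -0.22 and an adjusted p = 0.198 with an estimated correlation. None of 7 osteoclast markers passed in edgeR or in DESeq2 (none when adjusted over the list alone), and 1 was lower at an unadjusted p under 0.05, with a median log2 fold change of -0.02 and an adjusted p = 0.867 with an estimated correlation. Of 15 macrophage markers 1 was lower (5 when adjusted over the list alone), with a median log2 fold change of -0.44 and an adjusted p = 0.321 with an estimated correlation.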

The upregulated pathways belonged to cell cycle domain (DNA damage control, synthesis and elongation), RNA synthesis and processing, cellular responses to chemical stress and metal ions, and respiratory electron transport (energy production). In addition, Wnt (cell proliferation, fate decision and stem cell maintenance; of which β-catenin is a target molecule), Hedgehog (limb bud formation and neural tube patterning) and Notch4 (involved in Wnt signaling and adipocyte differentiation) pathways were among the significantly upregulated gene sets. In contrast, transcription (RUNX1-induced B-lymphocytes differentiation, interleukin signaling and cell migration), cellular junction organization or hemostasis and complement cascade activation were downregulated (for enrichment plots se Supplementary Table 5). 

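Single genes of DNA replication, redox balance, metal binding and respiration rose with LiCl added to dexamethasone, while their groups did not pass as a whole with an estimated correlation. Of 41 DNA replication genes, 3 were higher and none was lower than with dexamethasone alone at an adjusted p under 0.05 from edgeR (1 higher when adjusted over the list alone), with a median log2 fold change of 0.19. The list had an adjusted p = 0.198 with an estimated correlation (limma's camera), and it passed with the correlation preset at 0.01 (0.00112) and with fry (0.0155). The DNA polymerase gene Pold1 was at 53.4 ± 8.02 CPM (SD, n = 3 pools) with dexamethasone + LiCl and 39.0 ± 2.02 CPM with dexamethasone, a log2 fold change of 0.45 (SE 0.10, adjusted p = 0.0120 from edgeR). Without dexamethasone replicate 3 or dexamethasone + LiCl replicate 1 it no longer passed (highest adjusted p = 0.0581 from edgeR). Of 34 genes of mitosis 1 was higher (none when adjusted over the list alone), with a median of 0.03 and an adjusted p = 0.713 with an estimated correlation. For RNA processing, 1 of 53 spliceosome genes was higher (none when adjusted over the list alone), with a median of 0.09 and an adjusted p = 0.239 with an estimated correlation. In the response to chemical stress, 5 of 19 targets of the transcription factor NFE2L2 were higher and 1 was lower (8 and 1 when adjusted over the list alone), with a median of 0.20 and an adjusted p = 0.225 with an estimated correlation. Nqo1 and Me1, which encode enzymes of redox balance, rose by 0.90 (SE 0.16) and 0.82 (SE 0.13) on the log2 scale. The metallothionein gene Mt1a, which binds metal ions, rose from 1.73 ± 1.01 to 6.33 ± 1.26 CPM. Of the 3 measured genes of its list, metallothioneins and zinc response, Mt1a alone passed (1 when adjusted over the list alone). The list had an adjusted p = 0.313 with an estimated correlation. Of 59 genes of respiratory electron transport, 2 were higher and none was lower (1 higher when adjusted over the list alone), with a median of 0.13 and an adjusted p = 0.366 with an estimated correlation. The complex III gene Uqcr11 rose by 0.53 (SE 0.12, adjusted p = 0.0111 from edgeR), and by an amount that did not pass without dexamethasone + LiCl replicate 2 (adjusted p = 0.0551 from edgeR).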

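The Wnt targets that rose with LiCl added to dexamethasone included feedback inhibitors of the pathway, while Hedgehog and Notch targets did not pass as groups. Nkd2 rose from 11.8 ± 1.81 to 41.6 ± 0.702 CPM (SD, n = 3 pools), a log2 fold change of 1.81 (SE 0.10, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test). Notum rose by 1.64 (SE 0.16), Cd44 by 1.50 (SE 0.13), Nkd1 by 0.88 (SE 0.09) and Axin2 by 0.82 (SE 0.16) on the log2 scale. Of 9 secreted Wnt antagonists, 2 were higher and 4 lower (2 and 5 when adjusted over the list alone), with an adjusted p = 0.328 with an estimated correlation (limma's camera). The antagonist Frzb fell by 1.72 (SE 0.16) and Sfrp2 by 1.08 (SE 0.08), and Wif1, another inhibitor, rose by 0.86 (SE 0.13) on the log2 scale. Of 11 Hedgehog target genes, 2 were higher and none was lower at an adjusted p under 0.05 from edgeR (2 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of -0.14 and an adjusted p = 0.525 with an estimated correlation. The pathway's transcription factor gene Gli1 was at 390 ± 18.7 CPM and 323 ± 10.2 CPM with and without LiCl, a log2 fold change of 0.27 (SE 0.08, adjusted p = 0.0376 from edgeR). This call ended without any 1 of the 6 libraries compared and without LiCl replicate 2 or 3, with an adjusted p of up to 0.144 from edgeR. None of 6 Notch target genes passed in edgeR or in DESeq2 (none when adjusted over the list alone), and 1 was lower at an unadjusted p under 0.05, with a median of -0.03 and an adjusted p = 0.754 with an estimated correlation. The pathways of AXIN degradation, Hedgehog ligand biogenesis and NOTCH4 signaling are known to share subunits of the proteasome, which degrades proteins. Of 40 proteasome genes, 3 were higher and none was lower (none when adjusted over the list alone), with a median of 0.10 and an adjusted p = 0.328 with an estimated correlation, or 4.1e-04 with the correlation preset at 0.01. Of the genes of these pathways outside the proteasome, 1 of 8 for AXIN degradation was higher (1 when adjusted over the list alone; median 0.03, adjusted p = 0.525 with an estimated correlation). For Hedgehog ligand biogenesis 1 of 11 was higher and 1 was lower (3 and 2 when adjusted over the list alone), with a median of 0.10 and an adjusted p = 0.514 with an estimated correlation, and Scube2, which releases the ligand, fell by 1.19 on the log2 scale (SE 0.15). For NOTCH4 signaling none of 8 passed in edgeR or in DESeq2 (none when adjusted over the list alone; median 0.10, adjusted p = 0.481 with an estimated correlation), and 1 was higher at an unadjusted p under 0.05. The study chose these pathways from the same libraries, so the counts adjusted over a list alone are not independent evidence.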

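Genes of the complement cascade and of cell junctions fell in part with LiCl added to dexamethasone. Of 21 complement genes, 4 were lower and none was higher at an adjusted p under 0.05 from edgeR (10 lower when adjusted over the list alone), with a median log2 fold change of -0.39. The list had an adjusted p = 0.161 with an estimated correlation (limma's camera), and it passed with the correlation preset at 0.01 (5.7e-06) and with fry (0.0063). Clu, which encodes clusterin, was at 38.3 ± 4.04 CPM (SD, n = 3 pools) with dexamethasone + LiCl and at 66.0 ± 4.64 CPM with dexamethasone. Cd55, which protects cells from complement, fell by 0.85 on the log2 scale (SE 0.17). Of 21 classical cadherins and nectins, the adhesion proteins of cell junctions, 1 was higher and 7 were lower (2 and 11 when adjusted over the list alone), with a median log2 fold change of -0.28 and an adjusted p = 0.224 with an estimated correlation. Cdh8 fell by 0.98 on the log2 scale (SE 0.12, adjusted p = 1.1e-04 from edgeR). Of 34 proteins with thrombospondin repeats, 10 were lower and none was higher (2 higher and 15 lower when adjusted over the list alone), with a median of -0.25 and an adjusted p = 0.183 with an estimated correlation. Among them the protease gene Adamts6 fell by 0.87 (SE 0.13), the semaphorin gene Sema5a by 0.74 (SE 0.12) and Thsd4 by 0.61 (SE 0.11) on the log2 scale. Of 23 elastic fibre genes, 1 was higher and 6 were lower (2 and 7 when adjusted over the list alone), with a median of -0.23 and an adjusted p = 0.239 with an estimated correlation. Fbln5 fell by 0.82 (SE 0.11) and the latent TGF-beta binding gene Ltbp1 by 0.55 (SE 0.08) on the log2 scale. Target genes of RUNX1 were not analysed here.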

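In dexamethasone against control, 5 of the 41 gene lists passed with an estimated correlation (limma's camera), 4 higher and 1 lower. These were glucocorticoid receptor targets, the IGF axis, catabolism of branched-chain amino acids and epidermis markers, which were higher, and endothelial markers, which were lower. With any 1 library left out 2 or 3 of the 41 lists passed, 2 with the replicate number as a term (replicate block; the receptor targets at 0.00345 and the endothelial markers at 0.0301), and 13 passed with the correlation preset at 0.01 and 16 with limma's fry. In LiCl against control and in dexamethasone + LiCl against dexamethasone, 0 and 3 lists passed by the same test, and 10 had an unadjusted p under 0.05 in each. In dexamethasone + LiCl against control 5 lists passed, 4 higher and 1 lower. With the replicate block 1 list passed in each of the last 2 comparisons. Cholesterol biosynthesis was among those higher, with 12 of 22 genes higher and none lower at an adjusted p under 0.05 from edgeR (13 when adjusted over the list alone) and an adjusted p = 0.042 with an estimated correlation. Wnt target genes had the same adjusted p, with 11 of 18 genes higher and 1 lower (11 and 3 when adjusted over the list alone). Of the 12 fits with 1 library left out, 8 ended the call of the cholesterol list (up to 0.0672) and 9 that of the Wnt list (up to 0.106). With the replicate block they had 0.0566 and 0.0624.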

All pathways significantly regulated in at least one of the three two-group comparisons (i.e., dexamethasone vs. control, LiCl vs. control, and dexamethasone + LiCl vs. dexamethasone) are listed in Supplementary Table 6. 

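Some genes of branched-chain amino acid breakdown rose with dexamethasone, and a smaller number fell when LiCl was added. Of 20 genes, 8 were higher and none was lower with dexamethasone than in control at an adjusted p under 0.05 from edgeR (9 higher when adjusted over the list alone), with a median log2 fold change of 0.17. The list's adjusted p was 0.0399 with an estimated correlation (limma's camera), and 0.112 with the replicate number as a term (replicate block). Of the 12 fits with 1 library left out it passed only without control replicate 2 (0.0290) or dexamethasone replicate 1 (0.0462), with up to 0.118 in the others. Aldh6a1, the last enzyme of valine breakdown, rose from 64.8 ± 3.72 to 112 ± 11.9 CPM (SD, n = 3 pools), a log2 fold change of 0.79 (SE 0.08, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test). Dbt and Mccc1, which encode subunits of a dehydrogenase and a carboxylase of the pathway, rose by 0.76 (SE 0.10) and 0.63 (SE 0.12) on the log2 scale. With LiCl added to dexamethasone, 3 of the 20 were lower and none was higher (6 lower when adjusted over the list alone), with a median of -0.20 and an adjusted p = 0.161 with an estimated correlation, or 0.00619 with the correlation preset at 0.01 and 0.00386 with fry. This comparison shares the dexamethasone libraries with dexamethasone against control. Bckdha, a subunit of the pathway's branched-chain ketoacid dehydrogenase, fell from 29.8 ± 1.67 to 17.8 ± 0.262 CPM, and it was at 28.6 ± 2.7 CPM in control. With LiCl alone it fell by 0.89 on the log2 scale (SE 0.10), and 2 of the 20 genes were lower and none was higher than in control (2 lower when adjusted over the list alone; adjusted p = 0.248 with an estimated correlation).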

There was no overlap of pathways except the Branch-chained amino acid catabolism which was upregulated by dexamethasone vs. control and downregulated by dexamethasone + LiCl vs. dexamethasone alone group.

**Table 1:** a. Gene sets (pathways) found to be significantly UP-regulated in dexamethasone + lithium group compared to dexamethasone alone group. b. Gene sets (pathways) found to be significantly DOWN-regulated in dexamethasone + lithium group compared to dexamethasone alone group.

a		
Pathway Name	Cellular process	*q*-value
Regulation of activated PAK-2p34 by proteasome mediated degradation	Apoptosis	0.039
Regulation of Apoptosis	Apoptosis	0.042
DNA strand elongation	Cell cycle	0.023
FBXL7 down-regulates AURKA during mitotic entry and in early mitosis	Cell cycle	0.050
G1/S DNA Damage Checkpoints	Cell cycle	0.023
Orc1 removal from chromatin	Cell cycle	0.012
p53-Dependent G1 DNA Damage Response	Cell cycle	0.023
p53-Dependent G1/S DNA damage checkpoint	Cell cycle	0.023
p53-Independent DNA Damage Response	Cell cycle	0.043
p53-Independent G1/S DNA damage checkpoint	Cell cycle	0.043
SCF(Skp2)-mediated degradation of p27/p21	Cell cycle	0.023
Stabilization of p53	Cell cycle	0.047
Switching of origins to a post-replicative state	Cell cycle	0.034
Synthesis of DNA	Cell cycle	0.016
Transcriptional activation of cell cycle inhibitor p21	Cell cycle	0.047
Transcriptional activation of p53 responsive genes	Cell cycle	0.047
Ubiquitin Mediated Degradation of Phosphorylated Cdc25A	Cell cycle	0.043
The role of GTSE1 in G2/M progression after G2 checkpoint	Cell cycle	0.010
GSK3B and BTRC:CUL1-mediated-degradation of NFE2L2	Cellular response to chemical stress	0.046
Nuclear events mediated by NFE2L2	Cellular response to chemical stress	0.042
Metallothioneins bind metals	Cellular response to metal ions	0.007
Response to metal ions	Cellular response to metal ions	0.010
NIK-->noncanonical NF-kB signaling	Cytokine signaling	0.047
ER-Phagosome pathway	Immune system, adaptive	0.047
Dectin-1 mediated noncanonical NF-kB signaling	Immune system, innate	0.043
Glucose metabolism	Metabolism of carbohydrates	0.019
Glycolysis	Metabolism of carbohydrates	0.010
Cholesterol biosynthesis	Metabolism of lipids	0.019
Creatine metabolism	Metabolism of proteins	0.023
Striated Muscle Contraction	Muscle contraction	0.000
Complex I biogenesis	Respiratory electron transport	0.050
Respiratory electron transport	Respiratory electron transport	0.030
Respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins.	Respiratory electron transport	0.012
mRNA Splicing - Major Pathway	RNA metabolism	0.048
Processing of Capped Intron-Containing Pre-mRNA	RNA metabolism	0.031
rRNA modification in the nucleus and cytosol	RNA metabolism	0.047
Transport of Mature Transcript to Cytoplasm	RNA metabolism	0.047
AUF1 (hnRNP D0) binds and destabilizes mRNA	RNA metabolism	0.034
Hedgehog ligand biogenesis	Signal transduction	0.038
Negative regulation of NOTCH4 signaling	Signal transduction	0.036
Hh mutants abrogate ligand secretion	Signal transduction	0.039
Hh mutants are degraded by ERAD	Signal transduction	0.047
Degradation of AXIN	WNT signaling	0.035

b		
Branched-chain amino acid catabolism	Amino acid metabolism	0.031
Adherens junctions interactions	Cell junction organization	0.010
Cell-cell junction organization	Cell junction organization	0.023
Complement cascade	Complement cascade activation	0.010
Regulation of Complement cascade	Complement cascade activation	0.007
Defective B3GALTL causes PpS	Glycosaminoglycan metabolism	0.010
Tie2 Signaling	Hemostasis	0.038
O-glycosylation of TSR domain-containing proteins	Post-translational protein modification	0.012
SHC1 events in ERBB2 signaling	Signal transduction	0.047
RUNX1 regulates transcription of genes involved in BCR signaling	Transcription	0.040
RUNX1 regulates transcription of genes involved in interleukin signaling	Transcription	0.048
RUNX2 regulates genes involved in cell migration	Transcription	0.014

The *q*-value is the false discovery rate-adjusted *p*-value calculated by the Camera method (correlation adjusted mean rank) and describes the statistical significance of pathway regulation.

### Effects of dexamethasone and lithium on active β-catenin expression in metatarsals and the human growth plate

The percentage of active-β-catenin-positively stained area within the total area of the metatarsal bone is presented in Fig. 5a, b. The total area of active-β-catenin-positively stained cells (in μm^2^) normalized to the number of cells within the same area of the human growth plate sections is shown in Fig. 5c, d. By adding dexamethasone to the culture medium, expression of β-catenin decreased compared to the control group, whereas LiCl did not change the expression. When dexamethasone was combined with LiCl, the β-catenin expression was significantly increased compared to the dexamethasone only group and was similar to the control group (Fig. 5d).

**Fig. 5:**
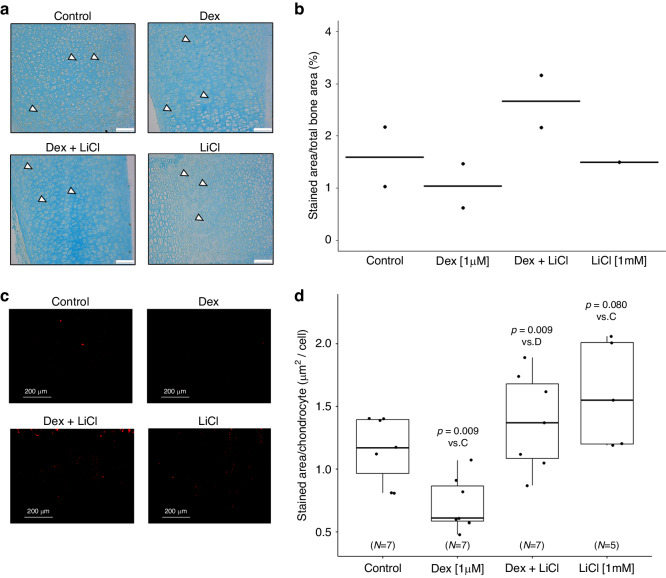
Active β-catenin expression in fetal rat metatarsals and human growth plate biopsies. LiCl prevented dexamethasone-induced decrease of active β-catenin. **a** Representative microscopic immunohistochemistry images of metatarsals (β-catenin stained brown, counterstained with Alcian blue; original magnification 20×, scale bar = 75 μm). Representative positive cells are marked with white arrows. **b** Quantification of the protein expression (dotplots with horizontal line representing the mean). **c** Representative microscopic immunofluorescent images of human growth plate biopsy samples (active β-catenin stained red; scale bar = 200 μm). **d** Quantification of the protein expression. Boxplots summarise the median (line inside the box), first and third quartile (i.e. Q1 and Q3, respectively; lower and upper box margin), minimum and maximum (Q1–1.5 × IQR and Q3 + 1.5 × IQR, where IQR means interquartile range; whiskers) and, eventually, outliers ( < Q1–1.5 × IQR or >Q3 + 1.5 × IQR). *P*-values were obtained as a result of Welch’s two-sample t-tests with FDR correction. Dex dexamethasone, LiCl lithium chloride.

### Effects of dexamethasone and lithium on proliferation and apoptosis in metatarsals

Whereas dexamethasone treatment caused decreased expression of a proliferation marker Proliferative cell nuclear antigen (PCNA) and an anti-apoptotic marker B-cell lymphoma 2 (BCL-2), as compared to control group, LiCl reverted these effects when added to dexamethasone (Fig. 6).

**Fig. 6:**
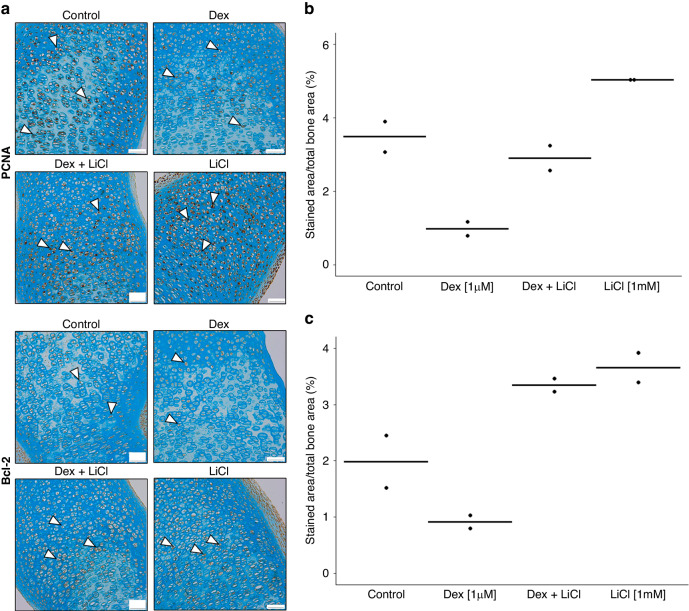
Expression of proliferation and antiapoptotic markers in fetal rat metatarsals. LiCl counteracts the dexamethasone-induced decrease of expression of PCNA and Bcl-2 in fetal rat metatarsals. **a** Representative microscopic immunohistochemistry images of metatarsals (PCNA and Bcl-2, respectively, stained brown, counterstained with Alcian blue; magnification 20×, scale bar = 50 μm). Representative positive cells are marked with white arrows. **b**, **c** Quantification of PCNA and Bcl-2 protein expression, respectively (dotplots with horizontal line representing the mean). PCNA proliferative cell nuclear antigen, Bcl-2 B-cell lymphoma 2 antigen, Dex dexamethasone, LiCl lithium chloride.

## Discussion

Our data showed that LiCl can partially rescue cultured fetal rat metatarsal bones from glucocorticoid-induced growth retardation and that, besides increased cell proliferation and energy production, these protective effects could be explained by the upregulation of Wnt and Hedgehog signaling pathways. In addition, LiCl restored dexamethasone-induced decrease of active β-catenin expression in human growth plate biopsies cultured ex vivo, which further supported the role of Wnt/ β-catenin signaling as one of the underlying molecular mechanisms.

The significant finding of this study was that LiCl can partially prevent glucocorticoid-induced suppression of fetal rat metatarsal bone growth. The effects of lithium on chondrocytes have been previously investigated in studies focusing on articular cartilage. In a surgical osteoarthritis in vivo model, LiCl provided both in drinking water and intra-articularly was shown to improve the osteoarthritis score and to reduce the severity of cartilage destruction.^25^ Interestingly, it has been demonstrated that when primary bovine and human chondrocytes were treated with the combination of LiCl and inflammatory cytokines (i.e. IL-1β, TNFα), LiCl showed the potential not only to downregulate proteins and genes related to cytokine signaling, but also to revert the deleterious effects of cytokines on extracellular matrix.^25–27^ In the longitudinal bone growth setting, the results obtained from our proof-of concept experiments are supported by a previous study where lithium carbonate administration increased the width of the proximal tibia growth plate in the domestic fowl.^28^ The growth-promoting effect of LiCl was only minor in our “healthy” fetal rat metatarsals, compared to the effect in dexamethasone-impaired metatarsals. A possible explanation to this finding is the naturally high growth rate of cultured fetal rat metatarsals that may disguise the proliferative potential of LiCl. However, this potential was present when bone growth was suppressed by dexamethasone. Notably, the cytoprotective properties of LiCl have been highlighted in numerous preclinical studies where lithium improved fracture healing,^29^ prevented the development of Parkinson disease,^30^ stimulated podocyte renewal in Adriamycin-induced glomerulonephritis.^31^ and protected neural progenitors from irradiation-induced damage.^32^ Taken together, these studies and our findings suggest that LiCl has the potential to exert reparative effects in different damaged tissues, including the glucocorticoid-stressed growth plate.

We explored the underlying molecular mechanisms of the protective effect of LiCl upon dexamethasone-induced growth retardation in fetal rat metatarsals by gene expression profiling. On the individual gene level, cell attachment, cytokine production, chemokine binding, G protein-coupled receptor signaling, transcription activity or cell kinesis were found to be affected. The gene set analysis of the RNA-seq data revealed that the metatarsal tissue (primarily composed of chondrocytes) showed upregulation of numerous pathways linked to cell renewal when comparing the LiCl plus dexamethasone group with the dexamethasone alone group. Our study is the only one so far to apply RNA-seq method, so direct comparison to previous studies was not possible. However, we identified 12 studies that reported data on the action of LiCl on chondrocytes, in which other methods such as regular extracellular matrix stainings, Western blot, qRT-PCR or targeted immunofluorescence and immunocytochemistry were used (Table 2). Two studies applied in vivo models where LiCl was shown to upregulate the assembly of primary cilia in chondrocytes^33^ and to reduce cartilage destruction in a surgical model of osteoarthritis.^25^ In the majority of studies, lithium treatment was shown to have positive effects on chondrocytes via upregulating the expression of markers related to the extracellular matrix, chondrocyte differentiation, primary cilia elongation, cell cycle and metabolism. Interestingly, LiCl treatment was also shown to reverse the cytokine-induced negative effects on chondrocytes by regulating pathways related to signal transduction, extracellular matrix and the immune system.^25,27,34^ Contradictory data have been shown in two studies where LiCl was used in very high concentration (20 mM) or was used in primary human chondrocytes derived from patients with osteoarthritis.^35,36^ Based on these data, LiCl treatment increased senescence, oxidative damage-stress, apoptosis and upregulated catabolic enzymes. These observations underline the importance of the LiCl concentration used in the different experimental conditions and the experimental material used, as the reported effects on osteoarthritic cartilage were variable.

**Table 2:** Review of selected mechanistic studies summarizing the effects of LiCl on chondrocytes.

Study, Year	Dose/ concentration, route of administration	Treatment duration	Experimental model	Method	Proteins	Genes	Function/Pathway involved	Down/up
**In vivo**								
Thompson, et al.^33^	60 mM/100 g ground food	9 mo	Male Wistar rats	IF	a-tubulin		Chondrocyte primary cilia assembly	Up
Minashima, et al.^25^	ia 10 mM weekly or in drinking water final 20 mM	8 wks	Surgical OA mouse model (male C57/BL6, 10-wk-old)	Safranin O staining and OARSI scoring			Cartilage destruction	Down
**Ex vivo- in vitro**								
Kawasaki, et al.^44^	8 mM	72 h	ATDC5 cells (prehypertrophic,hypertrophic)	RT-PCR		Col10, MMP-13, ALP	Extracellular matrix differentiation	Up
			Primary murine E18.5 costal chondrocytes	ICC	Col10 MMP-13 ALP		Extracellular matrix differentiation	
Hui et al.^27^	0.1–10 mM + IL-1 (0.5 ng/ml), IL-1 (0.2 ng/ml) + OSM (4 ng/ml) or TNF-a (10 ng/ml)	24 h-14 days	Bovine nasal cartilage chondrocytes	Enzyme activity assays	Collagens-collagen release		Extracellular matrix (catabolism)	Down^a^
			Primary human chondrocytes (OA patients)	RT-PCR, ELISA (conditioned medium)	MMP-1 MMP-13		Extracellular matrix (catabolism)	
				western blot	p- HSP27		p38 MAPK (signal transduction, inflammation)	
Ning et al.^45^	10 mM	48 h	Primary chondrocytes (8-wk-old rats)	IF and TUNEL	β-catenin col10 MMP-13		Extracellular matrix apoptosis	Up
				qRT-PCR		col10, MMP-13 β-catenin ADAMTS-5	Extracellular matrix differentiation	
Krase et al.^46^	10 mM	4 wks	Primary porcine articular chondrocytes cultured in collagen-type-I/III-matrices	qRT-PCR		axin2	Wnt-pathway signal transduction	up
Minashima et al.^25^	10 mM + IL-1β	5 days	Extracts of femoral head (18-wk-old mice)	DMMB assay western blot	GAG release ADAMTS-digested aggrecan fragments in culture medium		Extracellular matrix	Down^a^
			Human articular cartilage explants or chondrocytes	RT-PCR		Aggrecan, Col2a1	Extracellular matrix	Up^a^
						ADAMTS-5, COX-2, iNOS, and MMP-13,	Extracellular matrix gene expression (transcription) cellular responses to stimuli immune system	Down^a^
						IL-6	Cytokine signaling, immune system	
					IL-6 in culture medium		cytokine signaling, immune system	
		up to 24 h	Primary human articular chondrocytes	Western blot	p-p38		p38 MAPK (signal transduction)	
					p-STAT3		Immune system (IL-6, IL-1β/STAT3)	
Zhou et al.^34^	10 mM + IL-1β	24 h	Primary articular rabbit chondrocytes	Western blot	MMP-3 β-catenin		Signal transduction metabolism	Up^a^
					TIMP-1			Down^a^
				qRT-PCR		MMP-3 β-catenin		Up^a^
						TIMP-1		Down^a^
Guidoti et al.^36^	5 mM	up to 24 h	Primary human chondrocytes (OA patients)	SA- β-galactosidase staining PAS staining			Senescenceglycogenesis	Up
				ROS and mitochondrial staining			Oxidative damage-stress	
				Flow cytometry+light scattering analysis			Cell cycle Cells in S phase	
				western blot	γH2AX, p21, GADD45ß, IKKa		DNA damage response senescence differentiation	
				qPCR		IKKa MMP-10	Differentiation extracellular matrix	
Thompson et al.^33^	0–50 mM	up to 24 h	Primary bovine articular chondrocytes	ICC	Acelylated a-tubulin arl13b		Chondrocyte primary cilia elongation	Up
			Human articular chondrocytes					
Thompson et al.^26^	0–50 mM + IL-1β	up to 12 days	Primary bovine articular explants and chondrocytes	Griess assay	PEG2 and NO in culture medium		Metabolism inflammation immune system	Down^a^
				Western blot	iNOS, aggrecan		Extracellular matrix immune system	
				Hydroxyproline content DMMB assay	collagen and sGAG release in culture medium		Extracellular matrix	
Thompson et al.^47^	25 mM	24 h	Primary bovine articular chondrocytes (P0-P5)	ICC	acelylated a-tubulin arl13b		Primary cilia elongation	Up
Ding et al.^35^	20 mM	up to 72 h	Rat cartilage endplate chondrocytes(male SD rats, 12-wk-old)	SA- β-gal staining			Senescence	Up
				Annexin V-FITC and Propidium Iodide (Flow cytometry)			Apoptosis	
				RT-qPCR		MMP-13 ADAMTS-5	Catabolic enzymes	
						aggrecan	Extracellular matrix	Down
Soave et al.^48^	10–50 mM	24 h	P0-P2 articular chondrocytes of skeletally mature cattle (20-24 months)	IF	Acetylated α-tubulin		Primary cilia elongation	Up

*ALP* Alkaline phosphatase; *COX-2* cyclooxygenase 2, *DMMB* dimethylmethylene blue, *FITC* fluorescein isothiocyanate, *GAG* Glycosaminoglycan, *ICC* Immunocytochemistry, *IF* Immunofluorescence, *IL-1β* interleukin-1b, *iNOS* inducible nitric oxide synthase, ia intra-articular, *MMP* matrix metalloproteinase, *NO* nitric oxide, *OA* Osteoarthritis, *OARSI* Osteoarthritis Research Society International, *OSM* Oncostatin-M, *PGE2* prostaglandin E2, *SA-β‑gal* senescence‑associated β‑galactosidase, *SD* Sprague Dawley, *sGAG* sulfated glycosaminoglycan.

^a^LiCl rescued the cytokine-induced effects.

Our transcriptomic analysis showed that Wnt/β-catenin, Hedgehog and Notch4 signaling pathways, which are known to play key roles in cartilage development and regulate the function of chondrocytes,^37,38^ were upregulated in dexamethasone + LiCl group as compared to the dexamethasone alone group. We have previously shown that glucocorticoids trigger apoptosis in chondrocytes,^5^ leading to severe growth retardation both in ex vivo and in vivo models.^22,39^ However, the exact underlying mechanism was not clear. Interestingly, earlier reported in vitro data in another model system of cultured osteoblasts showed that glucocorticoids suppress osteoblast differentiation by activating the GSK3β enzyme^11^ and, on the contrary, that lithium can reverse the negative effect of glucocorticoids by inhibiting GSK3β.^7^ Moreover, lithium targets the Wnt/β-catenin pathway to increase the proliferation of human mesenchymal stem cells.^10^ As GSK3β is a known regulator of Wnt/β-catenin pathway and we observed that LiCl upregulates Axin degradation, which leads to β-catenin-induced transcriptional activity, Wnt/β-catenin pathway seems to be a plausible target that could explain the growth-promoting effect of LiCl in the dexamethasone-impaired metatarsals. We couldn’t verify this hypothesis by quantifying the active-β-catenin expression directly in our metatarsals due to limited tissue that was available. However, our findings in human growth plate samples, where the addition of LiCl to dexamethasone restored the active-β-catenin expression, which was decreased due to dexamethasone (when compared to control), further supports the suggestion that regulation of Wnt/β-catenin pathway might play an important role in preventing the toxic effects of dexamethasone in both rat and human chondrocytes. In addition, as lithium probably counteracted the decrease in proliferation and antiapoptosis (PCNA and Bcl-2 protein markers, respectively) in the metatarsals, targeting these two cellular processes seems also a promising approach. In contrary, there was only minor overlap of pathways identified by our experimental approach between dexamethasone to control and LiCl to control or dexamethasone + LiCl to dexamethasone alone groups. This may suggest that the molecular mechanisms driving the bone growth effects that are induced by either dexamethasone or LiCl may differ and don’t necesarilly have a common primary molecular target. Nevertheless, our gene set analysis results and previously published studies alltogether provide evidence that LiCl is capable to induce cell proliferation and renewal which may counteract the deleterious effects of dexamethasone on the metatarsals.

The strength of our study is the complex molecular mechanism-exploring approach utilizing whole tissue transcriptome analysis and an effort to verify the observed effects in a unique ex vivo model of human growth plate tissue culture. The potential limitation of our study is that we have not tested concentrations of LiCl above 10 mM in our experiments. One reason was that clinically relevant serum concentrations of LiCl in subjects with psychotic disease are well below this, i.e., 0.5–1.2 mM.^40^ Moreover, higher doses of LiCl have clinically been associated with undesired side effects such as tremor, dizziness, nausea, polyuria, weight gain, hypercalcemia or hypothyroidism, which therefore limits the use of high-dose LiCl treatment.^41^ Interestingly, intracellular lithium concentrations were shown to be higher than those in the serum^42^ and specific in vivo conditions, such as magnesium and ATP concentrations, significantly influence the potency of LiCl to reduce the GSK3β activity.^43^ Thus, lower concentrations of LiCl are likely needed to evoke similar biological effects when tested in in vivo when compared to ex vivo models. This remains to be elucidated in in vivo studies in disease models where bone growth is impaired. We also couldn’t dissect out whether the drug-induced transcriptomic changes originate from cartilage or its surrounding perichondrium. However, as perichondrium is a physiological part of the metatarsal and indispensable for the longitudinal bone growth, and we were interested in effects on the whole-organ level, our results can be considered relevant, despite the lack of knowledge on the amount of contribution to the whole-organ effect stemming from either the cartilage or the perichondrium.

In conclusion, the evidence from this proof-of-concept study indicates that LiCl has the potential to partially prevent dexamethasone-induced bone growth failure. The human growth plate chondrocyte model and the exploratory gene set analysis of metatarsal transcriptome demonstrated that the bone growth-rescuing effects of LiCl were associated with cell proliferation and renewal, including the well-known pathways such as Wnt/β-catenin, Hedgehog and Notch. These findings not only add to our understanding of the action of LiCl on chondrocytes but are also encouraging for the potential development of new treatment strategies to prevent glucocorticoid-induced growth failure using LiCl.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

Gene count tables and raw sequencing data were deposited at NCBI Gene Expression Omnibus (GEO), and Sequencing Reads Archive (SRA) databases under accession number GSE186104.

# Supplementary material for: Lithium rescues cultured rat metatarsals from dexamethasone-induced growth failure
**Source:** Pediatr Res. 2024 Apr 29;96(4):952–63. doi: 10.1038/s41390-024-03192-6
**Supplement:** Supplementary file 5 — Supplementary Table 5

Table 1. Gene sets (pathways) found to be significantly regulated in dexamethasone + lithium group compared to dexamethasone alone group.

| Cellular Process | Pathway Regulation | q-value | Pathway Name and Enrichment Plot                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|------------------|--------------------|---------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Apoptosis        | Up                 | 0.039   | <div>Regulation of activated PAK-2p34 by proteasome mediated degradation</div> 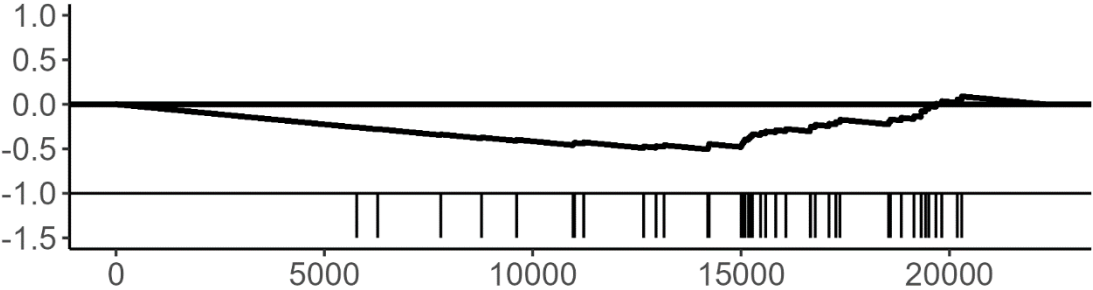 <p>The enrichment plot for 'Regulation of activated PAK-2p34 by proteasome mediated degradation' shows a negative trend across the gene set. The y-axis represents the enrichment score, ranging from -1.5 to 1.0. The x-axis represents the gene rank, ranging from 0 to 20,000. The plot shows a solid black line representing the enrichment score, which starts at 0.0, dips to a minimum of approximately -0.5 around rank 15,000, and then rises back to 0.0. A dashed black line represents the expected distribution. The plot is divided into two sections by a vertical line at rank 10,000. The left section shows a negative trend, and the right section shows a positive trend.</p> |
| Apoptosis        | Up                 | 0.042   | <div>Regulation of Apoptosis</div> 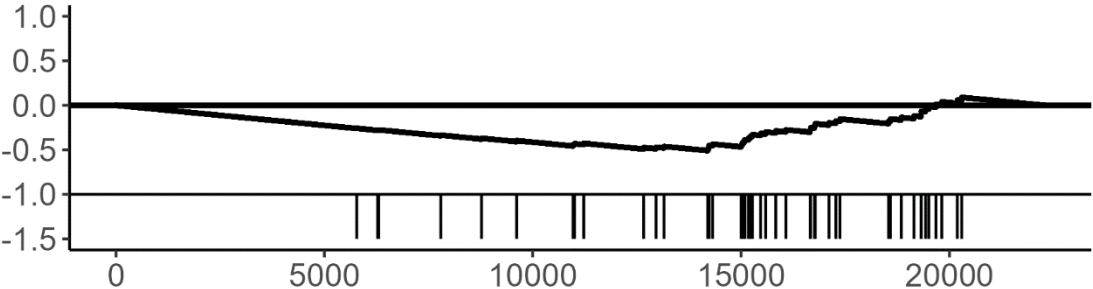 <p>The enrichment plot for 'Regulation of Apoptosis' shows a negative trend across the gene set. The y-axis represents the enrichment score, ranging from -1.5 to 1.0. The x-axis represents the gene rank, ranging from 0 to 20,000. The plot shows a solid black line representing the enrichment score, which starts at 0.0, dips to a minimum of approximately -0.5 around rank 15,000, and then rises back to 0.0. A dashed black line represents the expected distribution. The plot is divided into two sections by a vertical line at rank 10,000. The left section shows a negative trend, and the right section shows a positive trend.</p>                                                                                        |

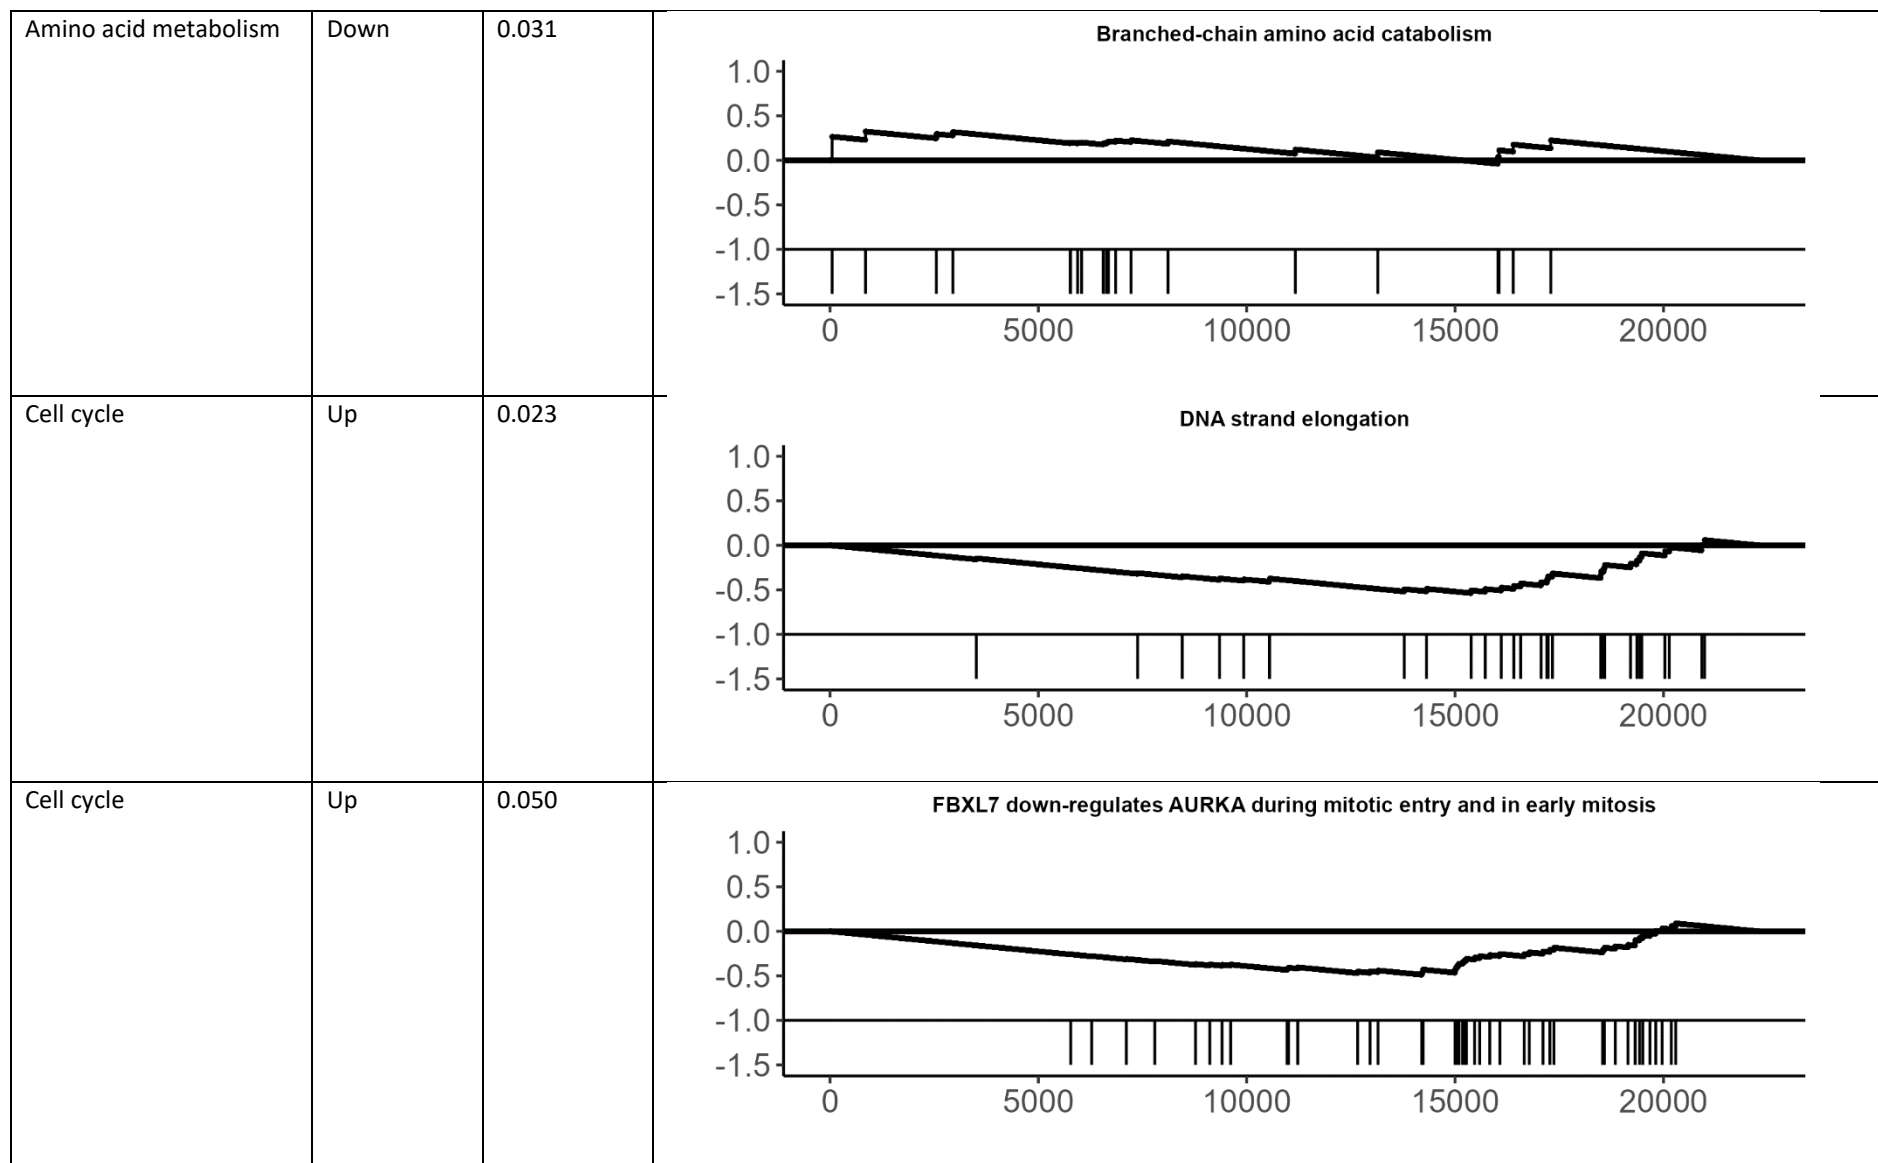

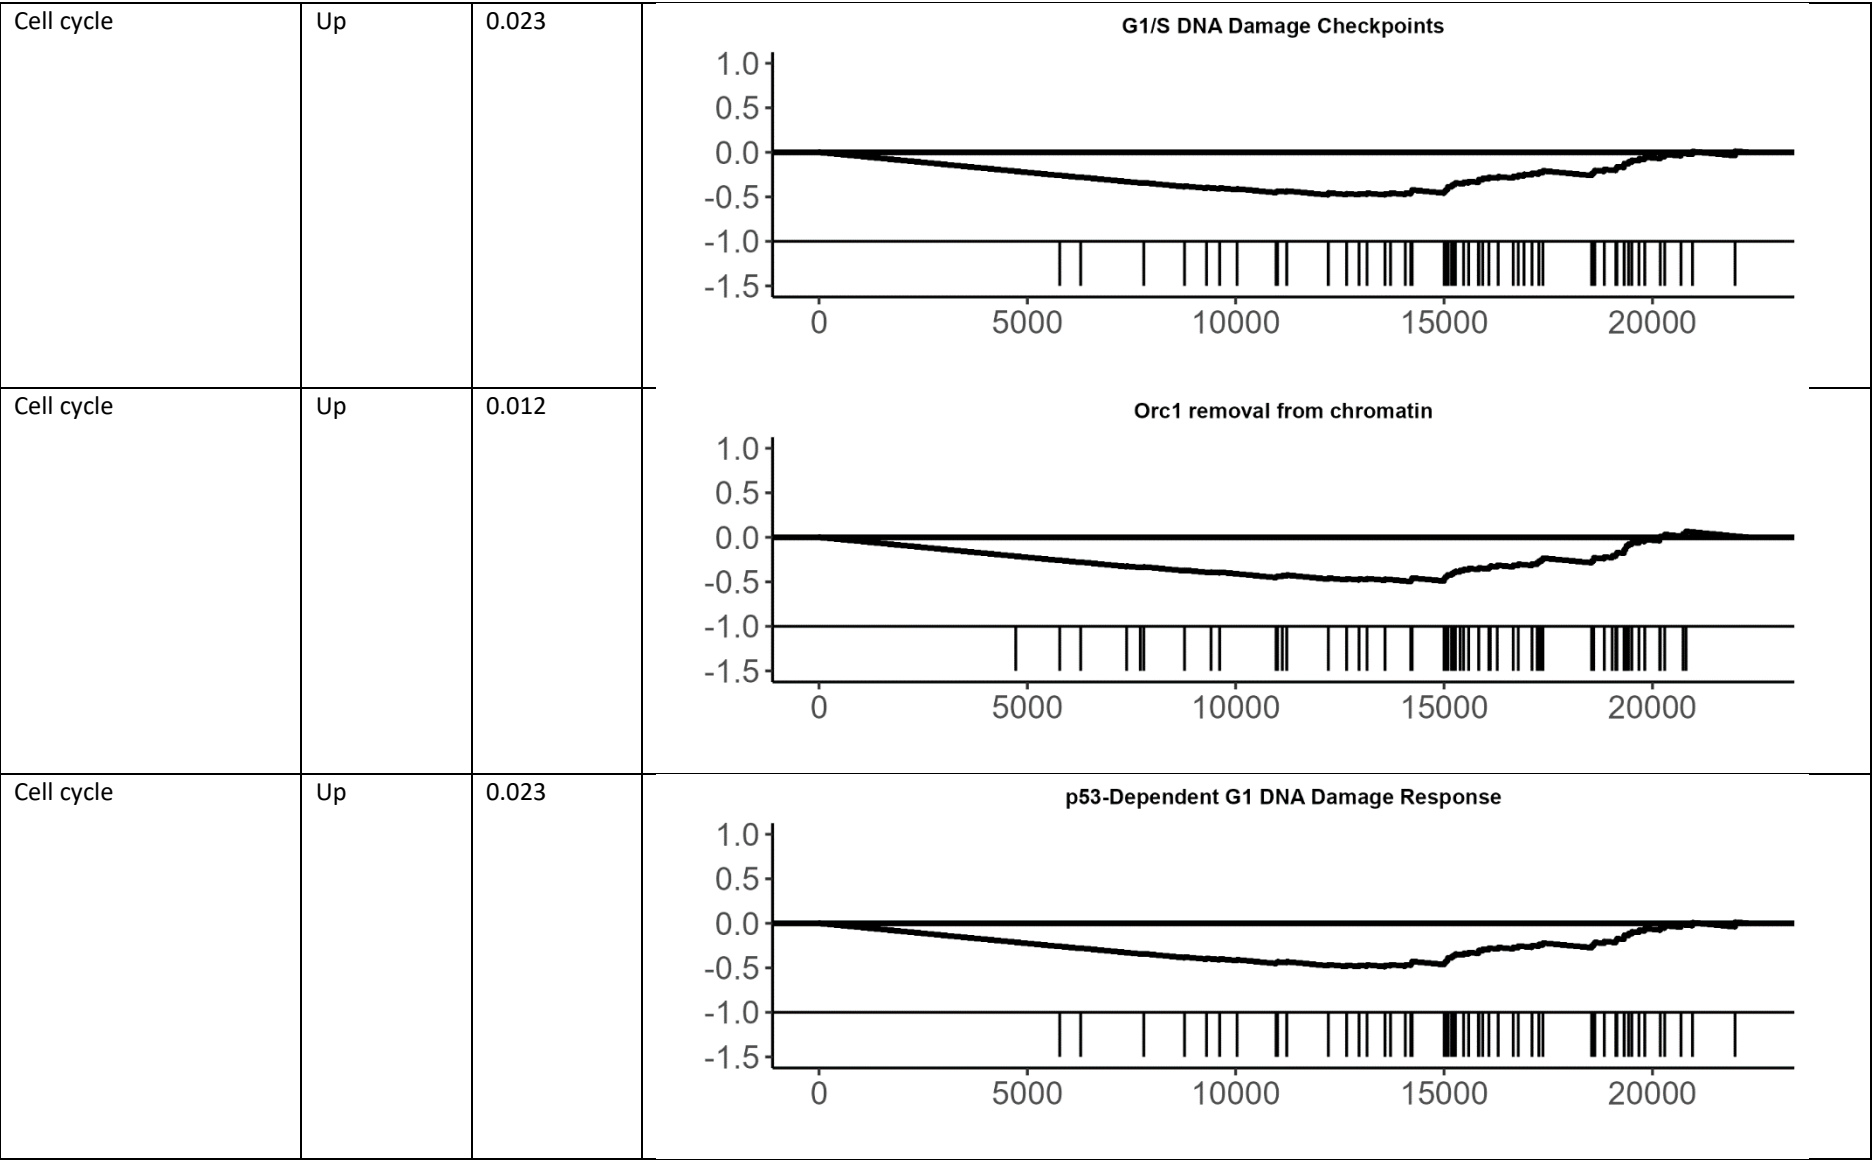

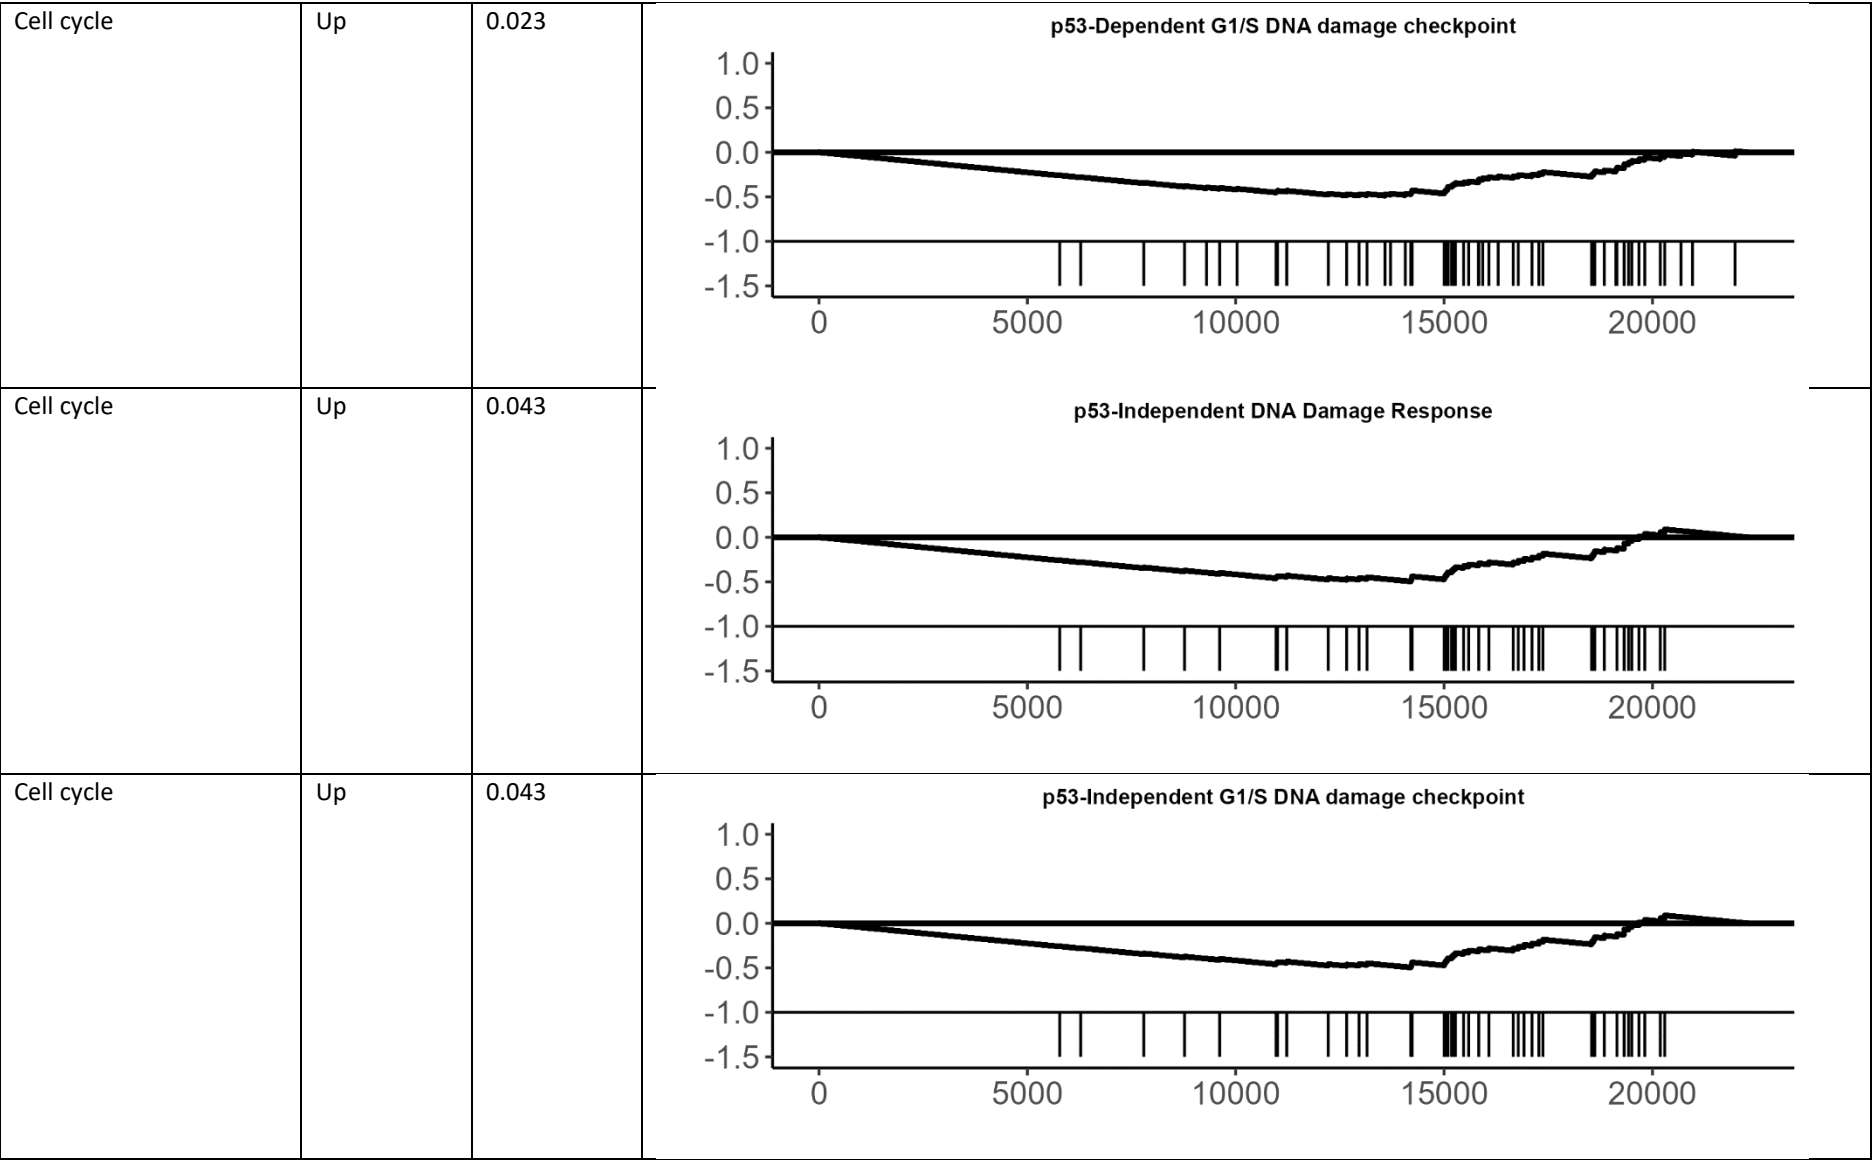

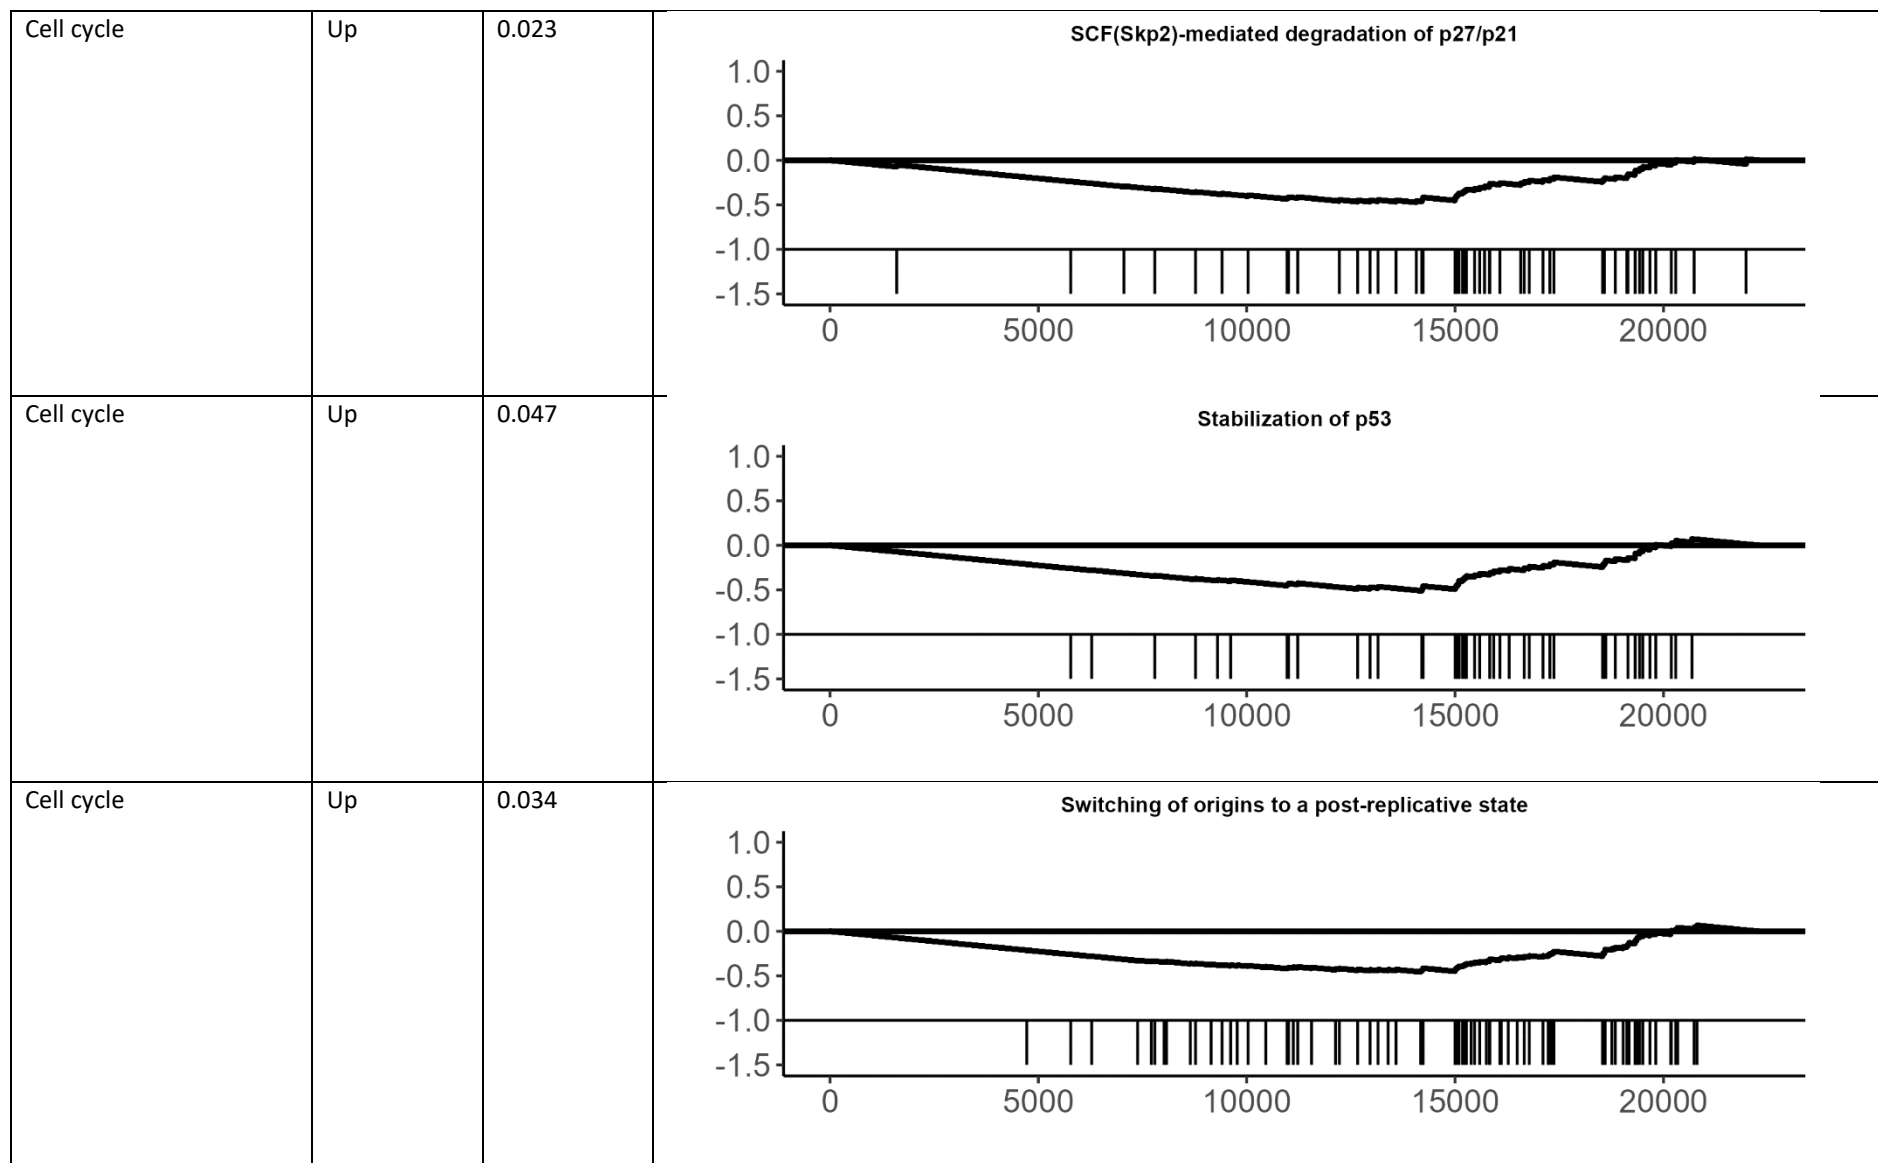

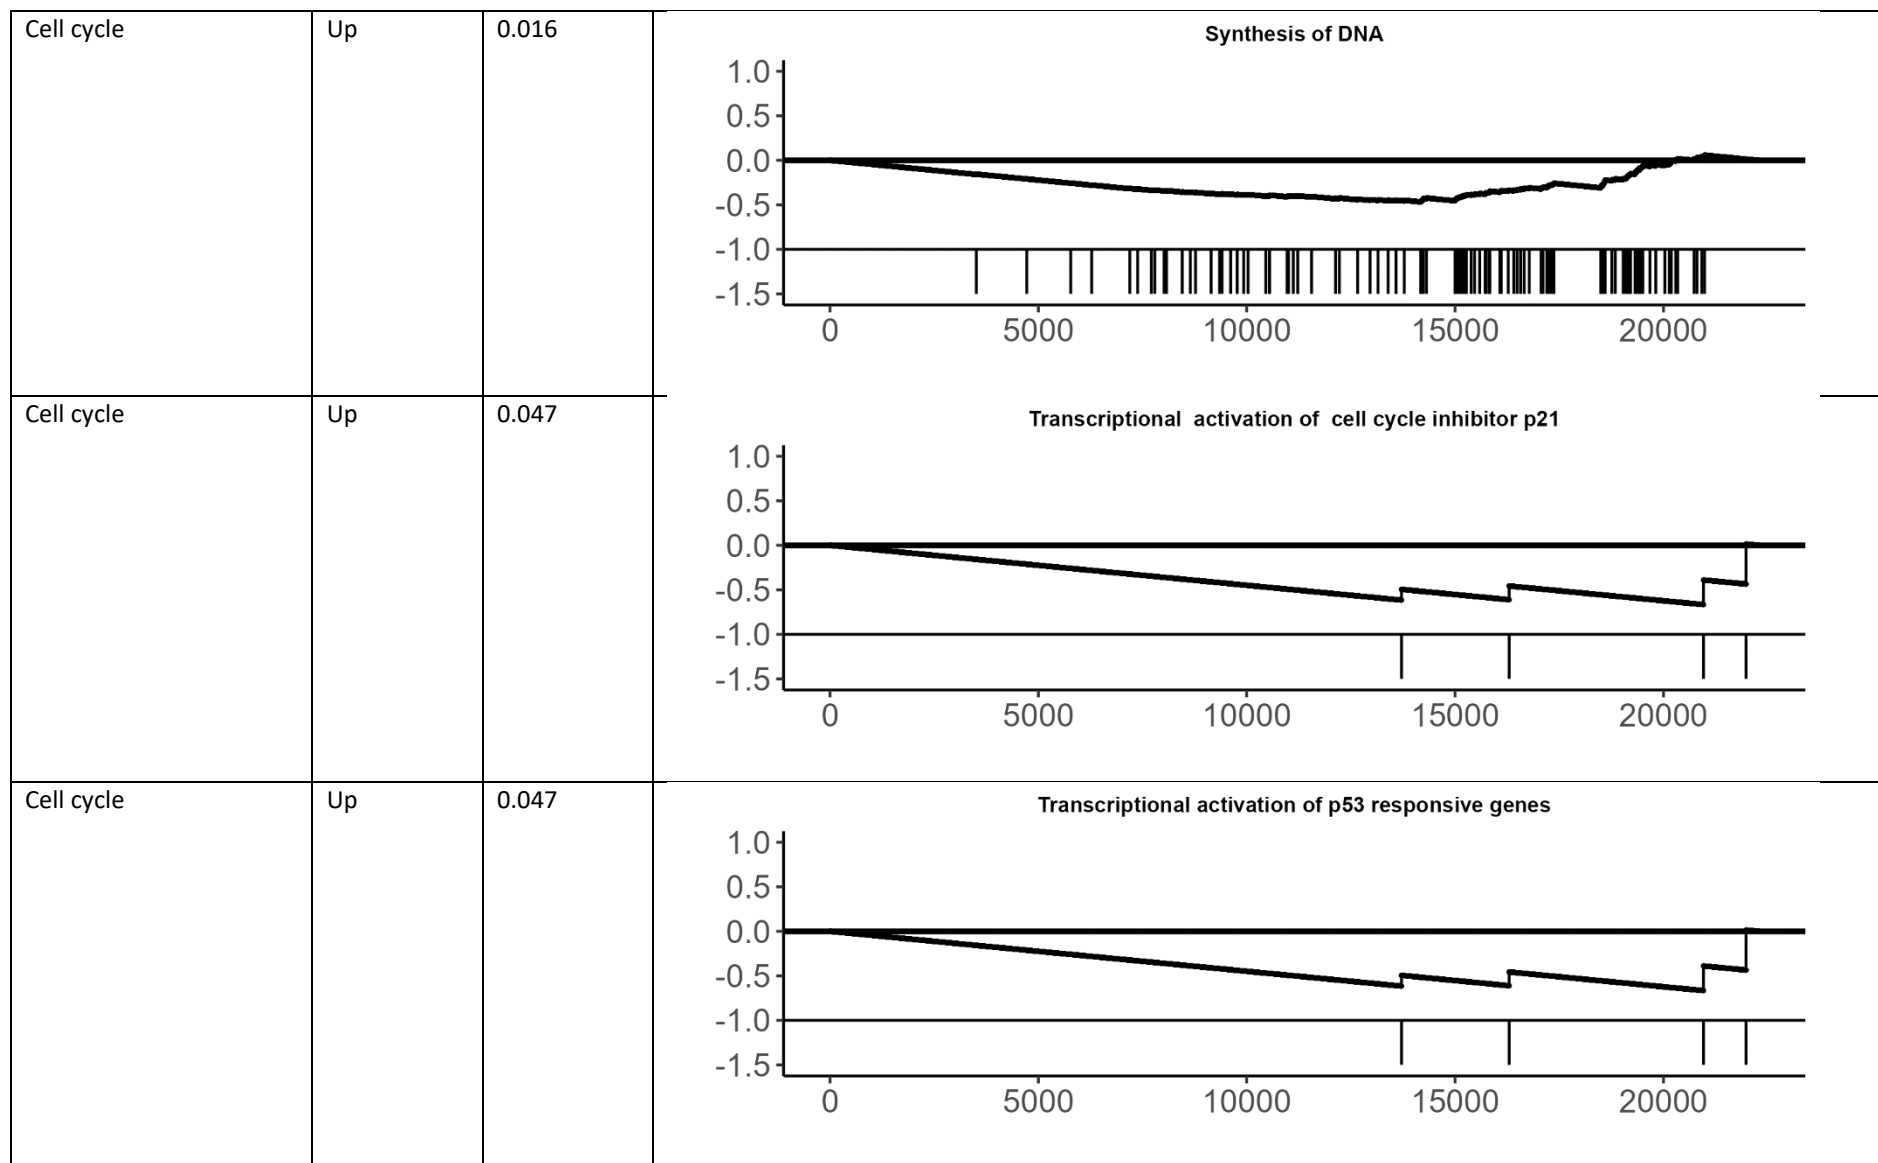

|                                      |    |       |                                                                         |
|--------------------------------------|----|-------|-------------------------------------------------------------------------|
| Cell cycle                           | Up | 0.043 | <p><b>Ubiquitin Mediated Degradation of Phosphorylated Cdc25A</b></p>   |
| Cell cycle                           | Up | 0.010 | <p><b>The role of GTSE1 in G2/M progression after G2 checkpoint</b></p> |
| Cellular response to chemical stress | Up | 0.046 | <p><b>GSK3B and BTRC:CUL1-mediated-degradation of NFE2L2</b></p>        |

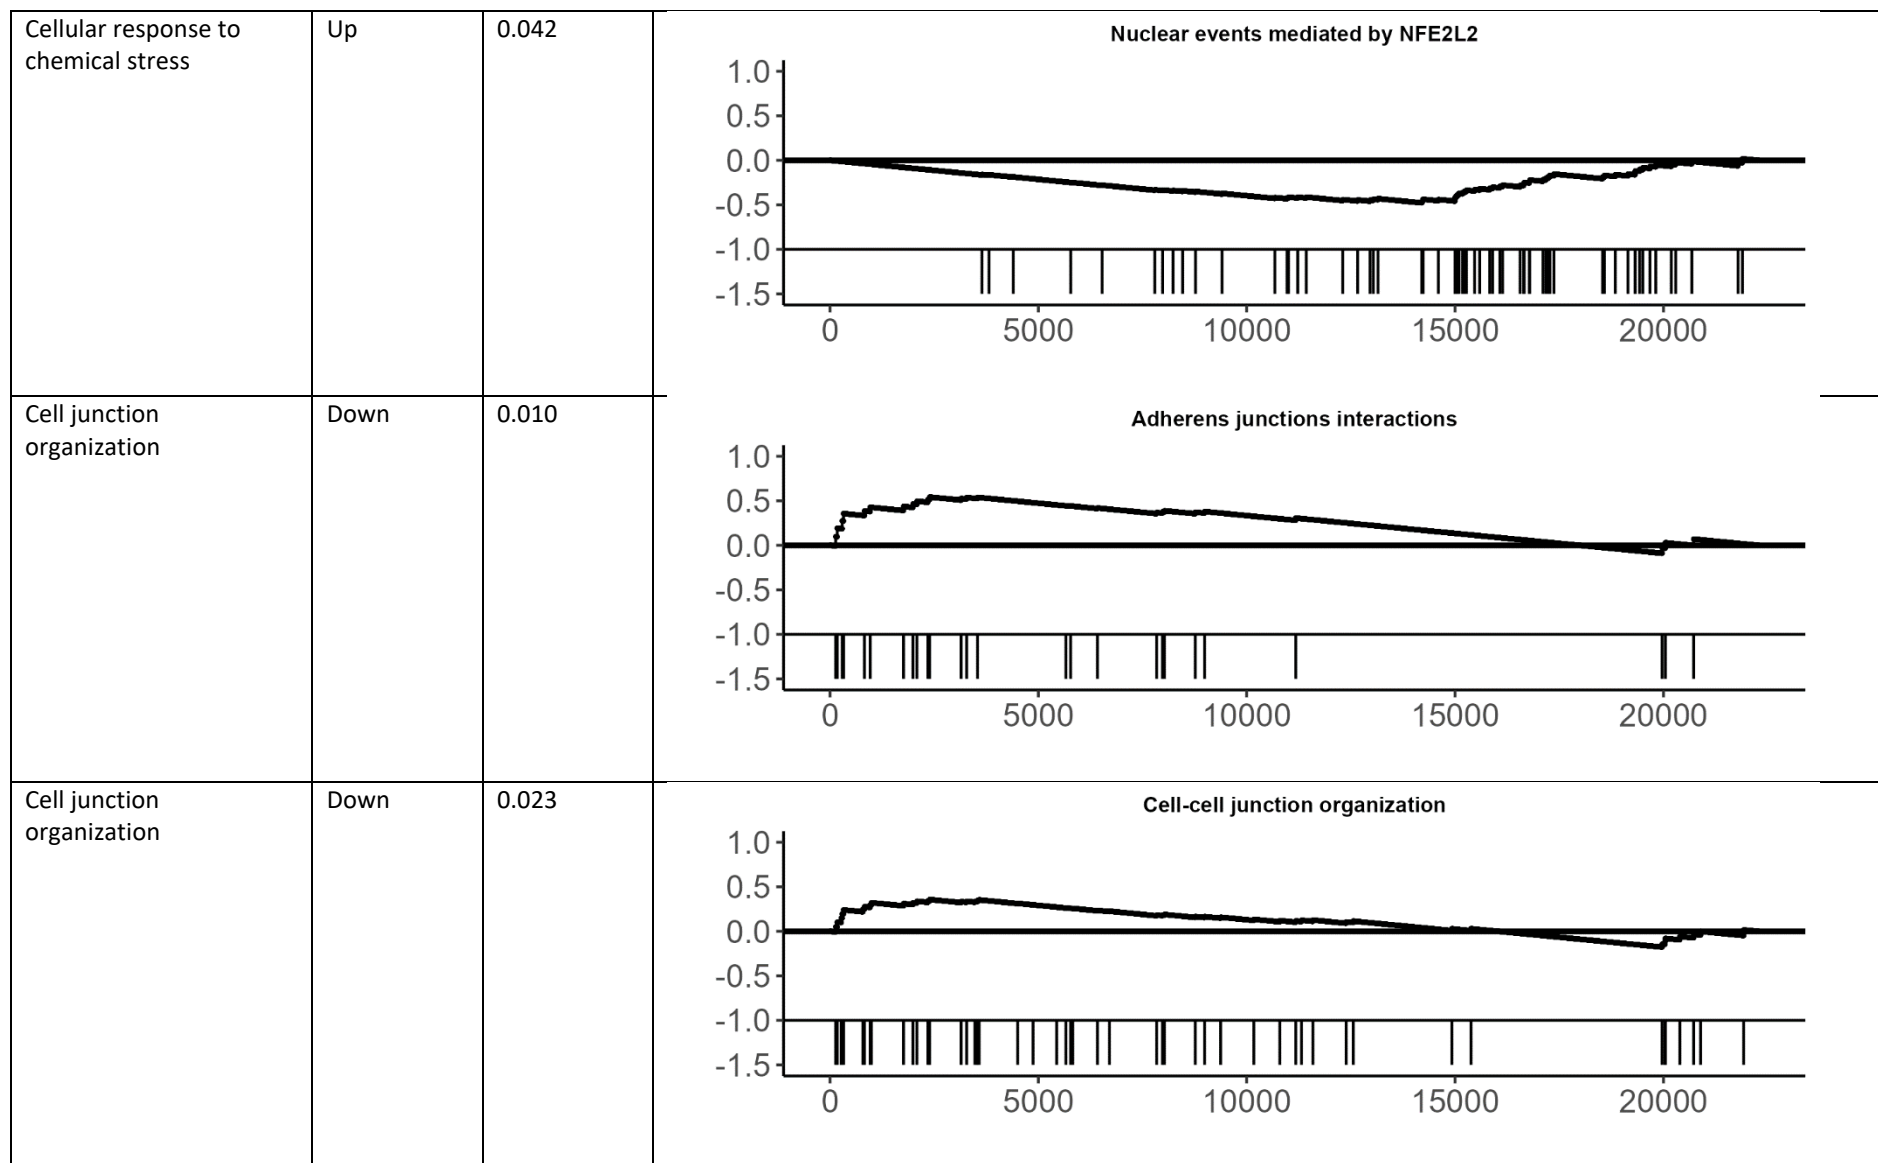

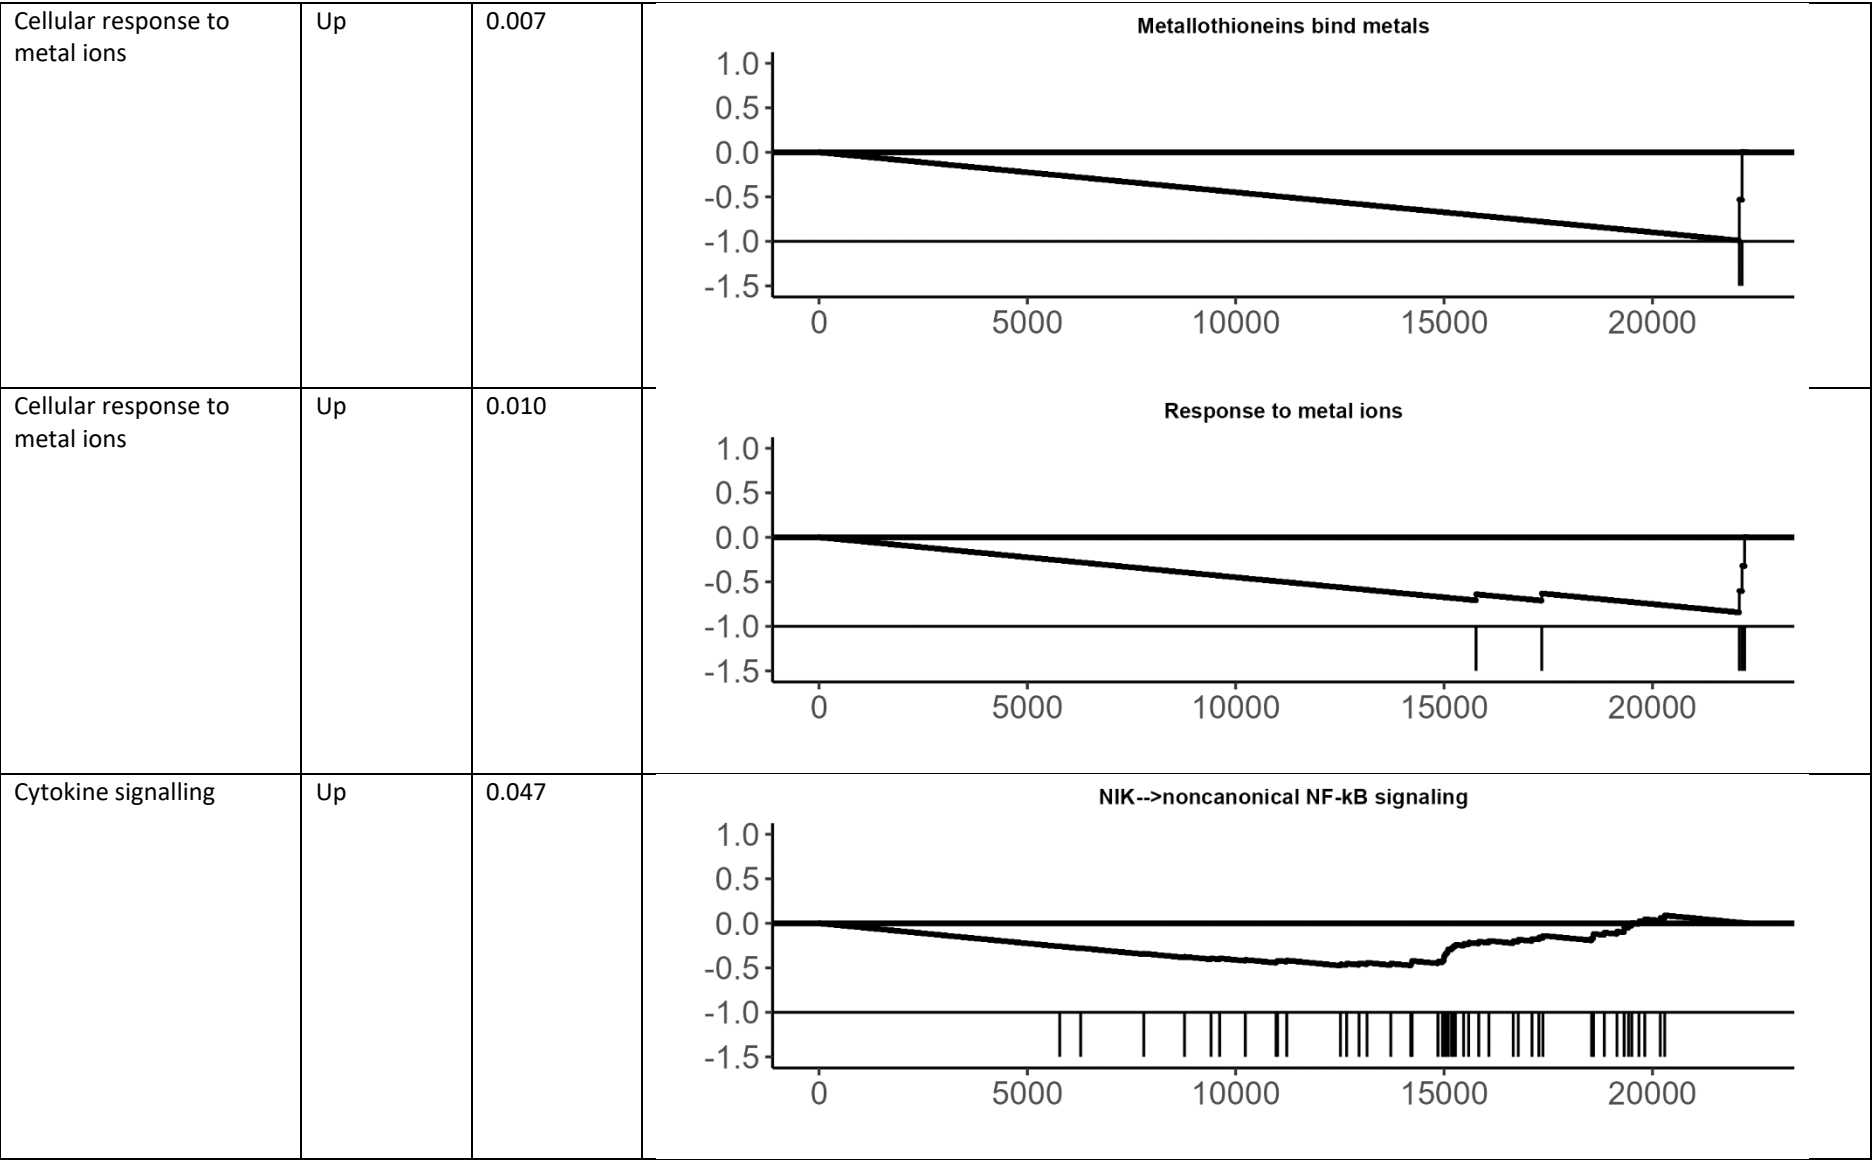

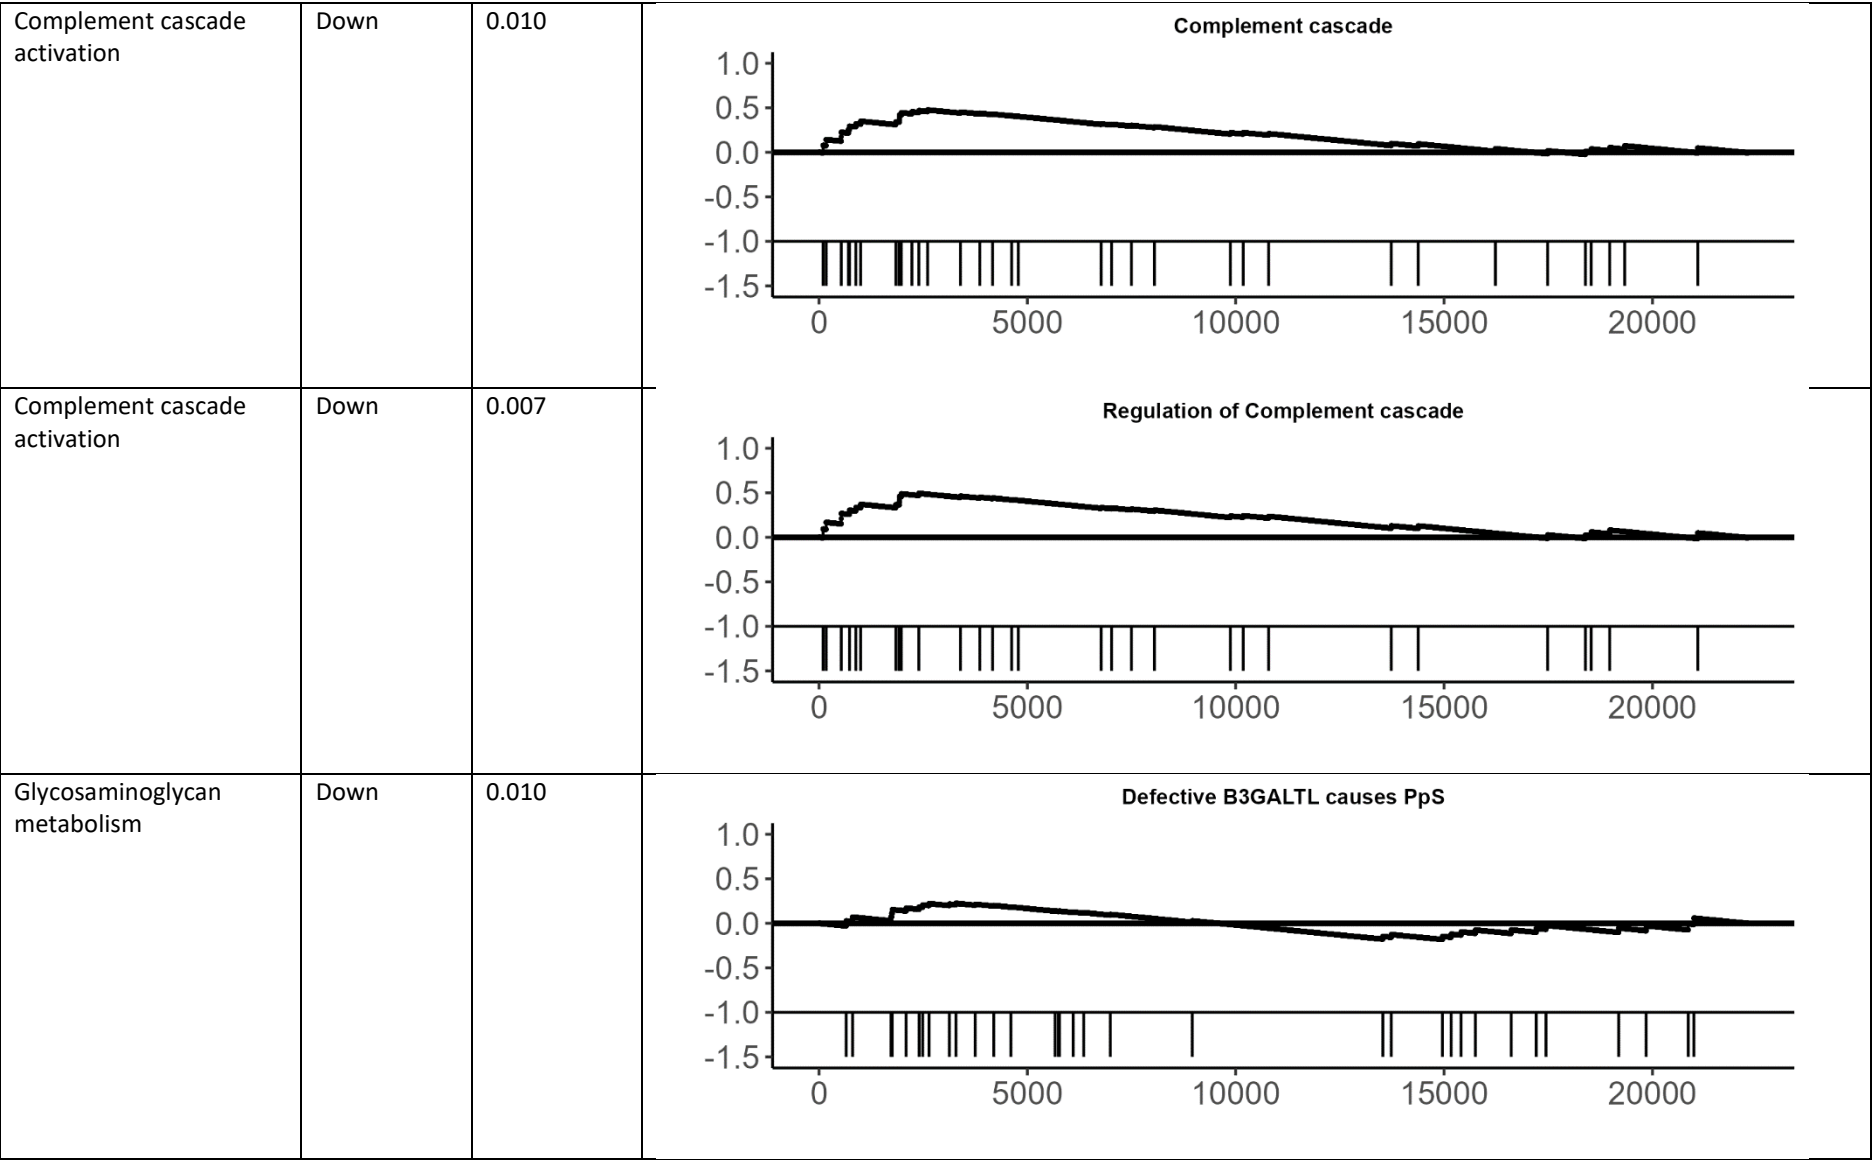

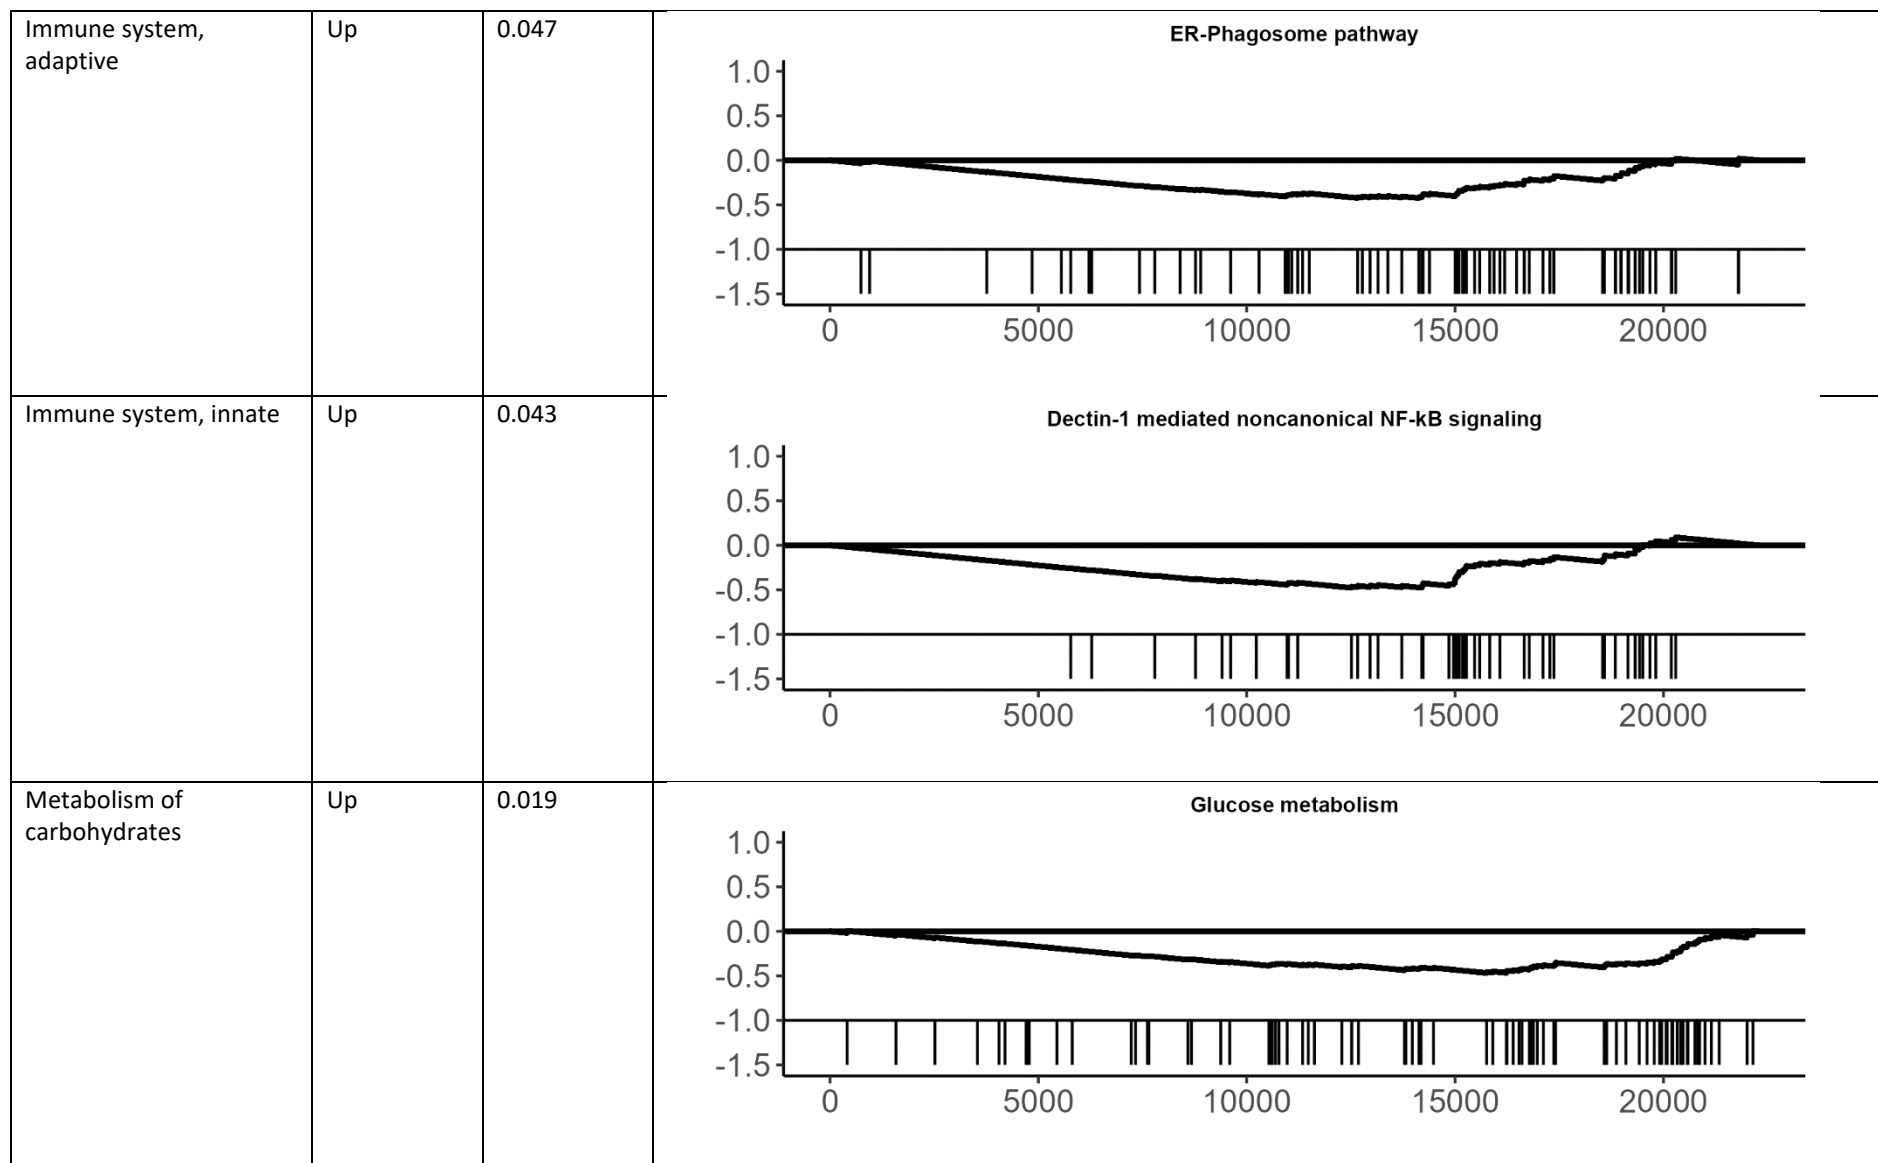

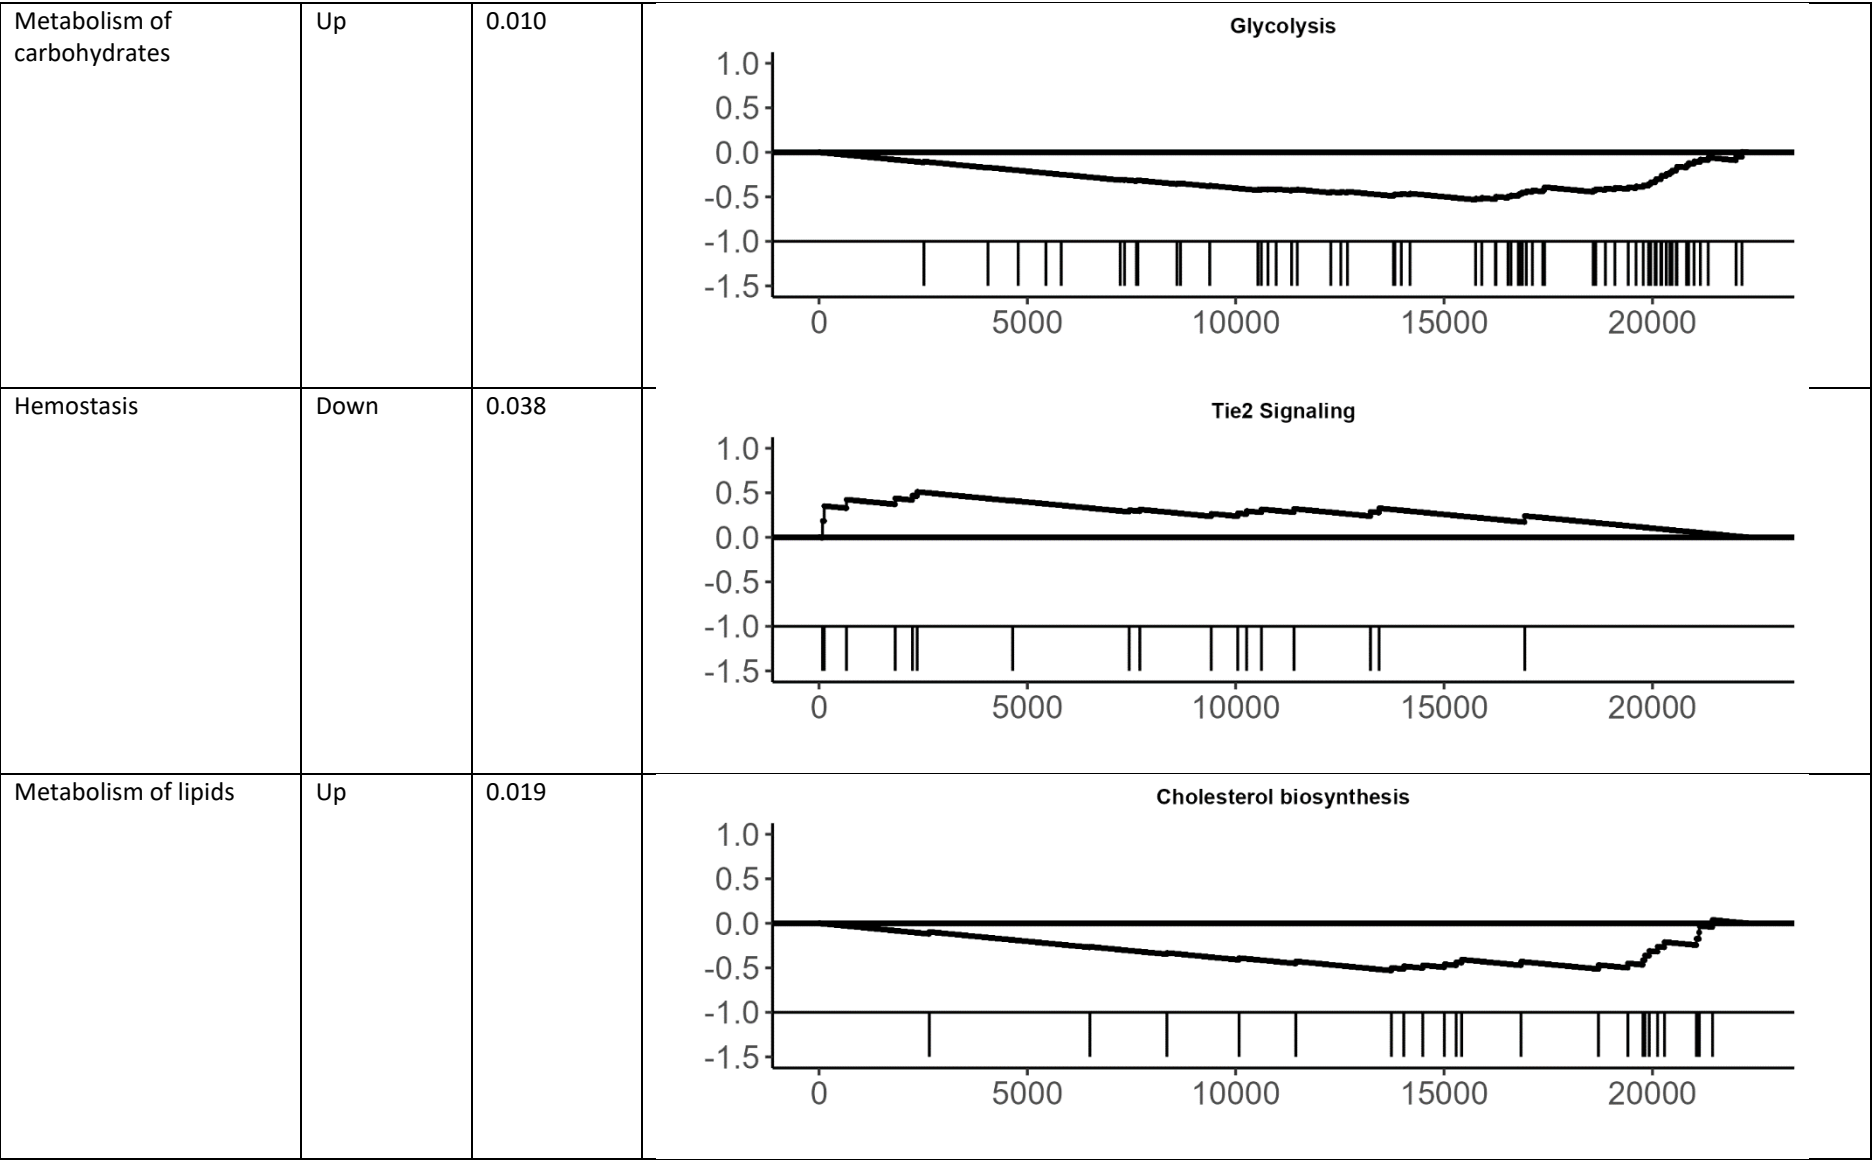

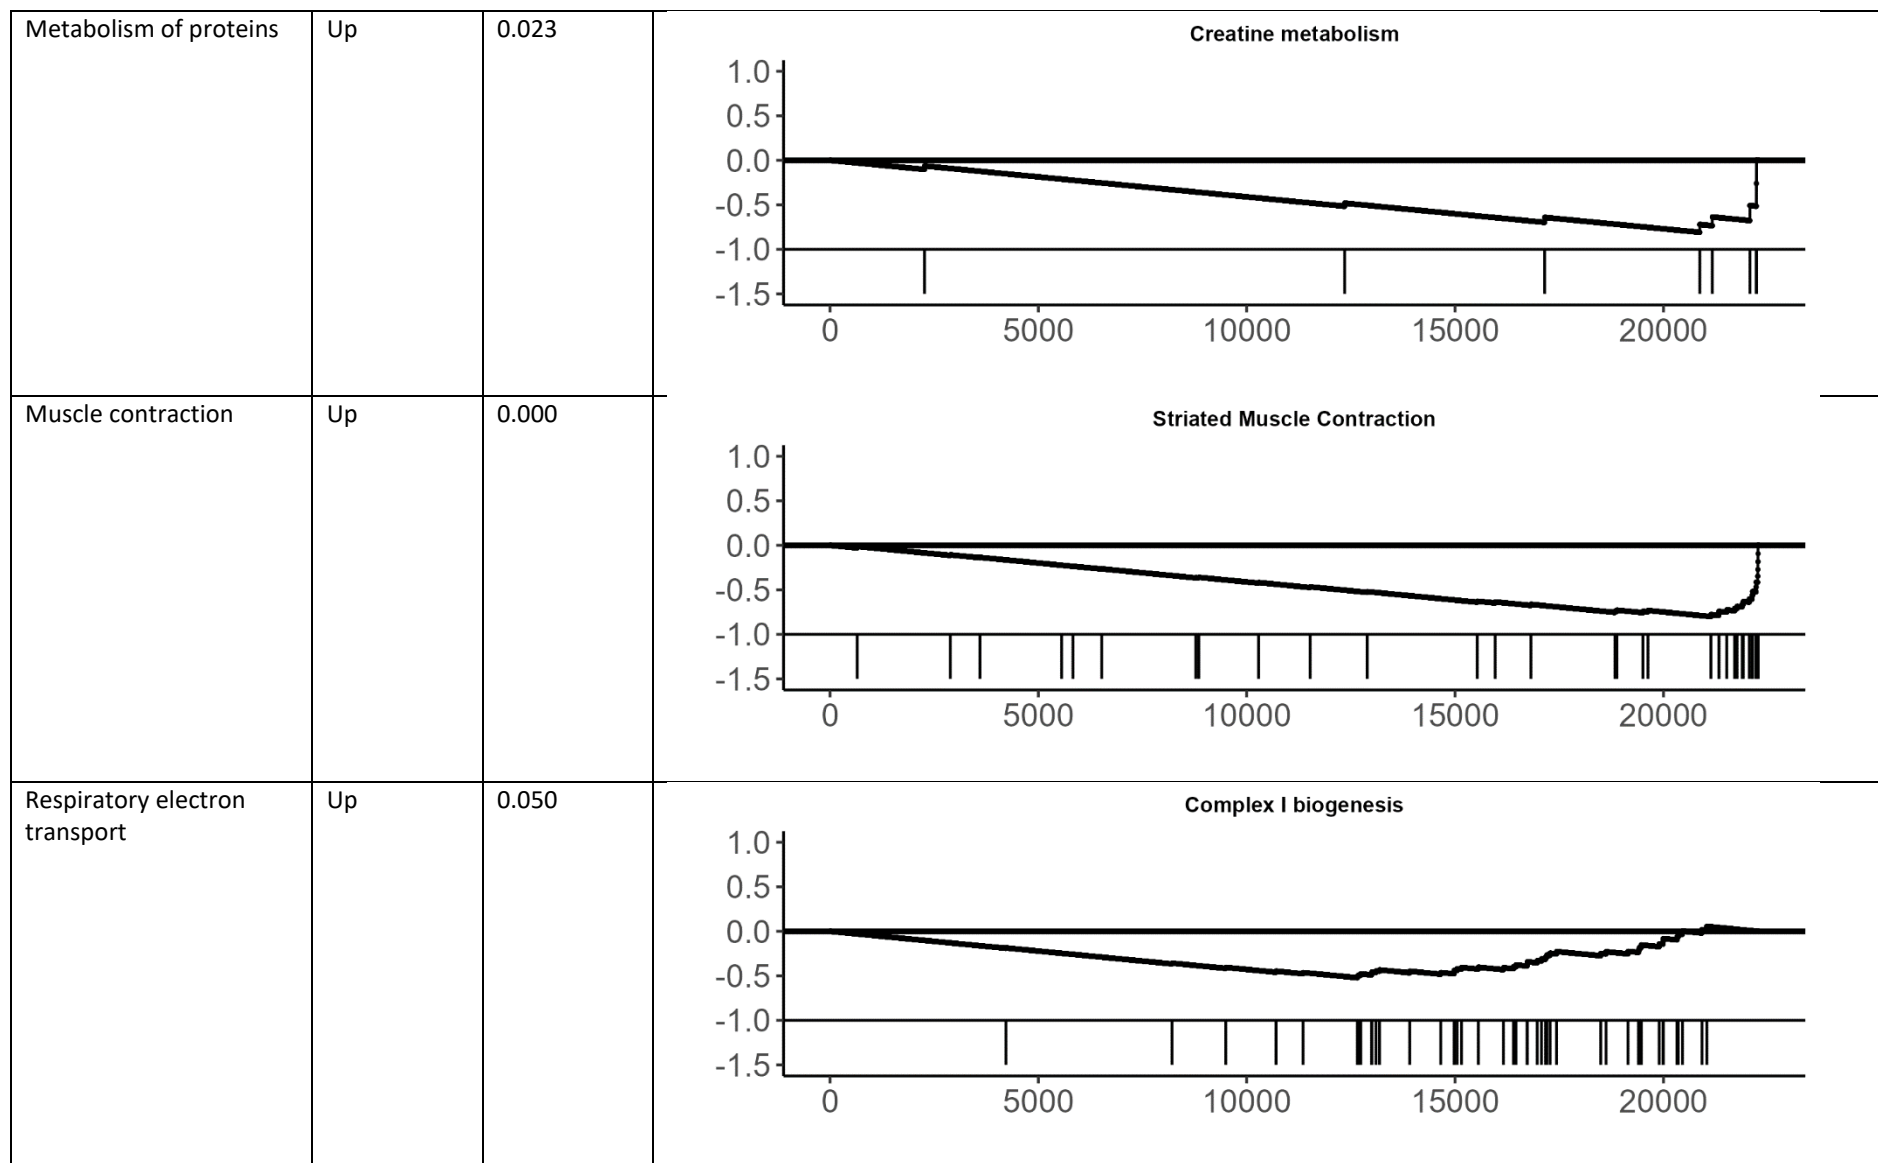

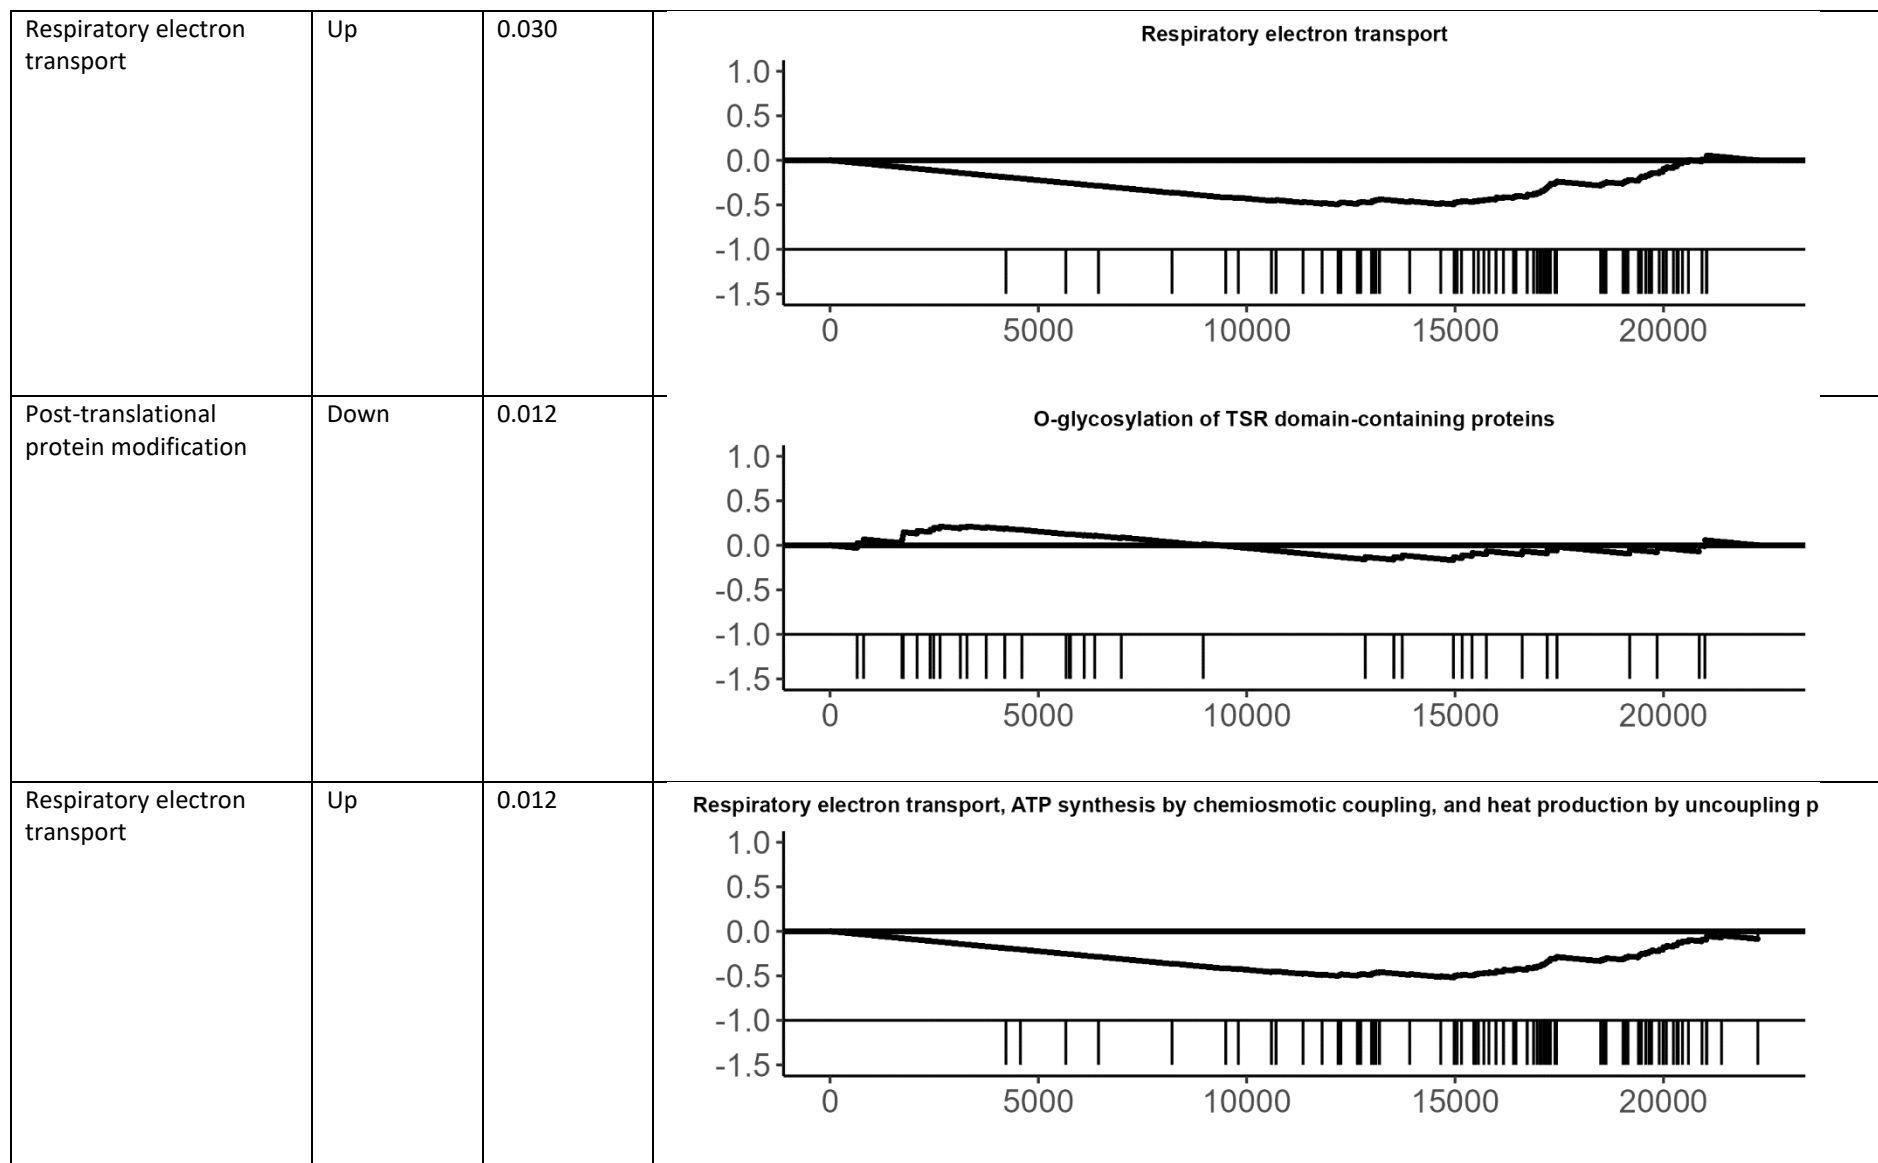

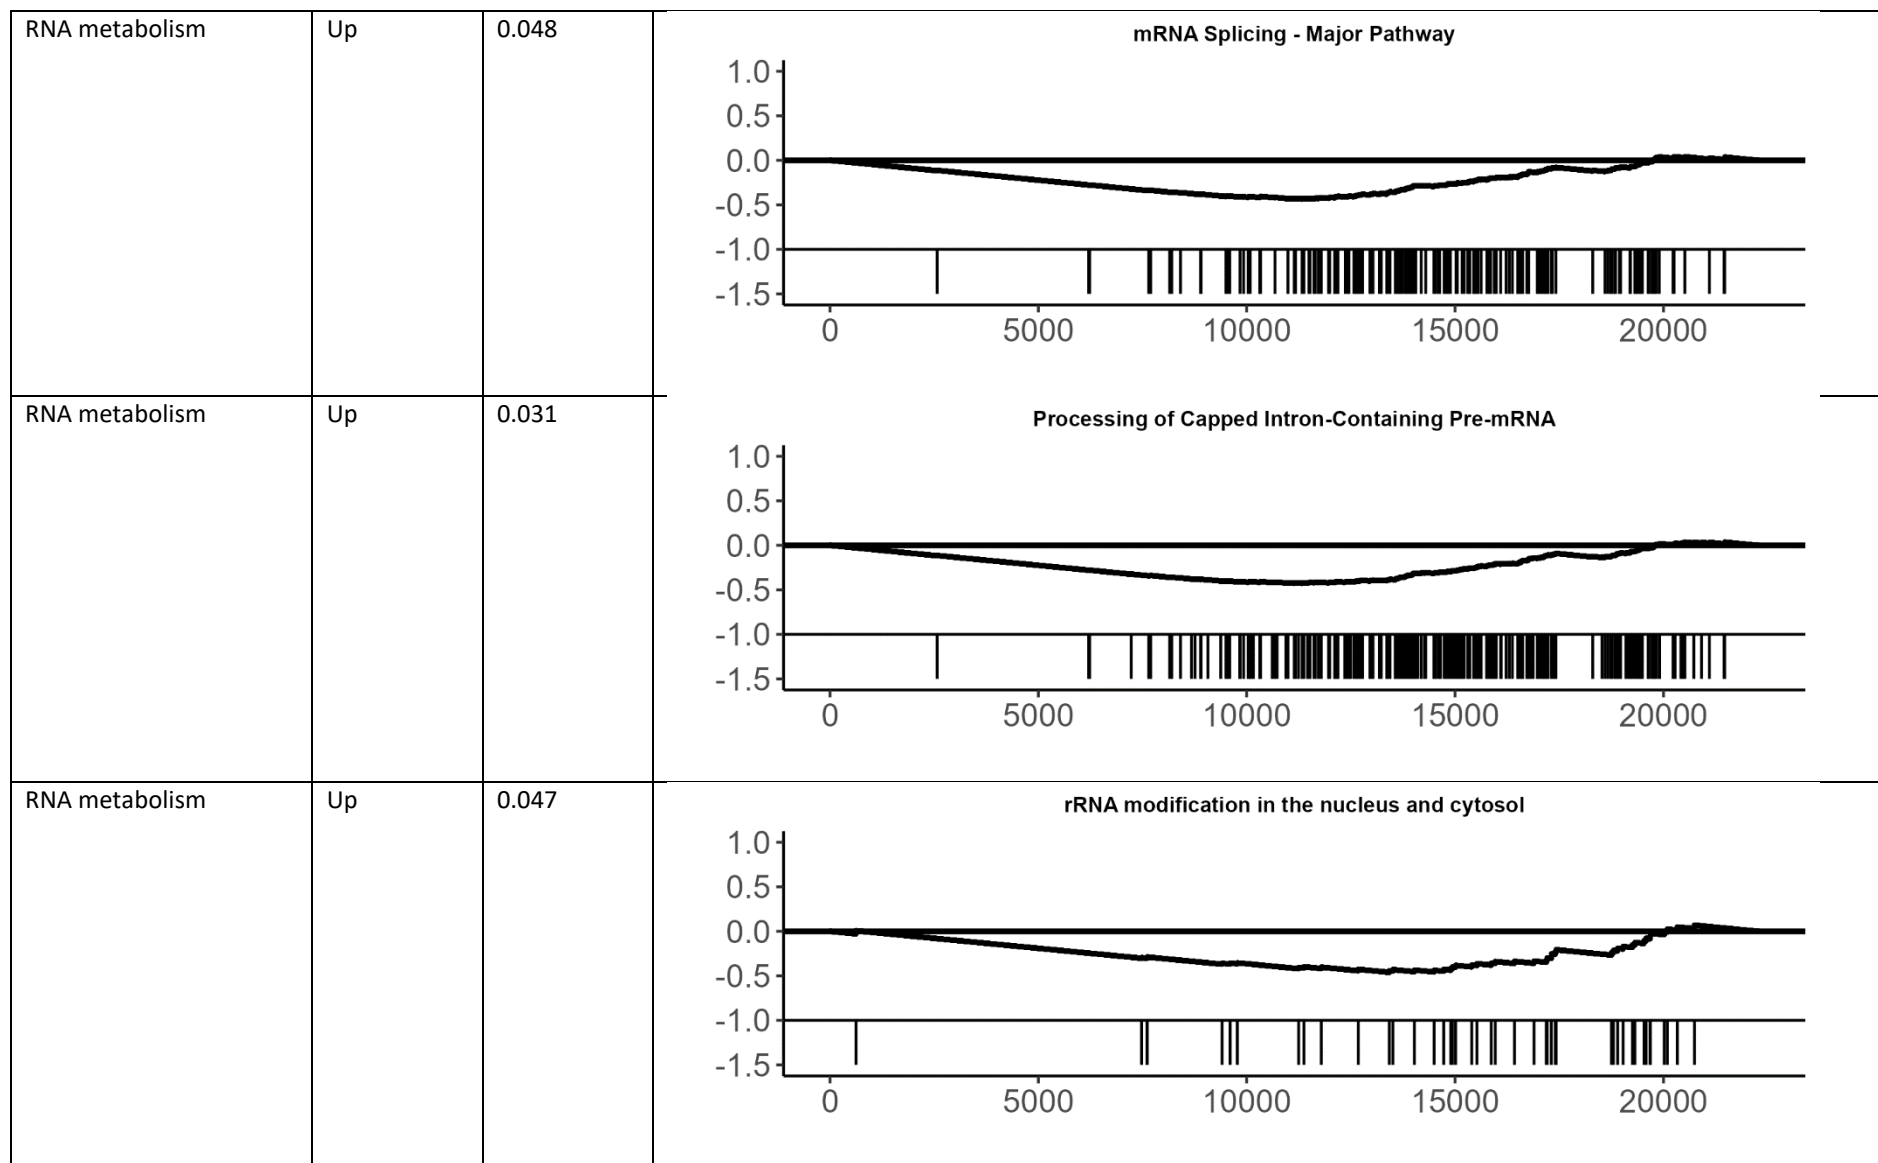

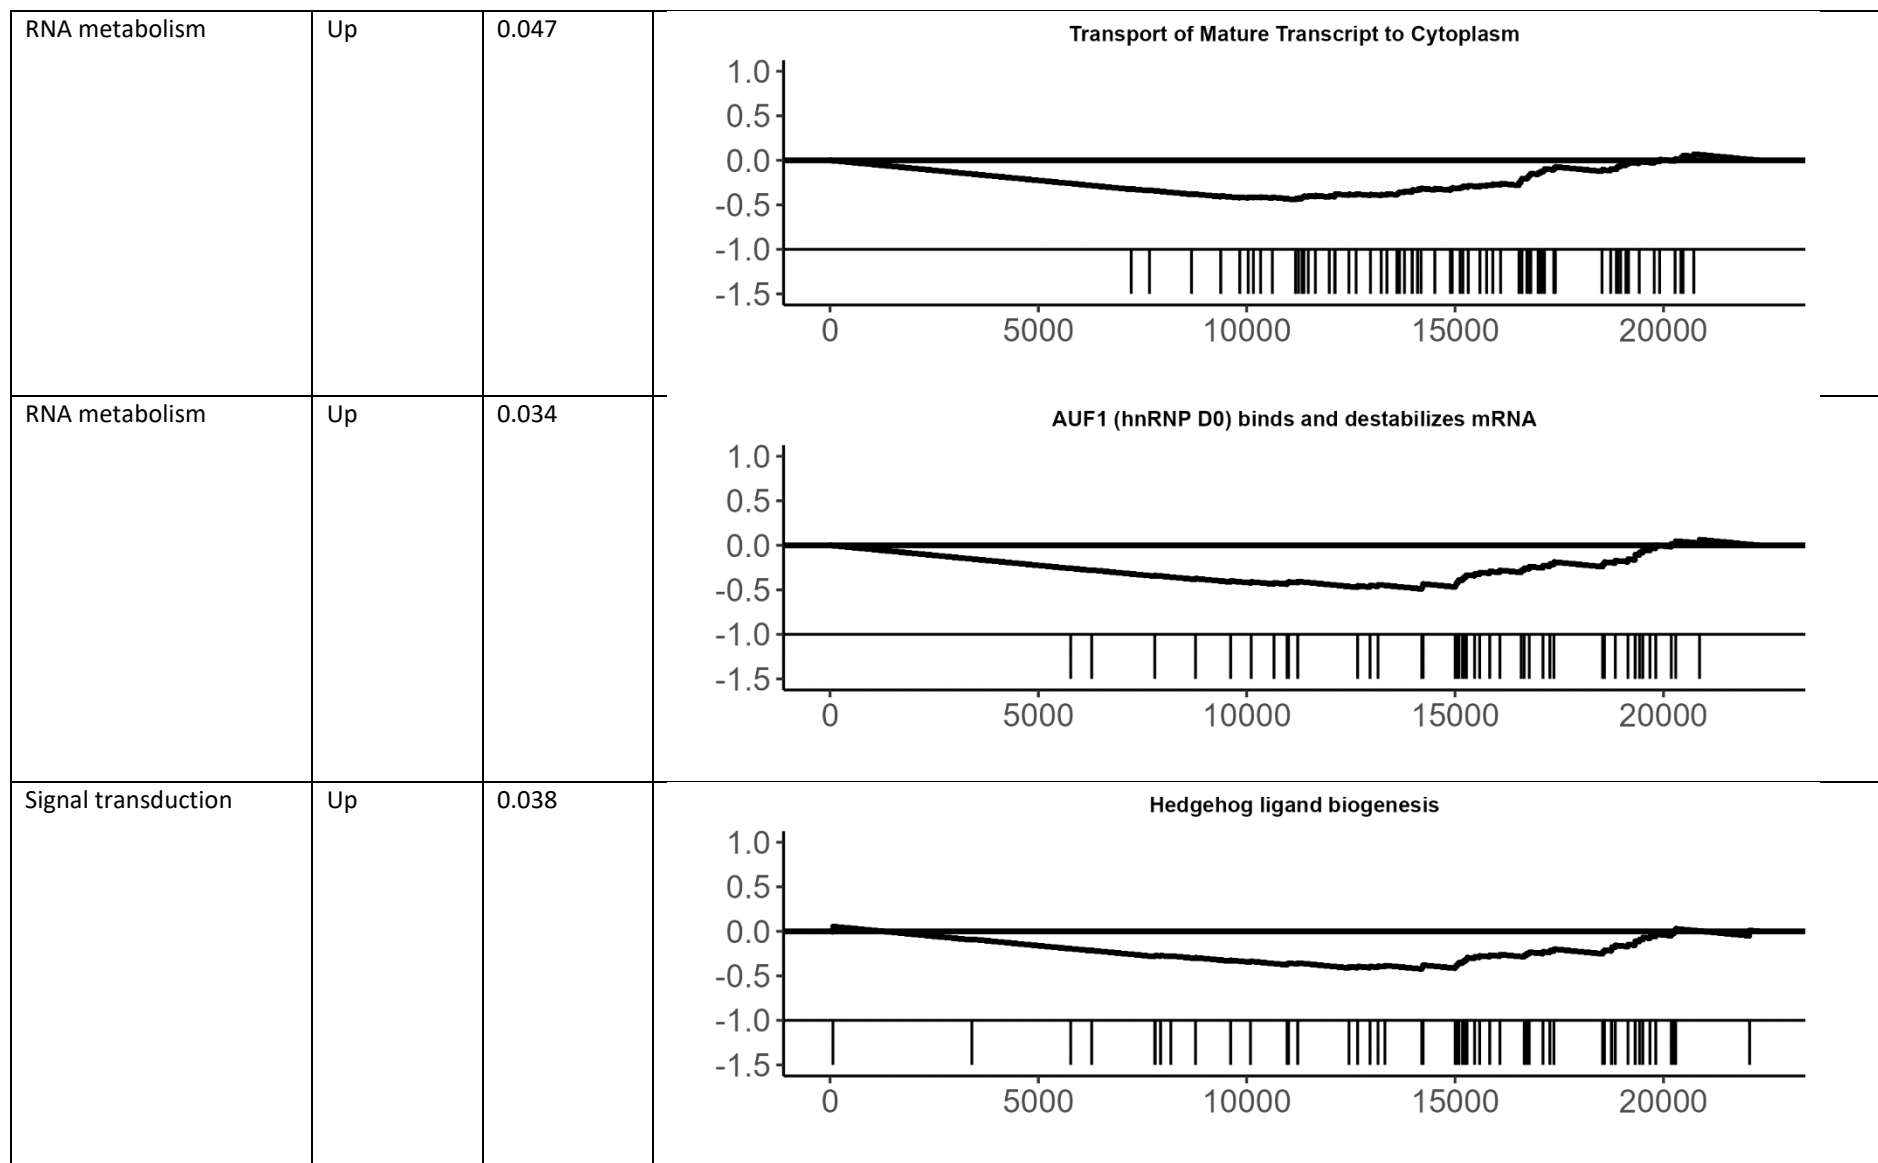

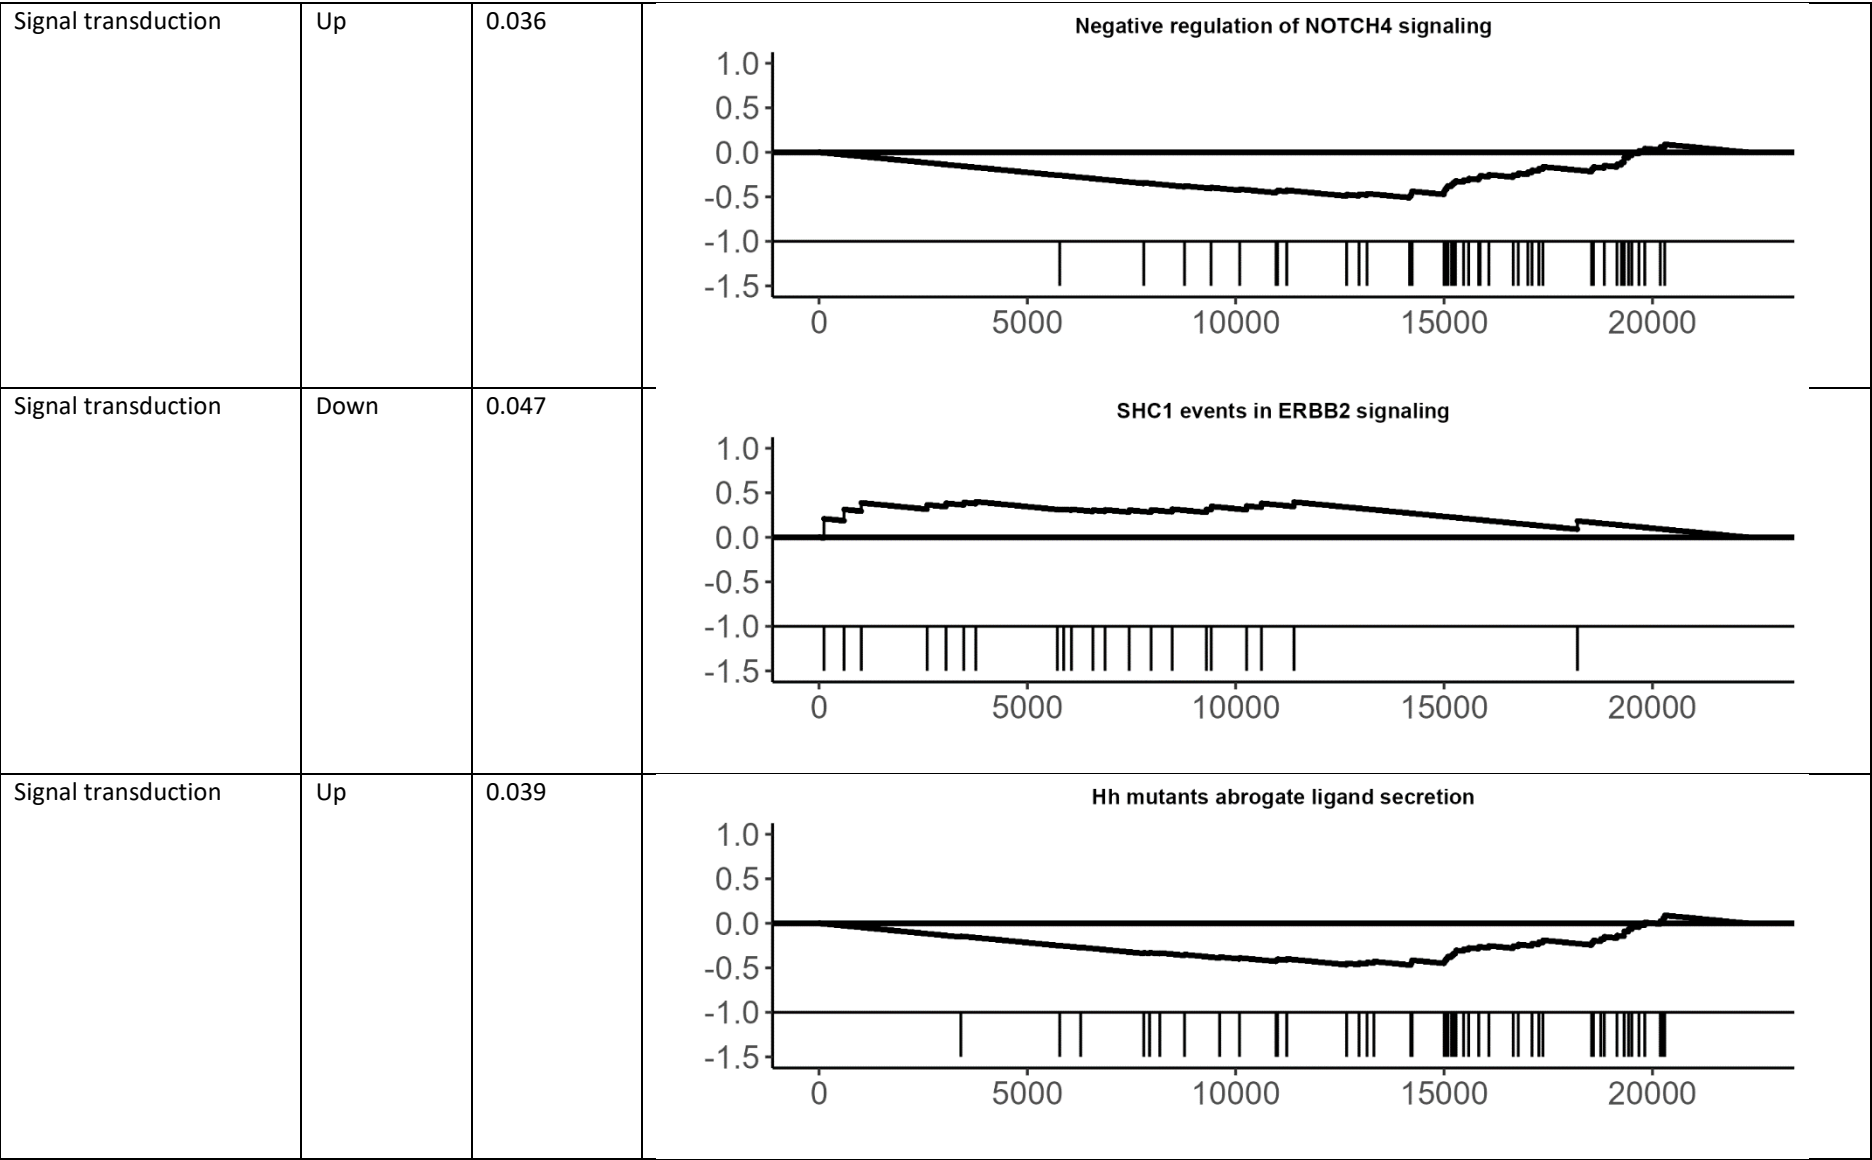

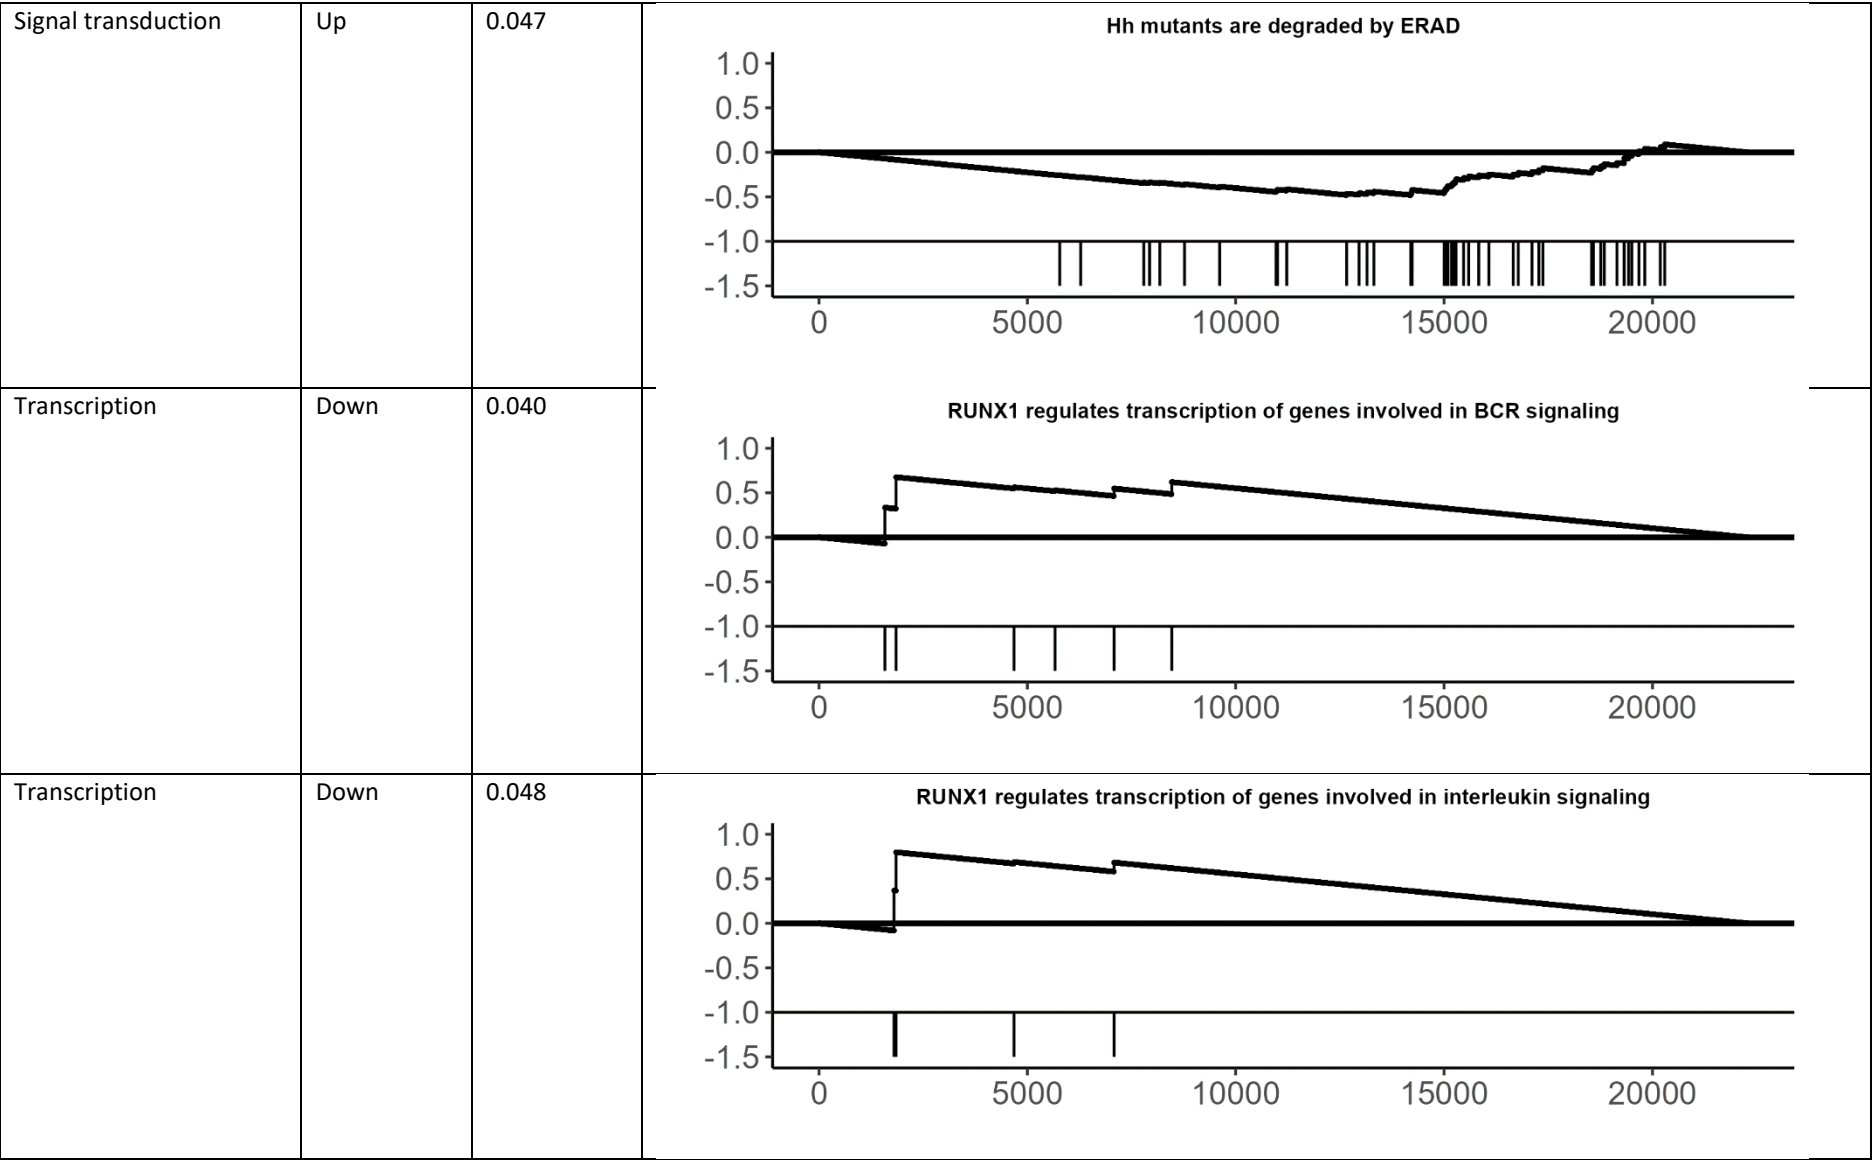

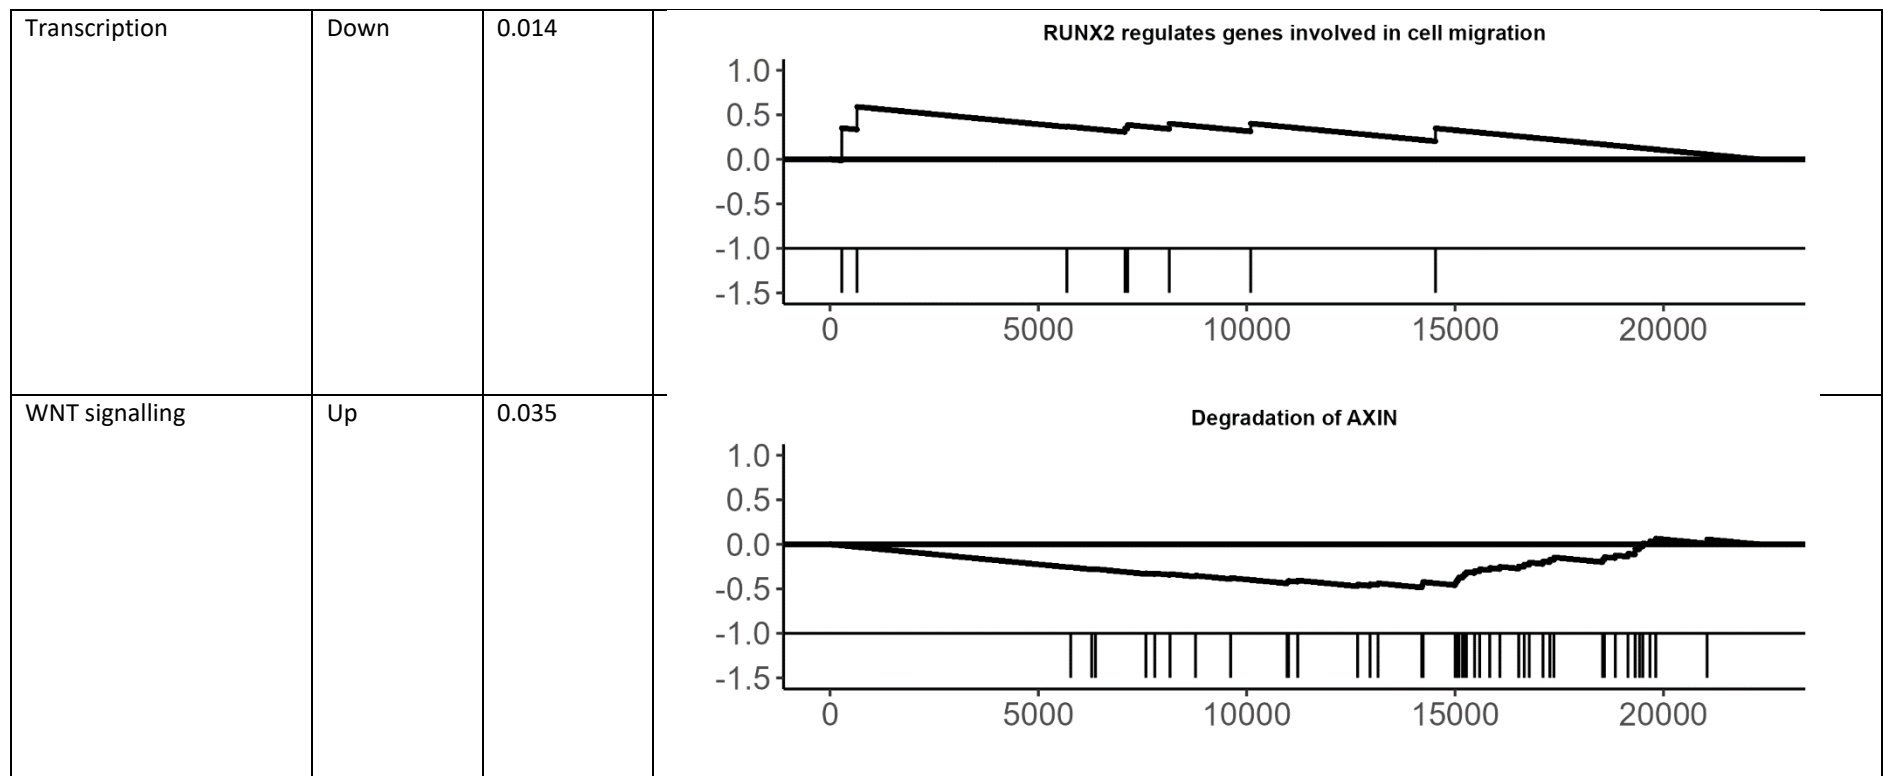

The q-value is the false discovery rate-adjusted p-value calculated by the Camera method (correlation adjusted mean rank) and describes the statistical significance of pathway regulation. Enrichment plots are based on basic gene set enrichment analysis (Kolmogorov Smirnov statistics).

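Camera takes a test statistic for each gene in a comparison and asks, with a t-test, whether the mean statistic of a pathway's genes is higher or lower than that of the other genes. Genes of a pathway tend to vary together, which would make a difference look surer than it is, and the method widens its error for this correlation. A correlation estimated from the data differs between lists and can lie above or below a small preset value. In dexamethasone against control it was 0.826 for hypoxia-inducible genes and -0.0081 for the IGF axis, where the preset value was 0.01. The correlation does not account for the whole difference between the 2 settings. The IGF axis had an adjusted p = 0.0399 with its lower estimate and 0.00189 with the preset value (limma's camera). Epidermis markers, with an estimate of -0.087, had 0.0399 and 0.00134. What else separates the settings was not tested.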

How the deposited data were processed for this re-analysis (not part of the article)

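RNA was sequenced from fetal rat metatarsals (embryonic day 19) cultured for 72 h in control medium, with dexamethasone (1 µM), with LiCl (10 mM) or with both drugs. Each of the 4 conditions had 3 libraries, each from a pool of bones. The labels number the libraries of each condition from 1 to 3 but do not say what a number stands for. The paper states that the bones of a pool came from 1 rat and that 3 rats were used, and does not tie the numbers to them. After the condition means were removed, libraries of the same number correlated at 0.21 to 0.30 between LiCl and control, 0.19 to 0.50 between dexamethasone + LiCl and dexamethasone, and 0.13 to 0.29 between dexamethasone + LiCl and control. All these pairs lie over 0.1, so the numbers were taken to pair the libraries. The value with the number as a term (replicate block) is given for each gene list whose call it changes. Of the 3 lists that passed with LiCl added to dexamethasone, 1 did with the block. For named genes only the numbers that lost or gained an adjusted p under 0.05 with the block are given. Pairs of dexamethasone and control correlated at 0.03 to 0.17, but each of these groups pairs with dexamethasone + LiCl, so the block is given for this comparison too. This reading was chosen after both fits had been compared.

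The deposited values are raw counts per gene symbol. According to the paper's methods, the authors aligned the reads with Subread, removed duplicated reads with Picard, counted them with HTSeq-count and merged technical replicates, so the counts already include removal of duplicates and merging. The submitters' notes name a human genome build for these rat libraries, and no coordinates are given here because the build and annotation behind the counts are not settled. Of 30045 symbols in the files, 21482 are in the RefSeq gene table for the rat, and 23569 had at least 1 count. Total counts per library were 9055581 to 21953446. Counts of single molecules were not tagged, so totals describe depth and not independent molecules.

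Genes with at least 60 counts in at least 2 libraries were kept, the filter the paper states, which left 12602. Counts were scaled with TMM and fitted over the 12 libraries with edgeR 4.0.16 (quasi-likelihood F-test, condition as the only term) in R 4.3.3. The comparisons were dexamethasone against control, LiCl against control, dexamethasone + LiCl against dexamethasone, dexamethasone + LiCl against control, and the interaction of the drugs. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold difference above 2 or below 0.5. The tests of genes and lists were two-sided. The 41 gene lists (target genes of signaling pathways, metabolic pathways, cell machinery and markers of cell types) were tested with camera in limma 3.58.1 on voom values, with the correlation between genes estimated from the data as in the paper's methods, and p adjusted over the lists within a comparison. Principal components were taken from the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

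The comparisons, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The genes named are taken from those the rule gives, not all of which appear in the text: in each comparison, the 10 called genes with the largest rise and the 10 with the largest fall whose pools do not overlap between the groups, every gene the paper names, genes of the stained proteins and drug targets the paper discusses, and up to 4 measured members of each list with the smallest adjusted p from edgeR. The values of called genes in the paper's Supplementary Tables 1 to 4 had been seen when the rule and the lists were written. Several lists also follow pathways of the paper's Table 1, among them AXIN degradation, Hedgehog ligand biogenesis, glycolysis, cholesterol biosynthesis and branched-chain amino acid catabolism. Those results came from the same libraries, so the tests of the lists are not independent evidence.

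The alternatives were RLE scaling, DESeq2's Wald test, edgeR's filterByExpr (15274 genes), no count filter (23569 genes), no fold minimum, the replicate number as a term, a fit of only the groups compared, each library left out in turn, camera with the correlation preset at 0.01, limma's fry, all filtered genes or edgeR's log2 CPM for the ordination, and counts thinned to the smallest library (11367 genes). The last was chosen after the library totals were seen. RLE scaling moved the median of all genes by at most 0.00226 on the log2 scale.

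The tests were checked on simulated data with the groups' depths and spread, over 12410 genes. With 50 genes changed at each size, edgeR called 78% of those changed 1.5-fold, 92% of those changed 2-fold and 98% of those changed 3-fold at an adjusted p under 0.05, with 8 false calls (3.96%). DESeq2 made 18 false calls (8.26%). A list of 40 genes raised 1.3-fold had an adjusted p = 1.6e-04 in camera, and 0 of 20 unchanged lists passed. The bone length and immunostaining experiments and the human growth plate samples have no deposited counts and were not analysed here. Reactome's pathway membership was not used here.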

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

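Of the tests in this part, the spread of the muscle markers' changes, the direction of the opposite genes with LiCl alone and the splits of counts without drug effects were chosen after the results were seen, the thinned counts after the library totals were, and the readings of the muscle tests of spread and of single pools, of the simulations and of the splits of the interaction were revised after their values were seen.

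Hif3a, a regulator of the response to low oxygen, was the 1 gene whose response to LiCl differed with and without dexamethasone by edgeR's test of the interaction. The log2 difference between the LiCl effects was -1.41 (SE 0.19, adjusted p = 0.0334 from edgeR). Its level was 20.2 ± 5.19 CPM in control, 43.6 ± 5.97 with LiCl, 183 ± 9.78 with dexamethasone and 147 ± 6.82 with both (SD, n = 3 pools), with all LiCl pools above all control pools. At an unadjusted p under 0.05, 705 genes passed. Among 100 random splits of the 12 libraries, 2 gave as many calls, the real one included, and the highest other gave 4, but these splits put the drug effects inside the groups, where the dispersion was 2.88 times the real one, so that this count decides nothing. With the drug effects removed from the counts of the other splits, 3 of 100 gave as many, the real one included, but their dispersion was 0.639 times that of the real split, which keeps the effects, so that this count does not exclude chance either. The highest other split gave 41 calls and had libraries of 1 replicate number in each of 3 groups, which points to a structure of the samples that follows the numbers. With the number as a term (replicate block) 3 genes passed, and after thinning 0 did. DESeq2 called 14 genes, and edgeR called 22 with no count filter. No gene passed without control replicate 1, dexamethasone replicate 1 or 3, LiCl replicate 2 or 3, or any 1 dexamethasone + LiCl library, and 2 passed without control replicate 3.

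Several groups of genes that the paper's transcriptome results do not report differed from control. With dexamethasone these were glucocorticoid receptor targets (adjusted p = 4.2e-04 from limma's camera with an estimated correlation, 21 of 24 members higher), endothelial markers (0.00656, 18 of 21 lower), the IGF axis (0.0399, 6 of 16 higher) and epidermis markers (0.0399, 4 of 6 higher). The last 2 lists did not pass in any of the 12 fits with 1 library left out, where their highest values were 0.0960 and 0.118, or with the number as a term (replicate block, 0.112 for both). With dexamethasone + LiCl the receptor targets (0.00219, 19 of 24 higher) and endothelial markers (0.0243, 17 of 21 lower) differed from control too, the latter not without control replicate 1 (0.0568) or with the number as a term (replicate block, 0.0566).

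A group of 24 genes changed with dexamethasone and changed the opposite way when LiCl was added, and both comparisons share the dexamethasone libraries, so that noise in those libraries alone could give opposite calls. Across all genes the opposition was no larger than in 20 simulations without any drug effect, with a covariance of -0.0141 against -0.0139 (SD 5.6e-04). These simulations were set by depth and spread and not by the pairing of libraries by number. That pairing was 0.19 to 0.50 between dexamethasone and dexamethasone + LiCl, so the covariance cannot decide what the sharing alone gives. The simulations called at most 1 gene per list, so that their highest count of 0 opposite genes decides nothing. Of the 24 genes, 23 moved the same way in LiCl against control, which holds no dexamethasone library, and 10 of these passed there, which argues against shared dexamethasone libraries alone and against a change seen only against the dexamethasone libraries. What stays open is how much the shared libraries add to these changes, and whether LiCl counters dexamethasone at these genes or acts on them by itself, since 15 had an unadjusted interaction p under 0.05 and 0 passed after adjustment in edgeR. Without dexamethasone replicate 3 the count of genes down and then up was 6 in place of 12, and without dexamethasone + LiCl replicate 3 it was 7.

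The paper reports AXIN degradation, Hedgehog ligand and NOTCH4 pathways as higher with LiCl added to dexamethasone, and these share proteasome subunits. The median log2 fold change was 0.10 (SE 0.03 from 10000 resamplings of genes) over 40 proteasome genes, of which 33 were above 0, and 0.08 (SE 0.05) over the 27 other members of these pathways, of which 18 were above 0. The medians lie within their errors of each other, so a rise of the shared subunits and a rise of the pathways' own genes cannot be told apart. None of the 4 lists passed with an estimated correlation (lowest adjusted p = 0.328 from limma's camera). No biological explanation was tested for this pattern.

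Skeletal muscle markers rose with LiCl, by a median log2 fold change of 1.01 without and 1.44 with dexamethasone. Without dexamethasone 11 of 14 were higher and 1 was lower, but the list did not pass (adjusted p = 0.147 from limma's camera with an estimated correlation). In 12 of 14 genes all dexamethasone + LiCl pools lay above all dexamethasone pools, where chance gives no overlap, in either direction, in 10%. With 1 library left out the median was 1.29 (without dexamethasone replicate 3) to 1.62, and after thinning 1.52 over 13 genes, which argues against a single pool and against depth as the whole source, although leaving out 1 library ended the list's call in 11 of 12 fits, 6 of 6 outside the comparison among them. The call ended there because its adjusted p of 0.0453 is near the threshold and each such fit has fewer libraries. More muscle tissue in the LiCl pools, and an effect of LiCl on muscle genes, may each give this pattern and stay open. An SD of the changes above 1.0 was first set to exclude tissue, and it was 1.31 (SE 0.17), but that bound was wrong because the changes follow the baseline across genes (Spearman rho -0.66 with the level in dexamethasone pools and -0.77 in control pools, over genes that are not independent).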

How the results depend on the processing

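The thinning of all libraries to the smallest total was chosen after the library totals were seen. No result with a call reversed its direction. Results without a call could change direction. In dexamethasone + LiCl against control, Hedgehog ligand genes outside the proteasome pointed up in camera and down with fry. Of 14749 values of 783 results for named genes, 13879 kept their side of the threshold, 604 lost a call and 266 gained one. Of 2786 values of 155 results for gene lists, 2550 kept theirs, 97 lost a call and 139 gained one.

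Calls in dexamethasone against control, LiCl against control, dexamethasone + LiCl against dexamethasone, and dexamethasone + LiCl against control were 358, 199, 172 and 551 in edgeR. They rose to 546, 330 and 927 in the first, second and last with filterByExpr, to 652, 406, 313 and 1080 with no filter, and to 1379, 1338, 1084 and 2848 with no fold minimum, where more genes are tested or kept. The totals were within 1.5 times under RLE scaling, DESeq2, thinning and with any 1 library left out. After thinning, down-regulated calls in the first and second comparison were 96 and 64 in place of 159 and 97. Up-regulated calls there were 177 and 88 in place of 199 and 102. The interaction gave 1 call, 14 with DESeq2, 22 with no filter, 0 after thinning and 0 to 2 with 1 library left out. The cause was not tested.

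Genes down with dexamethasone and up with LiCl added numbered 12, 63 with no fold minimum and 6 to 13 with 1 library left out. Genes up and then down numbered 12, 19 with filterByExpr, 20 with no filter and 109 with no fold minimum. Against LiCl alone the counts were 5, with 24 under no fold minimum and 2 to 5 with 1 library left out, and 6, with 3 after thinning and 55 under no fold minimum. Dexamethasone calls shared with dexamethasone + LiCl numbered 255, and 385 with filterByExpr, 446 with no filter and 990 with no fold minimum. LiCl calls shared with and without dexamethasone numbered 96, and 150 with no filter and 609 with no fold minimum.

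Gene lists that passed in the 4 comparisons numbered 5, 0, 3 and 5. With the correlation preset at 0.01 they numbered 13, 23, 22 and 20, and with fry 16, 19, 21 and 21. With no filter they numbered 3, 2 and 7 in the first 3, after thinning 2 and 1 in the first 2, and with RLE scaling 1 in the third. With 1 library left out they numbered 2 to 3 in the first, 0 to 3 in the third and 1 to 5 in the last. Those fits have fewer libraries, and the cause of the other changes was not tested. The Wnt targets' adjusted p of 0.0309 (limma's camera) was 0.0195 to 0.0704 with 1 library left out. DNA replication moved from 0.198 to 0.00112 with the preset correlation and 0.0155 with fry, and the proteasome from 0.328 to 4.1e-04 with the preset correlation. The first principal component's share moved from 56.4% to 36.5%, and the share between conditions from 86.6% to 66.3%, over all filtered genes, and the latter to 82.2% with log2 CPM.

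With the replicate number as a term (replicate block), calls were 357, 211, 190 and 552, with 3 in the interaction, and lists passing were 2, 0, 1 and 1. Of the calls without the block, 349, 198, 171, 541 and 1 were among these. The lists that lost their call were the IGF axis, epidermis markers and branched-chain amino acid catabolism in the first comparison (0.112 each), Wnt targets (0.0814) and cholesterol biosynthesis (0.0979) in the third, and Wnt targets (0.0624) and cholesterol, endothelial and muscle genes (0.0566 each) in the last. No other list lost its call and none gained one. A lost call does not show that a list was unchanged. No named gene lost an adjusted p under 0.05, whatever its fold difference, and 12, 18, 19 and 14 gained one. Over all 4 conditions, 16 of 18 pairs of libraries of 1 number correlated over 0.1 (median 0.22, other pairs -0.12) and each of the 12 libraries correlated best with one of its own number. Depth limits genes under the count filter. The dexamethasone libraries held 9263078 to 11685463 counts, fewer than most control and LiCl libraries.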

Differences from the paper's values

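None of the values compared with the paper's differed by more than 1.5 times. At the paper's thresholds edgeR called 358, 199, 172 and 551 genes, where the paper states 355, 184, 177 and 536. All 349, 182, 174 and 526 tested genes of the paper's Supplementary Tables 1 to 4 had the direction listed there, 341, 180, 161 and 523 of them were called by edgeR, and all of them by DESeq2, the paper's tool. The paper's Supplementary Table 4 lists 533 genes where the paper's text states 536, and its Supplementary Table 6 holds 57 pathways at q up to 0.05 with LiCl added to dexamethasone (45 higher, 12 lower) where the paper's text states 55 (43 and 12). The 60-count filter of the paper's methods left 12602 genes here and 12592 in the paper.

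The paper names Rasgrp1 among genes changed in opposite directions. It was not tested here because 1 library only reached 60 counts. With filterByExpr and with no filter it was called in both comparisons, with log2 fold changes of 2.94 and 2.93 with dexamethasone and of -1.15 in both settings when LiCl was added. These settings call 348 and 348 of the 355 genes of the paper's Supplementary Table 1 and 166 and 174 of the 177 of Supplementary Table 3. Genes up with dexamethasone and down with LiCl added numbered 12 here and about 13 in Fig. 3, read by eye. With 1 library left out they numbered 9 to 15.

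The paper states that AXIN degradation (its Wnt pathway), Hedgehog ligand and NOTCH4 pathways, DNA synthesis, RNA processing, responses to chemical stress and to metal ions, and respiratory electron transport were higher with LiCl added to dexamethasone, and that cell junctions, complement and branched-chain amino acid catabolism were lower. Its Table 1 also lists glycolysis as higher. The lists used here are not Reactome's pathways. The list given below as metallothioneins covers metallothioneins and zinc response. Its 3 measured genes were Mt1a, Slc30a1 and Mtf1. Of these Mt1a, the only metallothionein, was higher at an adjusted p under 0.05 from edgeR. With an estimated correlation (limma's camera, adjusted over 41 lists), Hedgehog ligand biogenesis genes outside the proteasome (adjusted p = 0.514), NOTCH4 regulation genes outside it (0.481), AXIN degradation genes outside it (0.525), the proteasome that these pathways share (0.328), DNA replication (0.198), the spliceosome (0.239), NFE2L2 targets (0.225), metallothioneins (0.313), respiratory electron transport (0.366), glycolysis (0.183), classical cadherins and nectins (0.224), complement (0.161) and branched-chain amino acid catabolism (0.161) did not pass. All had the direction the paper states, with medians of 0.10, 0.10, 0.03 and 0.10 for the first 4. With the correlation preset at 0.01, the proteasome (4.1e-04), DNA replication (0.00112), the spliceosome (0.0064), NFE2L2 targets (0.0073), respiratory electron transport (5.0e-05), glycolysis (3.7e-09), cadherins and nectins (4.2e-04), complement (5.7e-06) and branched-chain amino acid catabolism (0.00619) passed. With fry, DNA replication (0.0155), the spliceosome (0.0278), NFE2L2 targets (0.0166), metallothioneins (0.0286), glycolysis (0.0139), cadherins and nectins (0.00877), complement (0.0063) and branched-chain amino acid catabolism (0.00386) passed. The Hedgehog ligand, NOTCH4 and AXIN genes outside the proteasome passed in neither (0.429, 0.336 and 0.432 preset, 0.115, 0.118 and 0.142 with fry). Target genes of Wnt, Hedgehog and Notch signaling, lists of another kind than the paper's pathways, had medians of 0.52, -0.14 and -0.03 and an adjusted p of 0.0309 (0.0814 with the replicate block), 0.525 and 0.754. Cholesterol biosynthesis and skeletal muscle markers were higher, as in the paper, with an adjusted p of 0.0453 each with an estimated correlation (0.0979 and 0.0404 with the replicate block), and branched-chain amino acid catabolism was higher with dexamethasone (0.0399, or 0.112 with the block).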

Other observations

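Chondrocyte markers of the growth plate changed in part. Of 24 markers of resting and proliferative chondrocytes, 7 were lower and 1 was higher with LiCl than in control at an adjusted p under 0.05 from edgeR (8 and 1 when adjusted over the list alone), with an adjusted p = 0.396 with an estimated correlation (limma's camera). Chad, which encodes the cartilage matrix protein chondroadherin, fell from 112 ± 17.9 to 45.4 ± 1.63 CPM (SD, n = 3 pools), and the matrix genes Epyc and Matn4 fell by 0.76 (SE 0.08) and 0.85 (SE 0.12) on the log2 scale. With LiCl added to dexamethasone 6 were lower and 1 was higher (9 and 1 when adjusted over the list alone; adjusted p = 0.259 with an estimated correlation). Of 11 hypertrophic markers, 1 was higher and 2 were lower with dexamethasone (the same numbers when adjusted over the list alone; adjusted p = 0.801 with an estimated correlation). Spp1, which encodes osteopontin, rose from 79.5 ± 15.7 to 188 ± 13.6 CPM, and the channel gene Panx3 fell from 228 ± 22.9 to 103 ± 22.3 CPM. The collagenase gene Mmp13 fell by 1.02 on the log2 scale (SE 0.17) with LiCl added to dexamethasone.

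Transcripts of the proteins the paper stained differed by less than 2-fold. The stainings measured protein, for beta-catenin its active form, in bones left from the growth experiments and in human growth plate. The transcripts come from other samples and do not test the stainings. With LiCl added to dexamethasone, Ctnnb1, which encodes beta-catenin, was at 728 ± 12.4 CPM against 882 ± 29.6 (SD, n = 3 pools), a log2 fold change of -0.28 (SE 0.07, adjusted p = 0.0247 from edgeR) whose call ended without dexamethasone replicate 1 or 3 or any 1 dexamethasone + LiCl library (up to 0.0954). Pcna, a marker of proliferation, had a log2 fold change of 0.22 (SE 0.08, adjusted p = 0.111 from edgeR) and the survival gene Bcl2 one of -0.32 (SE 0.17, adjusted p = 0.297 from edgeR). The apoptosis gene Bax rose by 0.58 (SE 0.12, adjusted p = 0.00806 from edgeR). Of 4 erythroid markers, 3 were higher and none was lower (4 higher when adjusted over the list alone), with a median log2 fold change of 0.61 and an adjusted p = 0.0936 with an estimated correlation (limma's camera). The hemoglobin gene Hba1 rose from 102 ± 12.0 to 163 ± 15.9 CPM.

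The effects of LiCl with and without dexamethasone were similar across genes. The correlation of the log2 fold changes across the 12602 genes, which are not independent, was 0.71, against -0.00 in simulated libraries without drug effects, 0.63 to 0.76 with 1 library left out and 0.15 with no count filter. Of the genes called with LiCl, 96 were called in the same direction in both comparisons, where 1.36 would be shared by chance.

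Each of the 4 comparisons of 3 pools with 3 allows 10 splits of the libraries, which are too few for a share under 0.05. The real splits gave 358, 199, 172 and 551 calls and 5, 0, 3 and 5 lists, and the highest count in any other split was 0 for calls and for lists. A result as large came from 1 of the 10 splits for each count, the real one, apart from the 0 lists of LiCl against control, which all 10 gave. In each comparison 4 of the 10 splits, the real one included, put the libraries of every number into different groups, and the highest count in the others of these was 0 for calls and for lists. All splits other than the real one put the drug effects inside the groups, so that their counts of 0 decide nothing.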
